# Climate mediates continental scale patterns of stream microbial functional diversity

**DOI:** 10.1186/s40168-020-00873-2

**Published:** 2020-06-13

**Authors:** Félix Picazo, Annika Vilmi, Juha Aalto, Janne Soininen, Emilio O. Casamayor, Yongqin Liu, Qinglong Wu, Lijuan Ren, Jizhong Zhou, Ji Shen, Jianjun Wang

**Keywords:** Stream biofilm, Elevational gradients, Microbial functional genes, Macroecology, Climate change

## Abstract

**Background:**

Understanding the large-scale patterns of microbial functional diversity is essential for anticipating climate change impacts on ecosystems worldwide. However, studies of functional biogeography remain scarce for microorganisms, especially in freshwater ecosystems. Here we study 15,289 functional genes of stream biofilm microbes along three elevational gradients in Norway, Spain and China.

**Results:**

We find that alpha diversity declines towards high elevations and assemblage composition shows increasing turnover with greater elevational distances. These elevational patterns are highly consistent across mountains, kingdoms and functional categories and exhibit the strongest trends in China due to its largest environmental gradients. Across mountains, functional gene assemblages differ in alpha diversity and composition between the mountains in Europe and Asia. Climate, such as mean temperature of the warmest quarter or mean precipitation of the coldest quarter, is the best predictor of alpha diversity and assemblage composition at both mountain and continental scales, with local non-climatic predictors gaining more importance at mountain scale. Under future climate, we project substantial variations in alpha diversity and assemblage composition across the Eurasian river network, primarily occurring in northern and central regions, respectively.

**Conclusions:**

We conclude that climate controls microbial functional gene diversity in streams at large spatial scales; therefore, the underlying ecosystem processes are highly sensitive to climate variations, especially at high latitudes. This biogeographical framework for microbial functional diversity serves as a baseline to anticipate ecosystem responses and biogeochemical feedback to ongoing climate change.

Video Abstract

## Highlights

1. Functional gene alpha diversity monotonically declines towards high elevations and assemblage composition shows increasing turnover with greater elevational distances, these patterns being consistent across mountains, kingdoms and functional gene families.
2. Climate primarily explains the alpha diversity and compositional changes at mountain and continental scales, with local non-climatic predictors gaining more importance at mountain scale.
3. Under future climate scenarios, alpha diversity and assemblage composition show substantial changes across Eurasia, especially at mid- and high-latitudes.

## Background

Across terrestrial and aquatic habitats, microorganisms mediate many ecosystem processes [1, 2] crucially linked to climate through complex interactions and feedbacks [3]. Gaining insight into the large-scale patterns of microbial diversity is essential for predicting climate change impacts on ecosystems worldwide. The assessment of biodiversity responses to climate change by functional approaches can improve the quantitative and predictive power of ecological research [4]. However, functional biogeography remains largely unexplored for microbes [5], especially in freshwater ecosystems. The increasing availability of low-cost molecular methods, such as high-throughput sequencing and gene arrays [6, 7], allows linking microbial assemblages with ecosystem processes and enables the application of novel functional perspectives to classic microbial biogeography questions. Among these questions, elucidating the drivers that underlie the biogeographical patterns constitutes a key task.

Climate is among the main drivers shaping large-scale gradients in microbial diversity. For instance, temperature has been shown to drive the latitudinal gradient in diversity of planktonic marine bacteria [8] or the continental scale gradients in diversity and assemblage composition of functional genes involved in denitrification and nitrogen fixation across forest soils [9, 10]. Moreover, microbial functional gene diversity and composition can respond rapidly under warming and cooling scenarios, as demonstrated by experiments on soils [11, 12]. These findings are framed in the metabolic theory of ecology [13], and thus higher mutation and speciation rates are expected towards warmer areas in accordance with the kinetics of biological processes. Furthermore, precipitation can also drive large-scale gradients in microbial diversity by constraining above ground vegetation and soil moisture across bioclimatic zones [14, 15]. Nevertheless, the role of climate in shaping microbial functional diversity patterns remains scarcely addressed at large scales for a wide range of functional genes. This is especially true for freshwaters, the most threatened ecosystems on Earth [16], where studies over small spatial scales have demonstrated temperature to drive microbial diversity and composition in lakes [17] and streams [18], as well as to be positively related to functional diversity of biofilm bacteria in streams [19]. Meanwhile, the relationship between precipitation and freshwater microbial assemblages has been understudied although, for instance, rainfall seasonality is linked to functional diversity of stream biofilms [20]. At large geographical scales, precipitation may impact lake microbial assemblages as climate change-related phenomena are altering the nitrogen and phosphorus contents of water rainfall [21].

Here, we provide evidence from three mountainsides across Eurasia (Additional file 1: Figure S1) for climate to mediate large-scale gradients in stream microbial functional gene diversity. Firstly, we reveal the biogeographical patterns of functional diversity within and across mountainsides. We secondly determine the role of climatic and local non-climatic predictors, i.e. in situ abiotic conditions, in shaping such patterns. Finally, based on the anticipated link between functional diversity and climate [9, 10, 22, 23], we perform predictive models [24] to project the changes in functional diversity under future climate scenarios [25] across the Eurasian river network. Towards these aims, we focus on microbial functional genes from kingdoms archaea, bacteria and fungi which are involved in the cycling of carbon (C), nitrogen (N), phosphorus (P) and sulphur (S) as well as in stress-related processes (St). The metabolic potential of these functional genes was assessed by the DNA-based gene array GeoChip 4.0 [7], which contains approximately 82,000 probes and covers 141,995 gene sequences from 410 functional gene families. In total, we detected 15,289 functional genes linked to 88 functional gene families (Additional file 1: Table S1) included in these five functional categories (C, N, P, S and St). Microbial functional genes are ideal candidates for biodiversity projections under future climates as they meet two essential requirements of spatial distribution modelling [26], such as a high equilibrium with the environment because of their rapid response to changing conditions [11, 12], and the relatively high dispersal capacity reported for microbes [27]. Moreover, literature indicates the utility in using elevational gradients for anticipating biodiversity responses to climate change over large geographical extents [28]. Our study constitutes a remarkable contribution to the emerging field of functional biogeography [5], as most previous studies examined the large-scale patterns of microbial diversity from taxonomic or phylogenetic perspectives [8, 29].

## Results and discussion

Within mountains, functional gene alpha diversity presented a significant (linear model, LM; *P* < 0.05) monotonic decline towards high elevations (Fig. 1a, Additional file 1: Table S2) and assemblage composition showed a significant (*P* < 0.05) increase in turnover with greater elevational distances (Fig. 1b, Additional file 1: Table S2). These patterns were highly consistent across mountains and kingdoms and, interestingly, concur with recent reports showing that tree functional diversity declines with elevation in forests worldwide [22]. 

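DNA from the biofilms of 52 stream sites was hybridised to GeoChip 4.0, a microarray whose probes each match a functional gene of a named gene family and source organism. The 17 sites in Norway lay between 18 and 771 m and were sampled in summer 2012. The 17 sites in Spain lay between 850 and 2500 m and were sampled in autumn 2012. The 18 sites in China lay between 1828 and 4045 m and were sampled in autumn 2009. Each site gave 1 array, so the sites along a mountain stand in for replicates and p-values measure the spread between single sites. The deposited values are linear Cy3 signal intensities of 50744 probes, left blank by the authors where the signal-to-noise ratio was below 2.0, which holds for 74.0% of all pairs of a probe and a site. The number of probes detected per site ranged from 9133 to 17587 (median 11589) in Norway, from 8590 to 17245 (median 12027) in Spain and from 11426 to 22256 (median 13064) in China, at total signals of 2.64e+08 to 3.35e+08, 2.36e+08 to 3.14e+08 and 2.63e+08 to 3.57e+08. From there, the signals of a site were divided by their total and multiplied by the mean total, genes detected at only 1 site of a mountain were removed from that mountain, the carbon (C), nitrogen (N), phosphorus (P), sulphur (S) and stress (St) categories were kept, and the natural log of the value plus 1 was taken, in the order of the paper's Methods. This left 14998 genes. Alpha diversity is the effective number of genes, the exponent of the Shannon-Wiener index, and assemblage composition is given by Bray-Curtis dissimilarity. After the log, detected genes weigh nearly the same, so the effective number lies close to the number of genes kept at a site. The order of sites along each mountain is given in Figure S3, whereas the elevation of each site is plotted in Fig. 1a and not listed as a value. Elevation therefore entered as the standardised rank of a site, with higher values at higher sites. Elevations read by eye from Fig. 1a served as an alternative. Slopes were tested two-sided with 100000 permutations of the sites and dissimilarities with Mantel permutations, which give 1e-05 and 0.0001 as the smallest possible p, and p-values were adjusted by Benjamini-Hochberg over the 12 relations of 4 gene pools in 3 mountains.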

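Bacterial and fungal genes became less diverse towards high sites on each of the 3 mountains, and archaeal genes did so in Norway and China. This is diversity among detected genes, and lower array sensitivity at high sites stays open on each mountain. Fungal genes, many of which encode enzymes that break down plant polymers, had a slope of -51.4 ± 13.5 effective genes per SD of elevation rank in Norway (SE, n = 17 sites; permutation test, p = 0.0023, adjusted p = 0.00552), which is -17.2% of their mean. In Spain fungal diversity fell by 36.4 ± 12.3 genes per SD (p = 0.00897, adjusted p = 0.00979; r = -0.609, and -0.512 with p = 0.05005 without the 2 sites farthest from the median rank, so that the call but not the direction rests on them), and in China it fell by 94.7 ± 12.4 (n = 18 sites; p = 2e-05, adjusted p = 6e-05), from means of 306 ± 59.9 and 387 ± 106.9 genes (SD). Bacterial genes, the bulk of the pool, had slopes of -629 ± 206 in Norway (p = 0.00895), -492 ± 149 in Spain (p = 0.00468) and -1060.4 ± 149.7 in China (p = 1e-05). Archaeal genes had slopes of -18.3 ± 5.71 in Norway (p = 0.00607) and -26.3 ± 4.25 in China (p = 2e-05), and a slope of -7.43 ± 3.95 in Spain that did not pass the test (p = 0.0796). For the overall pool the slope was -701 ± 225 in Norway (p = 0.00791; r = -0.627; rho = -0.608, p = 0.0112), and without the 2 sites farthest from the median rank r was -0.689. In Spain it was -539 ± 165 (p = 0.00496; r = -0.646; rho = -0.600, p = 0.0125), with r = -0.574 without those 2 sites, and in China -1189.9 ± 166.0 (p = 1e-05). The Chinese sites form 2 clusters in Figure S3a, the 10 highest with 5457 ± 284 genes and the 8 lowest with 7946 ± 689 (SD), and within these clusters the slopes of -155 (p = 0.105) and -247 (exact permutation test, p = 0.378) did not pass the test.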

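Sites farther apart in elevation differed more in their archaeal, bacterial and fungal genes on every mountain, with slopes in Norway and Spain that are small and that some alternatives end. Bray-Curtis dissimilarity of bacterial genes rose by 0.0148 per SD of elevational distance in Norway (n = 17 sites; Mantel permutation test, r = 0.267, p = 0.0123), by 0.0172 in Spain (r = 0.308, p = 0.0071) and by 0.0559 in China (n = 18 sites, p = 0.0001). For archaeal genes the slopes were 0.0127 (p = 0.0132), 0.0173 (p = 0.0014) and 0.0536 (p = 0.0001), and for fungal genes 0.0179 (p = 0.0069), 0.0137 (p = 0.0163) and 0.0652 (p = 0.0001), in Norway, Spain and China. The overall pool gave 0.0150 in Norway (r = 0.272, p = 0.0115, adjusted p = 0.0144; r of ranks 0.280, p = 0.0101), 0.0170 in Spain (r = 0.309, p = 0.0072, adjusted p = 0.0108; r of ranks 0.245, p = 0.0147) and 0.0566 in China (p = 0.0001, adjusted p = 0.0003), around mean dissimilarities of 0.287, 0.309 and 0.302. Within China, dissimilarity of the overall pool had no slope past the threshold among the 10 highest sites (r = -0.00823, p = 0.968) or the 8 lowest sites (r = 0.248, exact permutation p = 0.220), whereas among the 8 lowest sites archaeal genes (r = 0.438, exact permutation p = 0.0217) and fungal genes (r = 0.470, exact permutation p = 0.0258) did. Both calls are unadjusted. They are lost without the 2 of these 8 sites farthest from the median rank (archaeal r = 0.266, exact permutation p = 0.383, and fungal r = 0.487, p = 0.075). Without the 2 sites farthest from the median rank, r of the overall pool was 0.414 in Norway (p = 0.0035) and 0.209 in Spain (p = 0.0756), where the call but not the direction rests on those sites. In Spain the calls of bacterial genes (r = 0.208, p = 0.0773) and fungal genes (r = 0.158, p = 0.172) are lost without them too. In Norway the slope of all genes falls to 0.00861 without site N118 (p = 0.0905) and 0.0103 without N104 (p = 0.0505). That of archaeal genes in Norway does not pass without the log (p = 0.0761) or with elevations read from Fig. 1a (p = 0.0511), and that of fungal genes in Spain does not with distance along the stream (p = 0.131). Part of the dissimilarity comes from sites with different numbers of genes: over the turnover component of Sorensen dissimilarity alone the slope of the overall pool was -0.00378 in Norway (p = 0.47), 0.00197 in Spain (p = 0.668) and 0.0115 in China (p = 0.0061), and that of fungal genes was negative in Norway at -0.0138 (p = 0.0263) and did not pass in China at 0.00195 (p = 0.699), nor did it there given the difference in the number of genes (partial Mantel test, 0.0171, p = 0.0715).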

The uniformity in our alpha diversity gradients contrasts with the variety of elevational trends reported for microorganisms on taxonomic or phylogenetic approaches in both soil [30] and freshwater [31] environments. For instance, species richness of stream bacteria showed hump-shaped, monotonically increasing and U-shaped patterns on the same mountainsides in Norway, Spain and China, respectively [31]. Such disparities between microbial taxonomic and functional diversities are an interesting phenomenon likely caused by functional redundancy which seems an inevitable outcome in open microbial systems where diversity is not limited by low immigration rates [32]. Meanwhile, the consistency in our compositional turnover gradients agrees with the general spatial distance-decay patterns documented for microbial taxonomic composition [33] and with the elevational distance-decay patterns observed for microbial functional gene assemblages in soils [34]. When scaling down to functional gene families, most of them also showed a significant (LM; *P* < 0.05) decline in alpha diversity with elevation (Fig. 1c, Additional file 1: Figure S2a), and this pattern was congruent across the three mountains for 58% of all families (51 out of 88). 

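Towards high sites, fewer effective genes were found together in families that degrade carbon, cycle nitrogen and answer stress. All families of a site were read on 1 array and share its sensitivity. Lower array sensitivity at high sites was not ruled out on any mountain. Of 88 families, 75 declined in Norway, 62 in Spain and 85 in China at a permutation p under 0.05, and none rose (70, 54 and 85 declined after Benjamini-Hochberg adjustment over the 88 families). In Norway the clearest declines were in pulA, a pullulanase that cuts branches of starch (35.0 ± 9.12 effective genes, SD, n = 17 sites; slope -6.91 ± 1.54 per SD, p = 0.00056), in cydB, a subunit of the oxidase used at low oxygen (-25.5% of the mean per SD, p = 0.00061), in pstS, the phosphate-binding protein of the high-affinity transporter (-5.18 ± 1.20, p = 0.00071), and in the glucoamylases (-29.6%, p = 0.00072). In Spain they were in the cellobiases, which split cellobiose into glucose (-5.53 ± 1.23, p = 0.00036), the chaperonin groEL (-2.07 ± 0.459, p = 0.00073), the phosphate regulator phoB (-7.28, p = 0.00074) and the nitrate reductase subunit narI (-7.61, p = 0.00093). In China exoglucanase, which degrades cellulose, fell by 7.27 ± 0.751 (n = 18 sites, p = 1e-05), dsrB of sulphite reduction fell by 36.2 ± 4.34 (p = 1e-05), the polyphosphate kinase ppk fell by 19.1 (p = 1e-05) and glnA, the glutamine synthetase, had a slope of -41.6 (p = 2e-05). Families with slopes that did not pass the test included glnR, a regulator of nitrogen use, in Norway (1.79% of the mean, p = 0.705) and in Spain (-0.897%, p = 0.841), nplT, a neopullulanase, in Spain (0.105%, p = 0.966) and ctsR, a repressor of stress genes, in Spain (1.53%, p = 0.672) and China (-4.67%, p = 0.341), and each of these 5 slopes changes sign under another setting of the processing. The decline passed in all 3 mountains for 57 families (64.8%), where lists of these sizes drawn independently would share 51.0, and for 46 after adjustment. By category these were 17 of 32 families of C, 9 of 13 of N, 2 of 3 of P, 4 of 9 of S and 25 of 31 of St, and 2 families declined in no mountain. From declines across mountains, kingdoms and families, the paper concludes that the functional diversity of stream microbes answers to elevation in a general way.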

Taken together, these findings highlight a general response of stream microbial functional diversity to elevation across mountains, kingdoms and functional gene families.

**Fig. 1:**
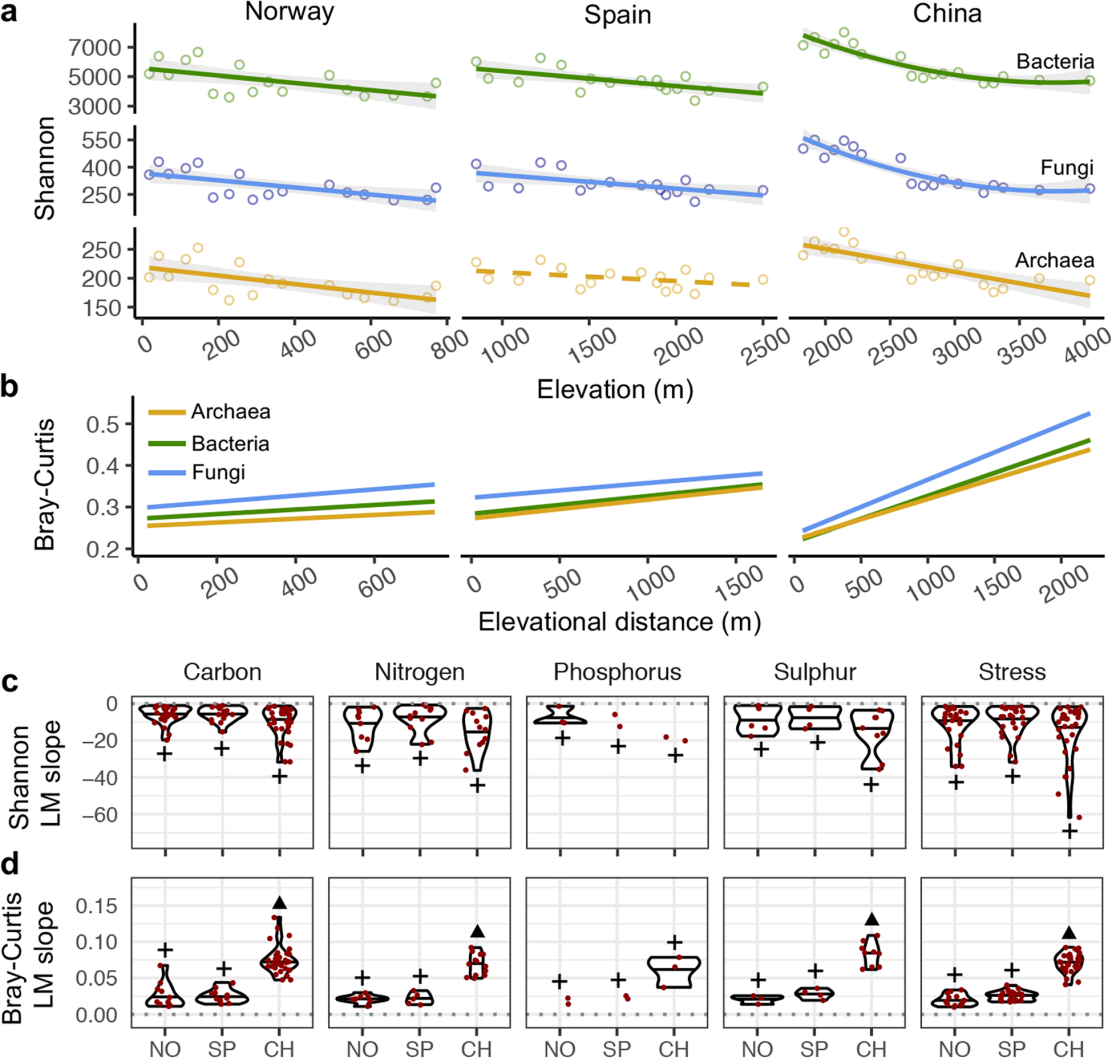
Responses of functional gene alpha diversity and compositional turnover to elevation. The relationships between Shannon diversity and elevation (**a**, **c**) were examined by linear models, and the model significances were determined with F-statistics (*P* < 0.05). For kingdoms (**a**), we considered linear and quadratic terms and selected the best models, i.e. those that minimized the corrected Akaike’s information criterion. The adjusted *R*^2^ values were 0.394, 0.181 and 0.672 for archaea, 0.346, 0.394 and 0.829 for bacteria, and 0.428, 0.346 and 0.844 for fungi, in Norway, Spain and China, respectively. The relationships between Bray-Curtis dissimilarity and elevational Euclidean distance (**b**, **d**) were calculated by linear models, and the model significances were obtained by a Mantel test (1000 permutations, *P* < 0.05). For kingdoms (**b**), the Pearson *r* values were 0.212, 0.361 and 0.643 for archaea, 0.199, 0.28 and 0.700 for bacteria and 0.283, 0.25 and 0.692 for fungi, in Norway, Spain and China, respectively. Across functional categories, we show the slope values from LMs assessing the gene family alpha diversity-elevation relationships (**c**) and the gene family compositional turnover-elevational distance relationships (**d**). For kingdoms (**a**, **b**), significant and non-significant models are shown as solid and dashed lines, respectively. The violin boxplots for the Shannon diversity (**c**) and Bray-Curtis dissimilarity (**d**) depict the median and the first and the third quartiles of the slopes of the gene families with significant (*P* < 0.05) models. Across functional categories, differences among mountains in the model slopes for the Shannon diversity (**c**) and Bray-Curtis dissimilarity (**d**) were examined with a Bonferroni-corrected pairwise *t*-test (*P* < 0.05) and are indicated with the symbols + and ▲. The elevation (**a**) and elevational distances (**b**) are shown as raw data for visualization purposes (*z*-transformed for the analyses). C, carbon; N, nitrogen; P, phosphorus; S, sulphur; NO, Norway; SP, Spain; CH, China. Details on the models can be found in methods

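Neither archaeal, bacterial nor fungal genes had a quadratic term past the threshold on any mountain when elevation entered as the rank of the sites, and the linear model had the lower corrected Akaike's information criterion in each case. For bacterial genes in China the quadratic term was 154 beside a linear term of -1060.4 (n = 18 sites; permutation test, p = 0.381), and the criterion of the linear model minus that of the quadratic model was -2.45. For fungal genes in China the term was 14.0 (p = 0.331) with a difference of -2.25, and for archaeal genes -0.114 (p = 0.983) with a difference of -3.36. In Norway the term for fungal genes was 21.4 (p = 0.175) and in Spain that for archaeal genes was 4.00 (p = 0.387). Ranks leave out the uneven spacing of sites: with elevations read from Fig. 1a, a setting chosen after seeing the data, the terms in China were 347 for bacterial genes (p = 0.0257) and 31.1 for fungal genes (p = 0.0123).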

Despite the remarkable congruency in our elevational patterns, the mountain in China showed the strongest trends for both functional gene alpha diversity and assemblage composition. Such a finding was consistent across kingdoms and functional gene families. For instance, regarding gene families, China showed the highest proportion of significant (*P* < 0.05) and the strongest (Bonferroni-pairwise *t*-test; *P* < 0.05) elevational gradients in alpha diversity and composition (Fig. 1c, d and Additional file 1: Figures S2a and S2b). These cross-mountain variations in the elevational trends might be related to distinct functional gene regional pools and latitudes [35] as the tropospheric temperature lapse rate decreases from the equator to the poles [36]. 

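Per SD of elevation rank, archaeal, bacterial and fungal genes declined more steeply in China than in Spain, and fungal genes also more steeply than in Norway. The sites spanned 1828 to 4045 m in China, 850 to 2500 m in Spain and 18 to 771 m in Norway. An SD of rank thus covers more metres in China, and slopes per metre were not compared. In the paper's Table S6 the SD of elevation is largest in China and smallest in Norway. A steeper slope per SD therefore does not show a steeper one per metre, and the order of China and Norway per metre can be the reverse. The slope of fungal diversity was lower in China than in Spain by a difference of -58.2 genes per SD (permutation test of the interaction, p = 0.00175; adjusted p = 0.0124 over 12 differences) and than in Norway by -43.2 (p = 0.0204, adjusted p = 0.0489). The difference between China and Spain was -18.9 for archaeal genes (p = 0.00206, adjusted p = 0.0124), -568 for bacterial genes (p = 0.00889, adjusted p = 0.0267) and -651 for the overall pool (p = 0.00695, adjusted p = 0.0267). Between China and Norway the differences of -8.01 for archaeal genes (p = 0.251), -431 for bacterial genes (p = 0.0859) and -489 for the overall pool (p = 0.0768) did not pass the test. Spain and Norway were not told apart in any pool, with differences of 10.9 for archaeal (p = 0.114), 137 for bacterial (p = 0.578) and 15.0 for fungal genes (p = 0.399). In proportion to the mean, the slopes of archaeal genes were -9.47%, -3.72% and -11.8% per SD in Norway, Spain and China, those of bacterial genes -13.4%, -10.5% and -17.9%, and those of fungal genes in Spain and China -11.9% and -24.5%.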

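Per SD of elevation rank or of elevational distance, nearly all families had their steepest decline and their steepest turnover in China. The effective number of genes fell most in China for 82 of 88 families, in Norway for 5 and in Spain for 1, and in proportion to the mean for 75, 11 and 2. The mean slope over families was -7.85 genes per SD in Norway, -6.01 in Spain and -13.3 in China, and China differed from Norway by -5.46 (SD 5.23 over families) and from Spain by -7.31 (SD 6.58; sign-flip permutation test over families, p = 1e-05, Bonferroni-adjusted p = 3e-05 for both). Families are not independent replicates, as they were measured on the same sites. Turnover of composition with elevational distance passed the threshold for 59 families in Norway (67.0%), 49 in Spain (55.7%) and 88 in China (100%), for 46, 35 and 88 after Benjamini-Hochberg adjustment, and for 43 in all 3 mountains. In Norway it was clearest in the glucoamylases of starch breakdown (Mantel r = 0.478, p = 0.0003), in pulA (r = 0.397, p = 0.0014) and in ahpC, a peroxidase of the oxidative stress response (r = 0.356, p = 0.0028), and did not pass for the cellobiose dehydrogenase CDH (r = 0.00508, p = 0.969) and the sulphite reductase sir (r = -0.0446, p = 0.652). In Spain it was clearest in glnA (r = 0.416, p = 0.0007), in pstA of phosphate transport (r = 0.403, p = 0.0011) and in the catalase katE (r = 0.382, p = 0.0014), while phytase (r = -0.0635, p = 0.547) and mannanase (r = -0.0268, p = 0.836) did not pass, and the sign of these 4 slopes changes under other settings of the processing. In China the families with the largest Mantel r included dsrA of sulphite reduction, with a slope of 0.0710, and the stress regulator sigma_24, with 0.0534 (both p = 0.0001), next to a median slope of 0.0566 over the 88 families, and the smallest slope was 0.0198 for the catalase katA (p = 0.0257), a call lost in 4 alternatives, with 0.00410 (p = 0.748) under distance along the stream, where narH, a nitrate reductase subunit, is lost too (p = 0.0946). The number for Norway depends on how elevation is measured, with 29 families under elevations read from Fig. 1a, and that for Spain is 25 under distance along the stream.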

Beyond the differences in slope steepness of our diversity gradients, the high congruency in the elevational trends both across kingdoms and gene families constitutes an interesting finding. For instance, the cross-family consistency in the elevational trends suggests that the microbial-mediated stream processes related to biogeochemical cycling and stress are constrained by similar driving forces.

Across mountains, functional gene assemblages exhibited continental scale patterns and regional differences on the overall gene pool were detected in alpha diversity (analysis of variance, ANOVA; *P* = 0.001; Additional file 1: Table S3) and assemblage composition (permutational analysis of variance; *R*^2^ = 0.387, *P* = 0.001; Table S3). 

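Archaeal, bacterial and fungal genes, and each of the 5 functional categories, differed between the mountains in effective number and in composition. The overall pool held 5213 ± 1118 effective genes in Norway (SD, n = 17 sites), 5223 ± 835 in Spain (n = 17) and 6563 ± 1363 in China (n = 18), with F = 8.32 (permutation test, p = 0.00085). F was 6.07 for archaeal genes (p = 0.00479), 8.59 for bacterial genes (p = 0.00069) and 6.17 for fungal genes (p = 0.00442). For the composition of the overall pool R2 was 0.388 (PERMANOVA, p = 0.0001), with R2 of 0.435 for archaeal, 0.392 for bacterial and 0.310 for fungal genes (p = 0.0001 for each), and the spread around the group centres did not differ past the threshold for the overall pool (p = 0.347). The difference in effective number was lost in 2 of the alternatives run: F was 1.38 (p = 0.265) without the log and 0.286 (p = 0.753) when only the 10 highest Chinese sites entered, whereas the difference in composition passed under each of them.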

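The pectinase, katA, FTHFS and NiR families had among the largest excesses of genes at the Chinese sites. Of 88 families, 79 had a higher effective number in China than in Norway and Spain together and none a lower one at a permutation p under 0.05 (79 and 0 by the adjusted p), with a median ratio of 1.30. The ratio was 1.90 for pectinase (10.9 effective genes in China, 5.64 in Norway and 5.88 in Spain), 1.57 for katA, a catalase that removes hydrogen peroxide, 1.55 for FTHFS, the formyltetrahydrofolate synthetase of acetogens, and 1.51 for the nitrite reductase NiR (25.5, 17.0 and 16.9). It was smallest, and did not pass, for the ligninolytic manganese peroxidase mnp (0.979, p = 0.848), for nifH of nitrogen fixation (1.03, p = 0.443), for the alkaline phosphatase phoA (1.05, p = 0.372) and for rubisco (1.06, p = 0.409). Chinese streams held 1350.1 ± 420.3 more effective genes than Norwegian ones (difference ± SE; permutation test, Bonferroni-adjusted p = 0.0101) and 1341 ± 380 more than Spanish ones (Bonferroni-adjusted p = 0.00396), while Spain and Norway differed by 9.34 (p = 0.978). For bacterial genes the excess over Norway and Spain was 1228 ± 378 (Bonferroni-adjusted p = 0.00897) and 1235 ± 341 (p = 0.00312), for fungal genes 88.4 ± 30.8 (p = 0.0254) and 81.1 ± 29.1 (p = 0.0303), and for archaeal genes 29.6 ± 10.2 (p = 0.0208) and 23.2 ± 8.46 (p = 0.0317). In composition, R2 was 0.384 between Norway and China and 0.399 between Spain and China (p = 0.0001 for both) against 0.0967 between Norway and Spain (p = 0.0022, Bonferroni-adjusted p = 0.0066), and sites of Norway and Spain had a mean dissimilarity of 0.320 where those of China lay 0.437 from Norway and 0.461 from Spain. With only the 10 highest Chinese sites the excess was 244 over Norway (p = 0.507) and 235 over Spain (p = 0.402), and with only the 8 lowest it was 2733 and 2723. The median ratio of the families was likewise 1.07 with the 10 highest and 1.598 with the 8 lowest, and with the 10 highest it lay below 1 for families such as nosZ (0.887), lip (0.863) and mcrA (0.861), which were chosen as examples after their values were seen.

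**Figure D1:**
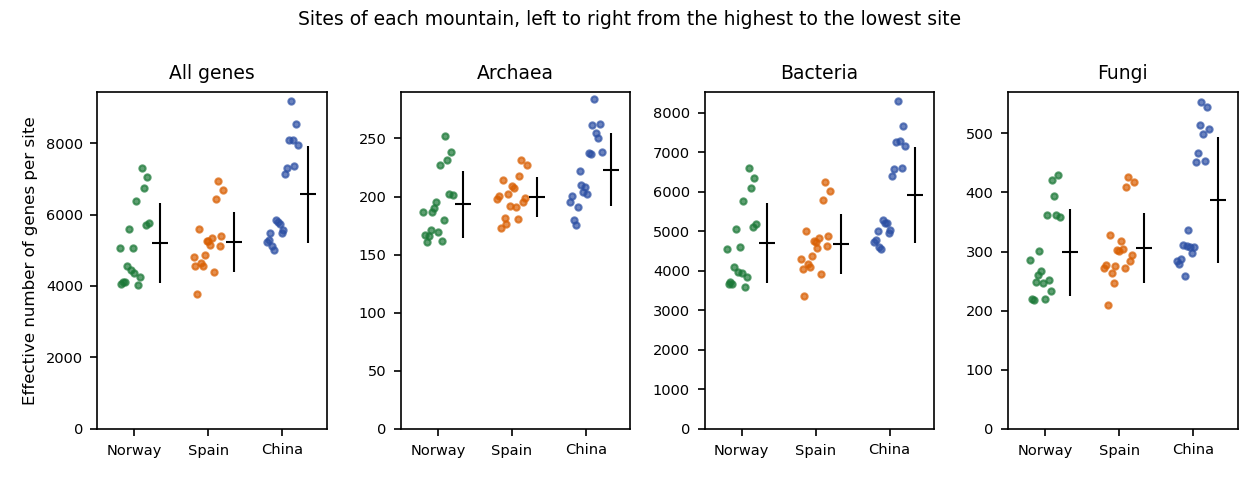
Effective number of genes at each site (y axis, number of genes) by mountain for all genes, archaea, bacteria and fungi; points run from the highest to the lowest site within a mountain, and bars give the mean and SD over 17 sites in Norway, 17 in Spain and 18 in China. The 8 lowest Chinese sites lie above the 10 highest, at 7946 against 5457 genes on average for the overall pool.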

The streams in China showed the highest mean alpha diversity (Bonferroni-corrected pairwise *t*-test; *P* < 0.05; Additional file 1: Table S3) as well as the most different composition (Additional file 1: Table S3 and Fig. S3a) for the overall functional gene pool, such a result being consistent across the three kingdoms. These findings expand the large-scale gradients in functional diversity documented for both macro- [22] and microorganisms [6, 9, 10] from the terrestrial to the freshwater realm and, namely for microbial functional gene diversity, from genes linked to denitrification [9] and nitrogen fixation [10] to genes involved in other biogeochemical cycles (e.g. C, P and S) and St-related processes.

To elucidate the drivers shaping our functional diversity gradients, we examined a set of 19 climatic predictors comprising the average conditions for years 1960–1990 and 11 local non-climatic predictors reported as important drivers of microbial diversity [37, 38] (see “Methods” for details). Regarding alpha diversity, we found that mean temperature of the warmest quarter (TWQ) was the most important predictor at both continental and mountain scales, revealed by hierarchical partitioning [39] (HP; Fig. 2a), LMs (Additional file 1: Table S4) and random forest [40] (RF; Additional file 1: Figure S4a). Such a finding is in line with the biological importance of the growing season conditions in mountains [41]. Importantly, the alpha diversity response to the TWQ at continental scale was consistent across mountains; that is, such a response was not affected by site location (TWQ, *P* < 0.001; latitude, *P* = 0.109; TWQ × latitude, *P* = 0.573). Such a positive relationship between temperature and stream microbial diversity have been also reported using taxonomic approaches, e.g. in a recent study on streams from the Rocky Mountains [18]. In accordance with the metabolic theory of ecology [13], this large-scale temperature dependence of functional diversity could be associated with increasing mutation and speciation rates towards warmer areas [8–10]. This result may be also compatible with the energy hypothesis, which proposes that higher diversity coexists with higher available energy [42]. The consistent relationships between elevation and alpha diversity for most of the functional gene families further suggest a general temperature dependence for multiple stream processes. This finding was especially noticeable for families associated with stress processes (Additional file 1: Figure S5a) and highlights the need for future research on temperature dependence to consider a wider range of ecosystem processes in addition to mere C-cycling [43].

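Stress families had fewer effective genes towards high sites on each mountain, with median slopes in proportion to the mean that were close to those of all families. Of 31 stress families 28, 26 and 30 declined in Norway, Spain and China, of all 88 families 75, 62 and 85. In effective genes per SD the median slope was -6.45, -4.39 and -8.83 for stress families and -5.23, -3.62 and -9.34 for all; the differences were not tested. In proportion, the median slope of the stress families was -13.8% of the mean per SD in Norway, -11.1% in Spain and -18.3% in China, next to -14.0%, -10.9% and -18.8% over all families. Of 4 heat shock families, all were lower towards high sites in each mountain (4 also when adjusted over the list alone, and 3, 3 and 4 when adjusted over the 88 families), with slopes of -15.4%, -8.09% and -25.7% for the chaperone dnaK and -9.86%, -7.55% and -14.3% for its exchange factor grpE in Norway, Spain and China. Of 5 oxidative stress families, 4 declined in Norway, 5 in Spain and 5 in China (as many when adjusted over the list alone), among them the regulator oxyR at -15.8%, -13.4% and -23.0%, and katA in Norway did not pass (-19.1%, p = 0.0545). All 4 sigma factor families were lower on each mountain, also when adjusted over the list alone, with -21.8%, -16.6% and -21.9% for sigma_38 of the stationary phase. Of 6 oxygen limitation families, 6, 5 and 6 declined in Norway, Spain and China, and of 6 phosphate limitation families again 6, 5 and 6 (as many when adjusted over the list alone), the exceptions in Spain being cydA of the low-oxygen oxidase (-2.60%, p = 0.373) and phoA (-5.03%, p = 0.115). Adjusted over the 88 families, 5, 5 and 6 oxygen limitation and 6, 4 and 6 phosphate limitation families passed. The osmotic stress family proV, a glycine betaine transporter, declined in Norway and China (-10.8% and -15.0%) but not past the threshold in Spain (-9.03%, p = 0.0759). Of 2 nitrogen limitation families 1, 1 and 2 were lower and of 2 protein stress families 1 on each mountain, namely the protease clpC, with the same counts when adjusted over the list alone. The stringent response family obgE, the 1 family of its list, declined on each (-12.7%, -11.3% and -15.7%). The cold shock and glucose limitation families fell under the richness quartile and were not tested as families.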

**Fig. 2:**
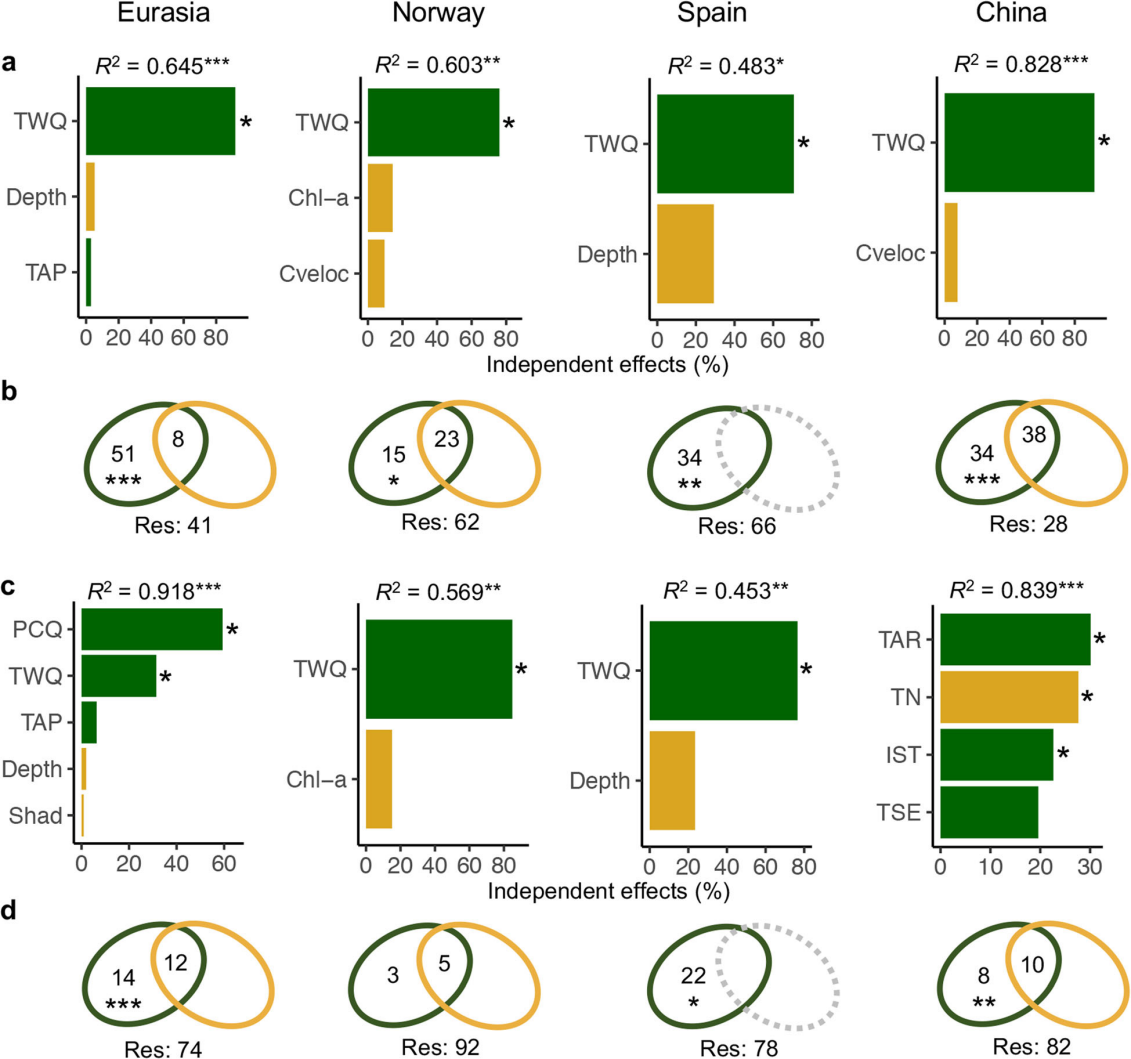
Relative contributions of climatic and local non-climatic predictors in shaping the functional gene alpha diversity and assemblage composition. The independent effects of the selected predictors on the Shannon diversity (**a**) and assemblage composition (**c**) were examined by hierarchical partitioning, and their significance (*P* < 0.05) was tested through a 1000 randomization-based procedure. The *R*^2^ and *P* values above the plots in (**a**) and (**c**) were calculated by linear models. The variances in Shannon diversity (**b**) and assemblage composition (**d**) associated with the climatic and local non-climatic predictors were obtained using variation partitioning, based on adjusted *R*^*2*^ and significances tested with analysis of variance. As local predictors were not selected in Spain, the variance associated with climatic predictors was determined through linear models for the Shannon diversity and a Mantel test (1000 permutations) for the assemblage composition, with test significance based on F-statistic and Pearson *r* value, respectively. The significance levels in the variation partitioning are indicated by *P < 0.05, **P < 0.01, ***P < 0.001. The assemblage composition was estimated using first axis coordinates from principal coordinate analysis (PCoA) based on Bray-Curtis dissimilarity matrices (see Fig. S3 in Additional file 1 for details on the axis-explained variance). Green and yellow bars represent climatic and non-climatic local predictors, respectively. Details on predictor selection are presented in “Methods” and in Additional file 1 (Fig. S14). TWQ, mean temperature of the warmest quarter; TAP, total annual precipitation; PCQ, mean precipitation of the coldest quarter; TAR, temperature annual range; IST, isothermality (relationship between air temperature diurnal and annual ranges); TSE, temperature seasonality; Chl-a, chorophyll-*a*; Cveloc, current velocity; Shad, shading; TN, total nitrogen

Regarding assemblage composition, temperature-related variables constituted the best predictors at mountain scale (Fig. 2c; Additional file 1: Table S4). This result is in line with previous studies on terrestrial habitats, which show changes in functional gene composition across temperature gradients [9, 10]. Across mountains, however, mean precipitation of the coldest quarter (PCQ) was consistently retained as the best continental scale predictor in HP (Fig. 2c), LMs (Additional file 1: Table S4), generalized dissimilarity models [44] (GDMs; Additional file 1: Figure S6a) and RF (Additional file 1: Figure S4b). The PCQ, i.e. winter precipitation, mediates the hydrology in high mountains through the accumulation of snow, consequently affecting local factors shaping the spatial patterns of stream microbial assemblages [31, 45, 46]. However, the high predictive power of the PCQ only at continental scale suggests a link between this factor and functional gene composition via hydrological mechanisms and agrees with the importance of precipitation when the spatial scale spans multiple biomes [47]. Such a finding was further supported by the effect of site locations on assemblage composition (LM; PCQ, *P* < 0.001; latitude, *P* < 0.001, PCQ × latitude, *P* = 0.183). These results agree with previous observational and experimental studies in soils, which show precipitation to be a large-scale driver of microbial assemblage composition by constraining vegetation types across biomes [14, 15].

Compared to climate, local non-climatic predictors explained a lower amount of geographical variation in alpha diversity and assemblage composition at both mountain and continental scales, with local non-climatic predictors gaining more importance at mountain scale as revealed by various statistical methods, such as variation partitioning (Fig. 2b, d). These results contrast with the importance of local non-climatic factors, such as nutrients or pH, in shaping freshwater microbial taxonomic diversity [48]. It suggests different driving forces for microbial taxonomic and functional gene diversities, which is in line with the decoupling observed between taxonomy and function in microbial systems [32]. For example, no local predictor was consistently meaningful for alpha diversity at neither continental nor mountain scales under the HP and LM analyses (Fig. 2a; Additional file 1: Table S4). Regarding composition, only total nitrogen was identified as a significant driver in China. Interestingly, nitrogen availability has been shown to elicit changes in microbial assemblage composition, but not in alpha diversity, under elevated nutrient inputs in a global experiment on grasslands [49]. Other potentially important predictors of freshwater microbial diversity, such as those informing about carbon availability [48], may also play a role. For instance, dissolved organic matter poorly predicts taxonomic elevational diversity and the biogeography of freshwater bacteria [31, 50], but is associated with bacterial trait structure over large spatial scales as a response to the terrestrial influence gradient in a continuum of small streams to large lakes [50]. We therefore encourage further studies to assess the role of carbon availability in explaining functional gene diversity of stream microbes.

Collinearity between climatic and local non-climatic predictors is frequent for elevational gradients. By including three different mountainsides, we could test the role of all local non-climatic predictors across different models, either based on individual mountains or the overall dataset, and found climatic predictors to primarily mediate both alpha diversity and assemblage composition (see RF results on all predictors included in the full models at Additional file 1: Figure S7). For instance, among all local non-climatic predictors, only conductivity was revealed as a candidate to importantly drive alpha diversity when the entire dataset was analysed (see RF results prior to the removal of highly correlated predictors at Additional file 1: Figure S8). However, when each mountain was analysed separately, alpha diversity showed a significant and cross-mountain consistent response only to TWQ (LM; *P* < 0.05 for all mountains; Additional file 1: Figure S9), but not to conductivity (LM; *P* = 0.732 for Norway; Additional file 1: Figure S9) or other relevant local non-climatic predictors (Additional file 1: Fig. S9). Furthermore, we assessed all possible models including either the best climatic predictors or conductivity and their respective interactions with latitude to control for cross-mountain consistency and found that best models based on Akaike weights [51] were those containing the climatic predictors and the interaction with latitude (weight = 0.725 for alpha diversity; weight = 1.000 for assemblage composition; Additional file 1: Table S5). Despite these evidences, we encourage further complementary manipulative experiments [28] to elucidate how functional gene diversity response to those local non-climatic predictors that covary or interact with climate, such as conductivity or nutrient loads [52]. Collectively, our findings show climate to mediate overall functional gene diversity in freshwater ecosystems as large spatial scale, suggesting that ongoing climate change can affect stream processes worldwide.

Given that elevational gradients offer excellent possibilities to conduct natural experiments for assessing climate change impacts [28], we employed LMs and GDMs to project the trends of alpha diversity and assemblage composition, respectively, under future climate scenarios (period 2061–2080) across the Eurasian river network. We selected three scenarios from the Fifth Assessment Report of the Intergovernmental Panel on Climate Change [25]. They are based on the representative concentration pathways (RCP) 2.6, 4.5 and 8.5 and symbolize the most “optimistic”, one intermediate and the most “pessimistic” expectations of greenhouse emission rates, respectively, by the end of this century [53]. For modelling, we combined together the TWQ and PCQ as predictors, i.e. the variables that best explained the continental scale gradients in overall alpha diversity and assemblage composition, respectively. These predictors jointly explained a large amount of variance for both overall alpha diversity (LMs; *R*^2^ = 0.543; *P* < 0.001) and composition (GDMs; *D*^2^ = 65.6%; *P* < 0.001; Additional file 1: Figure S6b). Our projections show a general increase in alpha diversity (Fig. 3a, Additional file 1: Figure S10) and elevated compositional turnover rates (Fig. 3b, Additional file 1: Figure S11) as a response to future climates. Compared to the baseline, the median increase in alpha diversity and the median turnover rates were predicted to be 11.0% and 29.6%, respectively, under the moderate RCP 4.5 scenario (Fig. 3c, e). Across kingdoms, i.e. archaea, bacteria and fungi, the changes in alpha diversity and composition followed similar trends, but significant differences in their magnitude (Additional file 1: Figure S12). Fungal functional genes showed the highest projected increase in alpha diversity, while bacteria accounted for the greatest changes in composition (Additional file 1: Figure S12). Such a finding indicates cross-kingdom variations in the magnitude of functional diversity response to climate change, which constitutes a significant step beyond previous reports on taxonomic approaches which show distinct biogeographical patterns and responses to nutrient availability for archaea, bacteria and fungi [50, 54]. Interestingly, the projected changes showed highly congruent trends across functional gene families (Fig. 3d, f). These results are consistent with the rapid response documented for macro- and microbial genes under climate change experiments [12, 55] and suggest that temperature and precipitation changes may strongly influence functional gene assemblages mediating multiple ecosystem processes, likely producing biogeochemical feedbacks to the climate [56, 57].

**Fig. 3:**
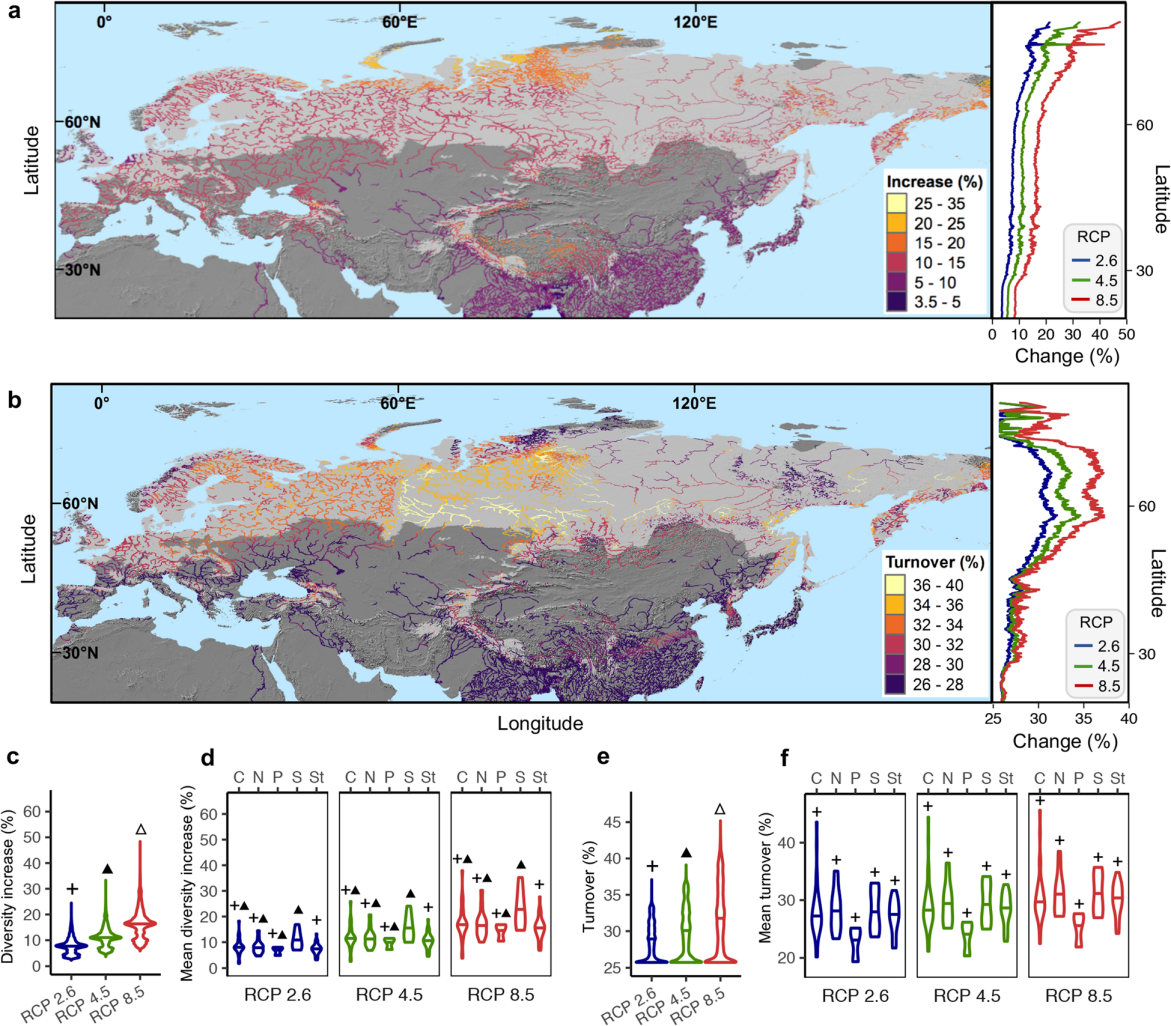
Projected changes across the Eurasian river network in functional gene alpha diversity and assemblage composition under future climate scenarios. The relative increase in Shannon diversity assuming the moderate emission scenario RCP 4.5 (**a**, map) and the relative increase in Shannon diversity averaged by latitude for the three emission scenarios (**a**, line plot) were calculated by linear models using temperature of the warmest quarter (TWQ) and precipitation of the coldest quarter (PCQ) as predictors (*R*^2^ = 0.543; *P* < 0.001). The turnover rates assuming the moderate emission scenario RCP 4.5 (**b**, map) and the turnover rates averaged by latitude for the three scenarios (**b**, line plot) were calculated using generalized dissimilarity models with the TWQ and PCQ as predictors on Bray-Curtis dissimilarity matrices (*D*^2^ = 65.6%; *P* < 0.001). The violin boxplots show the median and the first and the third quartiles for the relative increase in Shannon diversity (**c**) and the turnover rate (**e**) on the overall gene pool and for the mean relative change in Shannon diversity (**d**) and the mean turnover rate (**f**) on every gene family pool, grouped into functional categories. Pairwise differences across functional categories regarding the relative change in the Shannon diversity (**d**) and turnover rates (**f**) were examined by a Bonferroni-corrected pairwise *t*-test (*P* < 0.05) post hoc analyses and are indicated with the symbols +, ▲ and △. Light and dark grey areas in maps depict the climate envelope covered by and extrapolated from the in situ data, respectively, in terms of TWQ and PCQ. C, carbon; N, nitrogen; P, phosphorus; S: sulphur; St, stress

Across Eurasia, the largest increase in alpha diversity will occur in regions North of 60° N, while assemblage composition will mainly shift between 45° and 75° N. These projections show for the first time the highest sensitivity of northern regions to functional diversity changes affecting multiple stream processes, such as biogeochemical cycling. Despite no previous studies have anticipated the future trends of microbial functional diversity, neither in terrestrial nor freshwater ecosystems, there are interesting reports about plant traits and certain ecosystem functions [58, 59]. For instance, temperature sensitivity of soil respiration is predicted to mainly increase with warming at high latitudes by affecting microbial assemblage compositions [59].

The predicted changes can be further visualized through the lens of key biogeochemical processes mediated by gene families that showed a consistent alpha diversity response to elevation. Such a response was especially evident for gene families associated with the decomposition of recalcitrant C, such as chitin, aromatics and lignin (Additional file 1: Figure S13). This finding suggests an increase in CO_2_ emissions through the stimulation of old recalcitrant C upstream and northward, likely producing a positive feedback to global warming [12]. In addition, all gene families linked to denitrification exhibited a similar alpha diversity response to elevation (Additional file 1: Figure S13). This finding suggests accelerated rates of nitrification with global warming that could increase anthropogenic emissions of N_2_O, a potent greenhouse gas contributing to climate change and stratospheric ozone destruction [60]. 

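Gene families listed under chitin, aromatics and lignin breakdown had fewer effective genes towards high sites in Norway and China. In Spain 2 of 3 chitin, 3 of 3 aromatics and 1 of 4 lignin families did. The listing is by category and does not show that each enzyme acts on that compound. Of all 88 families, 75, 62 and 85 declined in Norway, Spain and China, and a difference of these lists from that share was not tested. Of 3 chitin families, 3 were lower in Norway, 2 in Spain and 3 in China (as many when adjusted over the list alone). Endochitinase, which cuts chitin chains internally, declined by 10.7 ± 2.7 effective genes per SD in Norway (-11.1% of the mean), and by -8.94% in Spain and -19.7% in China, and exochitinase had slopes of -16.8%, -13.7% and -19.1%, the call in Spain being lost with dim signals removed (p = 0.0507) and under distance along the stream (p = 0.0593). Acetylglucosaminidase, which releases the sugar monomers, passed in Norway (-12.8%) and China (-17.7%) and not in Spain (-6.02%, p = 0.151). All 3 families listed under aromatics were lower on each mountain, with 3, 3 and 3 when adjusted over the list alone and 3, 2 and 3 when adjusted over the 88 families. Isocitrate lyase AceA had slopes of -15.9%, -11.8% and -21.0%, malate synthase AceB -11.9%, -11.3% and -19.1%, and vanA, which demethylates vanillate from lignin, -18.4%, -12.2% and -20.8%. Of 4 lignin families, 4 were lower in Norway, 1 in Spain and 4 in China (as many when adjusted over the list alone). Phenol oxidase was the one that passed on each mountain (-16.1%, -10.4% and -21.0%), whereas the fungal ligninases passed in Norway and China, with manganese peroxidase mnp at -19.0% and -40.1% and lignin peroxidase lip at -25.4% and -35.2%. In Spain mnp had -16.3% (p = 0.0551), lip -14.1% (p = 0.117) and glyoxal oxidase glx -5.53% (p = 0.112); the difference between the mountains was not tested for single families.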

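All 5 denitrification families, from nitrate to dinitrogen, were less diverse towards high sites on each of the 3 mountains. Declines were general, as 75, 62 and 85 of all 88 families declined in Norway, Spain and China. The median slope was -18.0%, -12.6% and -20.2% of the mean per SD for the 5 families and -14.0%, -10.9% and -18.8% over all families. These differences were not tested. The nitrous oxide reductase nosZ, which turns N2O into N2, had the largest of the 5 proportional slopes in value in Norway and China, at -23.5% of the mean per SD (n = 17 sites; permutation test, p = 0.00859) and -33.7% (n = 18, p = 1e-05), and -16.4% in Spain (n = 17, p = 0.0339, adjusted p = 0.0529). The nitrate reductase narG, the entry step, had slopes of -18.8% (p = 0.00934), -16.5% (p = 0.00541) and -20.2% (p = 2e-05) in Norway, Spain and China. Of the nitrite reductases, nirS had -18.0% (p = 0.00491), -11.3% (p = 0.0193) and -27.4% (p = 6e-05), and the copper enzyme nirK -10.9% (p = 0.0185), -11.2% (p = 0.00931, but 0.0525 under distance along the stream) and -17.1% (p = 1e-05). The nitric oxide reductase norB had -16.6% (p = 0.00653), -12.6% (p = 0.0194) and -17.5% (p = 0.00171). All 5 passed on each mountain when adjusted over the list alone, and 5, 4 and 5 did when adjusted over the 88 families.

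**Figure D2:**
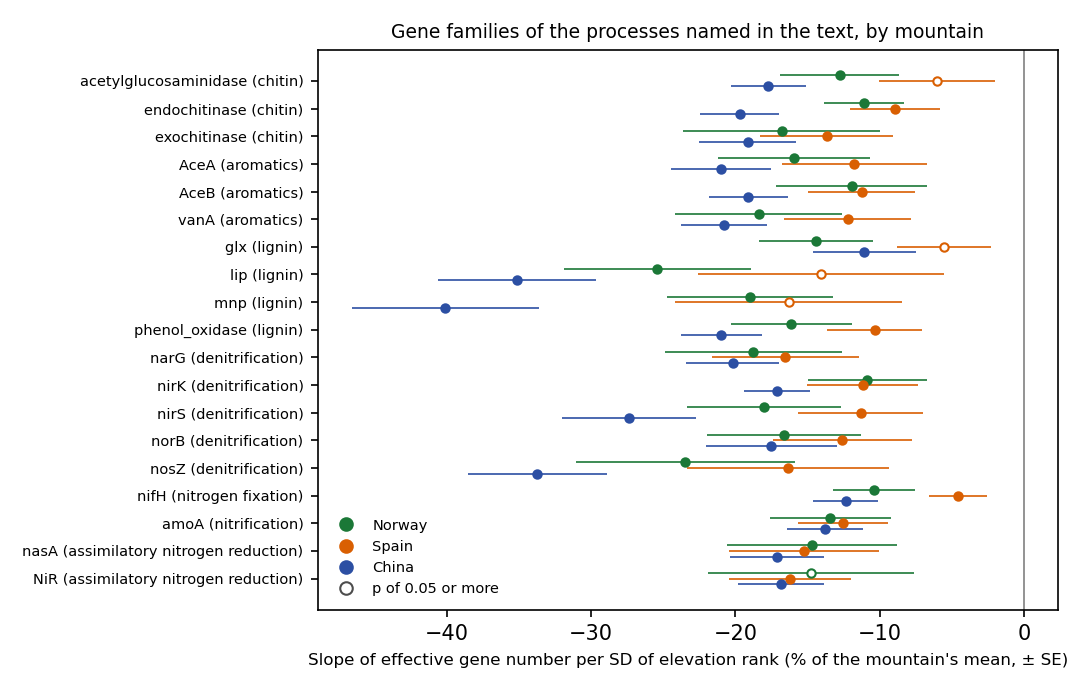
Slope of the effective number of genes on elevation rank, in percent of the family's mean per SD (x axis), in Norway, Spain and China. Families are those listed under chitin, aromatics and lignin breakdown, denitrification, nitrogen fixation, nitrification and assimilatory nitrogen reduction. Points are slopes, bars are SE, and open symbols did not pass at 0.05. The slopes plotted are all below 0 and reach -40.1% for mnp in China.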

Other gene families associated with essential processes, such as nitrogen fixation, assimilatory nitrogen reduction and nitrification, also showed a consistent decline in alpha diversity upstream, therefore suggesting a high sensitivity of these processes towards climate change.

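The nifH family of nitrogen fixation and the amoA family of nitrification had fewer effective genes upstream on each mountain, and the 2 families of assimilatory nitrogen reduction did in Spain and China. The nitrogenase gene nifH, the marker of nitrogen fixation, fell by 10.4% of its mean per SD in Norway (p = 0.00227), 4.57% in Spain (p = 0.0361, adjusted p = 0.0529 over the 88 families) and 12.4% in China (p = 0.0001). Its list holds 1 family, so adjustment over the list alone changes nothing. The call in Spain is lost without the log (p = 0.0627) and with dim signals removed (p = 0.0764). For nitrification, the ammonia monooxygenase amoA declined by 20.8 ± 5.18 effective genes per SD in Spain (SE, n = 17 sites; permutation test, p = 0.00084), which is -12.5% of the mean, and by -13.4% in Norway (p = 0.00634) and -13.8% in China (n = 18, p = 0.00016). As hao of hydroxylamine oxidation was not tested, adjustment over this list changes nothing either. For assimilatory reduction, the nitrate reductase nasA had slopes of -14.7% (p = 0.0264, but 0.0565 with dim signals removed), -15.2% (p = 0.0103) and -17.1% (p = 0.00015), and the nitrite reductase NiR -14.8% in Norway, which did not pass (p = 0.0567), -16.2% in Spain (p = 0.00181) and -16.8% in China (p = 4e-05). Of these 2 families 1, 2 and 2 were lower in Norway, Spain and China, and 0, 2 and 2 when adjusted over the list alone. Most families declined, with 75, 62 and 85 of all 88 doing so on these mountains.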

Although we here show a big picture on the large-scale functional implications of microbial diversity changes, two major caveats could be acknowledged regarding the spatial modelling framework. First, our projections comprise considerable extrapolated areas due to the relatively limited climate gradient covered by the studied mountains. Further studies are encouraged to broaden the climate envelope by including additional elevational gradients. Second, our modelling informs on the variance in functional gene alpha diversity and assemblage composition exclusively linked to climatic predictors while it does not consider local- and landscape-level predictors. The reasons behind this strategy are mainly connected to the primary role of climate in driving large-scale microbial functional diversity as shown by our study and previous reports [9, 10] and also to the availability of future scenarios for climate but not for local variables. In this sense, the employed climate data set is the best one currently available for large-spatial scales and remote areas where there is no locally measured climatic data accessible. Despite our approach shows clear trends of increasing diversity and compositional change under future climate scenarios, there are uncertainties related to the exact magnitude of such changes which should be adjusted when more sophisticated current and future climate data become available [61, 62]. This recommendation is especially applicable to compositional change because of the uncertainty associated with interpolated precipitation provided by the climate gridded dataset [63]. We note, however, that local physicochemical predictors vary within and among streams due to geological origins, climate variations, hydrological factors or anthropogenic disturbances, and have been demonstrated, together with landscape position, of substantial importance for microbial taxonomic diversity [64–66]. Although the inclusion of key local predictors will surely increase the accuracy of biodiversity projections under future climate scenarios, it currently constitutes a great challenge for large-scale studies. By assessing climate change effects on biodiversity from elevational gradients to large geographical extents and bearing in mind that the conclusions of our approach are subjected to the mentioned caveats, we here present a novel spatial exercise based on “elevation-for-latitude” substitution to provide the first general overview of climate change impacts on microbial functional diversity at the Eurasian scale.

## Conclusions

In summary, our results demonstrate how climate constrains microbial functional diversity in lotic fresh waters and contribute to a better understanding of ecosystem responses to climate change. Warming and altered precipitation regimes under future climate will affect alpha diversity and lead to compositional turnover, these phenomena being especially evident in mid- and high-latitude regions across Eurasia. The predicted changes indicate a functional response of microorganisms linked to crucial biogeochemical processes, such as nutrient cycling, organic matter decomposition and greenhouse gas emissions, and anticipate biogeochemical feedback to ongoing climate change. Taken together, our findings serve as a baseline for estimating climate change impacts on stream processes through the study of microbial functional gene assemblages. We finally recommend further tests based on metatranscriptomics, metaproteomics and metabolomics approaches to support the validity of such findings and encourage future research to include field observations covering wider climate gradients and manipulative experiments across ecosystems and biogeochemical cycles, especially focusing on fresh waters and other nutrients in addition to carbon.

## Methods

### Biological sampling

To span a wide climate gradient across Eurasia, we selected 52 stream sites located along three mountainsides from the subarctic, Mediterranean and subtropical regions (Additional file 1: Figure S1). For the subarctic region, we sampled the Bálggesvárri mountain in the Lyngen Alps Landscape Protected Area (Norway). This area presents a collection of glaciers and rocky peaks reaching a maximum elevation of 1833 m.a.s.l. For the Mediterranean region, samples were collected in Aigüestortes and Estany de Sant Maurici National Park. This area is known by its extensive set of glacial lakes located in the Pyrenees (Spain), a massive mountain range with its highest altitude reaching 3404 m.a.s.l. For the subtropical region, we selected the Laojun Mountain National Park, which is located at the junction of the Tibetan and Yungui Plateaus (China). This area presents a maximum elevation of 4513 m.a.s.l. and harbours typical mountain streams which, below 1800 m.a.s.l., turn into a deep, slowly discharging large river (Jinsha River, Upper Yangtze River). All these areas represent a landscape dominated by mixed evergreen and deciduous forests in lowlands, shrubs and grasses above the tree-line and bare rock peaks. Because landscape position has been reported of substantial importance for microbial taxonomic diversity [66–68], we selected for sampling only first, second at most, order streams to minimize the influence of such an additional confounding factor. Detailed information on the fieldwork procedures are described in Wang et al. [31]. In short, the sampling sites were evenly spaced according to elevation and ranged from 18 to 771 m.a.s.l. in Bálggesvárri (*n* = 17), from 850 to 2500 m.a.s.l. in the Pyrenees (*n* = 17), and from 1828 to 4045 m.a.s.l. in Laojun (*n* = 18). Fieldwork was carried out in Autumn 2009 in China and Summer and Autumn 2012 in Norway and Spain, respectively. We started the sampling from the highest elevation and ended in the lowest parts of the streams, where the elevation stopped varying substantially. Based on stream width, five to ten cross sections were established at each location. Along the transects, we randomly selected 10 stones from riffle/run habitats and collected biofilm subsamples from the surface of each stone by scraping off a 9-cm^2^ area using a sterilized sponge. Subsamples were then pooled into a composite sample for each site and immediately frozen at − 18 °C.

### Environmental data

We collected data on latitude, longitude and elevation as well as 11 spatial and physicochemical variables in situ or in the laboratory for each site (Additional file 1: Table S6) following the methods described in Wang et al. [31]. Briefly, the latitude, longitude and altitude were taken using a GPS unit. Shading (% of canopy cover) was estimated from 10 locations in evenly spaced perpendicular transects that covered the whole study stretch. The water depth, current velocity, width and substratum grain size were obtained from 10 random locations within the same transects. We also measured the water temperature, conductivity and pH at each site. In the laboratory, we analysed chlorophyll-a by the 90% acetone extraction method [69] as well as total nitrogen and total phosphorus by peroxodisulphate oxidation and the spectrophotometry method [70], respectively. For Bálggesvárri Mountain, total nitrogen data were not available because the concentration level did not reach the minimum detection threshold required for the method employed. Additionally, we extracted 19 climatic variables with a spatial resolution of 30 arc seconds (~ 1 km) from WorldClim v.1.4. (www.worldclim.org/current) for each site. This information is based on interpolated climate station data and represents the average conditions for years 1960–1990 [71] and constitutes the best climatic dataset currently available for large-spatial scales and remote zones where locally measured climatic data are not accessible.

### GeoChip procedures

We measured functional gene diversity and composition by applying GeoChip 4.0, a highly comprehensive (~ 82,000 probes covering 141,995 coding sequences) functional gene array widely used in biogeochemical, ecological and environmental analyses [7] because of its high optimization. GeoChip method presents several advantages compared to open-format technologies (e.g. metatranscriptomics, metaproteomics and metabolomics), such as high throughput, low detection limits, high reproducibility and potential for quantification, enabling a rapid performance with good correlations between target DNA concentrations and hybridization signal intensities [72]. Microbial DNA was extracted from the biofilm samples using the phenol chloroform method [73] and purified using the QIAquick Gel Extraction Kit (QIAGEN Sciences, Germantown, MD, USA). The purified DNA was then quantified with a PicoGreen Kit (Eugene, OR, USA) and used for the GeoChip 4.0 hybridization. The DNA from each sample (500 ng) was labelled with the fluorescent dye Cy-3 (GE Healthcare, California, USA) by random priming [74]. The DNA was purified as explained above and dried in a SpeedVac (Thermo Savant, New York, USA). Then, each dried and labelled DNA sample was resuspended in 42 μL of hybridization solution. This solution consisted of 1× HI-RPM hybridization buffer, 1× comparative genome hybridization blocking agent, 0.05 μg μL^−1^ Cot-1 DNA, 10 pM universal standard and 10% formamide (final concentrations). The solution was later denatured by remaining at 95 °C for 3 min. To remove the bubbles created during the denaturation process, the conditions were maintained at 37 °C for 30 min. The hybridizations were carried out at 67 °C for 24 h. Finally, the scanned images of the GeoChip hybridizations were obtained and converted by means of the Agilent Feature Extraction 11.5 software (Agilent Technologies, California, USA). For GeoChip data analyses, we employed signal intensity-based matrices as variation in functional gene abundances has an effect on diversity metrics and can also inform itself about environmental change [12]. The signal intensities were quantified and processed based on previous pipelines [74] as follows: (i) removing probes with a signal-to-noise ratio of less than 2.0; (ii) normalizing the signal intensity of each probe by dividing the total signal intensity of a sample and multiplying by a constant;( iii) removing singletons, i.e. genes detected only once on each mountain; and (iv) selecting those genes involved in the carbon (C), nitrogen (N), phosphorus (P) and sulphur (S) cycles and stress-related (St) processes.

### Mountain and continental scale patterns

Microbial functional genes are hierarchically organized, i.e. they are included in 88 functional gene families which are in turn grouped into five functional categories. Thus, alpha diversity and assemblage composition dissimilarity were calculated based on these two hierarchical levels. Firstly, we considered functional gene assemblages for the three kingdoms at the sampling site level which included all functional genes irrespective of their functional gene family and their functional category. Secondly, we repeated the procedure by grouping the functional genes into functional gene families. Then, we calculated the diversity and compositional dissimilarities of these functional gene assemblages. Given that various diversity metrics, such as observed richness, Chao1 estimated richness, Shannon-Wiener index, Simpson index and Inverse Simpson index, showed high correlations with each other (Pearson, *r* > 0.97 in all cases), we thus finally used alpha diversity based on the Shannon-Wiener index (base = exp(1)) because it is perhaps the most commonly employed diversity index in ecological research [75] and combines species richness (that is, functional gene richness in our case) and abundances (that is, signal intensities). 

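Over the 52 sites, 6 relations between observed richness and the Shannon, Simpson and inverse Simpson measures of the 14998 genes had Pearson's r of at least 0.972 and Spearman's rho of 1 (100000 permutations, p = 1e-05 for each, adjusted or not). Without the 2 sites farthest from the median, r was at least 0.977. After the log, detected genes weigh nearly the same, so each of these measures largely follows the number of genes detected. Site STR22, for instance, had 9199 genes kept and an effective number of 9173. The high correlations are therefore largely set by the log. Within mountains the lowest r was 0.988 in Norway, 0.979 in Spain and 0.992 in China. The Chao1 estimate needs counts of individuals and was not computed from signal intensities.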

For a more intuitive interpretation of diversity, we used true diversity, i.e. the effective number of attributes derived from the exponent-transformed Shannon entropy [76]. Cross-site and cross-mountain differences in functional gene compositions (referred as turnover [77] in our study) were evaluated by Bray-Curtis dissimilarity, which accounts for the variation in assemblage structure due to changes in identities and abundances. We considered this measure of beta diversity because we chose to use quantitative data (i.e. signal intensities) given the importance of abundance for ecosystem functioning [78] and to exclude joint absences as this is an appropriate strategy for analysing communities along environmental gradients [77]. We *log-*transformed signal intensities in all cases to emphasize the role of less-abundant genes as rare items can be essential in terms of ecosystem functioning [79]. Across mountains, we tested for overall and pairwise differences in mean alpha diversity by ANOVA and Bonferroni-corrected *t*-tests, respectively. Global and pairwise differences in assemblage composition were assessed by PERMANOVA (1000 permutations), with Bonferroni-adjusted *P* values in pairwise comparisons. Both analyses were performed on the overall functional gene pool as well as on functional genes grouped into kingdoms and functional categories (i.e. C, N, P, S and St). Within mountains, the elevational gradients in alpha diversity and composition were examined on functional gene assemblages grouped into kingdoms and functional gene families (grouped by functional categories). For better comparison of model coefficients, elevation was *z*-standardized. The relationships between alpha diversity and elevation were tested by LMs, and the significance was determined by F-statistics. For kingdoms, we tested models including linear and quadratic terms. When both models were significant (*P* < 0.05) and significantly different (ANOVA; *P* < 0.05), we selected as the best model the one that minimized the Akaike’s information criterion adjusted for small sample size (AICc). For gene families, we considered only linear relationships as the alpha diversity-elevation relationships were estimated through model slope values. The relationships between assemblage dissimilarity and elevational Euclidean distances were examined by LMs for both kingdoms and functional gene families, with their significance determined by the Mantel test (Pearson correlations, 1000 permutations). Pairwise comparisons of mean slopes from LMs assessing the alpha diversity and compositional turnover response to elevation across functional gene families were tested by Bonferroni-corrected *t*-tests. For this analysis, gene families were grouped into functional categories and pairwise differences checked firstly with and secondly without accounting for the mountain. Because spatial patterns are most likely weak for those gene families containing low richness of functional genes, they were classified into richness-based quartiles and those within the lower quartile were excluded from the analyses. Finally, we examined the elevational patterns for 88 gene families (their distribution across the 5 targeted functional categories can be seen at Additional file 1: Table S1).

### Pre-selection of climatic and local non-climatic predictors

To elucidate the drivers shaping the continental and mountain scale gradients in diversity and assemblage composition, we firstly selected ecologically relevant predictors that minimized collinearity to be included in the analyses. Prior to the initial selection, we ranked the individual influence of all predictors on alpha diversity and assemblage composition by RF analyses [80]. We then included in further analyses the best ranked predictors that were not strongly correlated with the others (Pearson; *r* < 0.7; Additional file 1: Figure S14) prioritizing those predictors with a clear influence on freshwater microbial diversity at high elevations [41], such as those related to the growing season conditions, i.e. linked to the kinetics of biological processes, and the winter precipitation, i.e. mediating the hydrology in mountains through snow accumulation. This procedure, as well as the analyses themselves (see below), were applied to each dataset, i.e. all sites and the sites from individual mountains, on the overall functional gene assemblages.

### Drivers underlying the biogeographical patterns

In order to get a comprehensive picture on how climatic and local non-climatic predictors contribute to the alpha diversity gradients, we employed an approach based on multiple statistical methods, including the HP, LMs and RFs. The combination of the HP and LMs provides robust evidence for meaningful predictors when both methods retain the same variables, and minimizes the probability of spurious results due to multicollinearity [39].

First, we used a multi-model approach to select the candidate model by running LMs on the full models (those containing all potential combinations of pre-selected single predictors) with alpha diversity as response variable. The models were ranked according to their AICc values and those with minimum AICc were chosen as candidate models. These models were further checked for spatial autocorrelation by Moran’s tests [81] and validated by visually checking their residuals for normality and homoscedasticity [82].

Second, we perform the HP, LM and RF analyses to evaluate the relationships between the predictors included in the candidate model and the response variable. For the HP analyses, the significance of the independent effects on the response variable was tested through a 1000 randomization-based procedure [39]. For LMs, we *z*-standardized the predictors in order to better compare the coefficients within models. For all RFs (see also above), we set 3000 as the number of trees, and the number of predictors used in each split was one third of the included predictors; those variables showing negative or zero importance values were considered not predictive [80]. For better comparison of the relative contributions of predictors, we transformed the variable importance scores into percentages relative to the sum of the importance values. To assess how predictors contributed to assemblage composition, we followed the same procedure employed for alpha diversity but using as a response variable the first axis coordinates from principal coordinate analysis (PCoA; Additional file 1: Figure S3). When assessing the cross-mountain gradient in composition, this procedure was further supported by GDMs, which predict spatial variation in assemblage composition between site pairs by modelling the response of biological dissimilarity matrices to environmental predictors. We run GDMs, plotted the I-splines for each predictor and obtained the impact of all individual predictors on the response dissimilarities (estimated as the variance explained by each predictor when the rest were kept constant). The uncertainty in the fitted I-splines was checked by plotting I-splines with error bands from 100 interactions-based bootstrapping [83], each data subsample retaining 70% of the sites from the full site-pair table. The significances of the full model and the individual predictors were assessed by a 100 permutation-based procedure [84]. For both the PCoA and GDMs, the biological distances were obtained by applying the Bray-Curtis dissimilarity on signal intensity-based matrices previously log-transformed.

Additionally, we divided the variance in alpha diversity and composition associated with the climatic and local non-climatic predictors by variation partitioning [85] based on linear regression for alpha diversity and redundancy analysis [86] for the compositional matrices. In the latter case, signal intensity-based matrices were previously Hellinger-transformed to meet the requirements of linear ordination methods [87]. The selection of predictors was performed by the ordiR2step procedure [88], which bases the forward selection of variables on adjusted *R*^2^ and *P* values of the initial pre-selected variables. When no predictors were retained for the local non-climatic set, the variance in alpha diversity in relation to the climatic predictors was checked by LMs, whereas the variance in composition was checked by a Mantel test.

### Projections under climate change scenarios

We considered future climate conditions based on the most “optimistic”, one intermediate and the most “pessimistic” expectations of greenhouse emission rate scenarios, that is, the representative concentration pathways (RCPs) 2.6, 4.5 and 8.5. They broadly equal to atmospheric CO_2_ concentrations of 490, 650 and 1,370 p.p.m., respectively, by the end of this century [53]. These future climate conditions based on the mentioned three CO_2_ emission scenarios come from the Fifth Assessment Report of The Intergovernmental Panel on Climate Change [25] and are available at the *WorldClim* site (www.worldclim.org/CMIP5v1) [71]. We downloaded the climatic variables from all individual downscaled and bias-corrected climate model outputs available (*n* = 15–19) in the database at 2.5 arc minute spatial resolutions. We only considered the data that represent future climatic conditions averaged over the period from 2061 to 2080. For subsequent analyses, we used the ensemble means of each climatic variable over the individual climate model outputs.

We projected the changes in alpha diversity and shifts in assemblage composition over the entire Eurasian domain at a spatial resolution of 2.5 arc minutes combining the TWQ and PCQ as predictor variables, i.e. the best predictors of alpha diversity and assemblage composition, respectively. The current and future alpha diversities were obtained using LMs based on linear relationships. The variation in functional gene composition was projected using GDMs [44, 89] with a “space-for-time” substitution [90] based on Bray-Curtis dissimilarity matrices that were previously log-transformed. GDMs were run on the whole functional gene pool and on functional gene subsets for each gene family. The projections were shown on fluvial systems by masking the outputs with the global river classification layer [91]. We excluded rivers that were classified as “very small” and “small” in the mask and applied a 5-km buffer around the streams for an adequate visualization of resulting continental-scale patterns.

All statistical analyses and plots were run in R statistical software V3.5.3 by using the packages vegan V2.54 [92], ggplot2 V3.1.1 [93], MuMIn V1.43.6 [94], hier.part V1.0-4 [95], gdm V1.3.11 [84], randomForestSRC V2.9.0 [96], raster V2.8-19 [97] and corrplot [98].

## Supplementary information

**Additional file 1.**

## Data Availability

The GeoChip 4.0 dataset generated during the current study is available in the Gene Expression Omnibus repository with the accession number GSE128826, [www.ncbi.nlm.nih.gov/geo/]. Any other relevant data for this study are available from the corresponding author on reasonable request.

# Supplementary material for: Climate mediates continental scale patterns of stream microbial functional diversity
**Source:** Microbiome. 2020 Jun 13;8:92. doi: 10.1186/s40168-020-00873-2
**Supplement:** Supplementary file 2 — Additional file 1.

**Supplementary materials for the manuscript:**

**Climate mediates continental scale patterns of stream microbial functional diversity**

Félix Picazo, Annika Vilmi, Juha Aalto, Janne Soininen, Emilio O. Casamayor, Yongqin Liu, Qinglong Wu, Lijuan Ren, Jizhong Zhou, Ji Shen, Jianjun Wang

**This file includes:**

**Tables S1 to S6**

**Figures S1 to S14**

Table S1. Richness of microbial functional genes associated with the cycling of carbon, nitrogen, phosphorus and sulphur as well as stress-related processes across the whole study extent, individual mountains, kingdoms and functional gene categories. In brackets, the number of functional gene families included within each functional gene category.

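Genes shared by the mountains made up about as much of the pool as genes found in part of them. Of 14998 genes, 7442 were kept in all 3 mountains, and 675 were kept in Norway alone, 1105 in Spain alone and 2872 in China alone. Norway held 10005 genes, Spain 10489 and China 12292, and China had the highest number in each kingdom and category. Bacterial genes numbered 9012, 9413 and 11078 in Norway, Spain and China, fungal genes 593, 639 and 739 and archaeal genes 352, 379 and 412. By category, the 41 families of C held 2620, 2716 and 3174 genes, the 17 families of N 1736, 1867 and 2115, the 3 families of P 314, 334 and 401, the 11 families of S 895, 988 and 1191, and the 45 families of St 4440, 4584 and 5411. These are numbers of different genes, each detected at 2 or more sites of the mountain.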

|  |  | **Eurasia** |  | **Norway** |  | **Spain** |  | **China** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **All genes** |  | 15289 |  | 10257 |  | 10555 |  | 12646 |
| **Archaea** |  | 538 |  | 357 |  | 380 |  | 430 |
| **Bacteria** |  | 13780 |  | 9253 |  | 9474 |  | 11390 |
| **Fungi** |  | 885 |  | 599 |  | 642 |  | 760 |
| **Carbon (32)** |  | 3916 |  | 2672 |  | 2733 |  | 3259 |
| **Nitrogen (13)** |  | 2681 |  | 1783 |  | 1881 |  | 2185 |
| **Phosphorus (3)** |  | 478 |  | 325 |  | 334 |  | 406 |
| **Sulphur (9)** |  | 1469 |  | 921 |  | 999 |  | 1225 |
| **Stress (31)** |  | 6745 |  | 4556 |  | 4608 |  | 5571 |

Table S2. Alpha diversity-elevation and compositional turnover-elevational distance relationships. For alpha diversity (calculated as Shannon-Wiener index), model coefficients, *P* values and adjusted *R*^2^ from linear models (LMs) are shown. For compositional turnover (based on Bray-Curtis dissimilarity), model coefficients from LMs, and *P* and correlation values from Mantel tests (1,000 permutations) are shown. Coef, model coefficients; Elev. Dist, elevational distance.

| **Alpha diversity** |  |  |  |  |  |  | **Coef** |  | ***P*** |  | **Adjusted *R*^2^** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Norway** |  | **Archaea** |  | **Intercept** |  | 193.9 |  | < 0.001 |  | 0.353 |
|  |  |  |  |  | **Elevation** |  | -18.1 |  | 0.007 |  |  |
|  |  |  | **Bacteria** |  | **Intercept** |  | 4717.0 |  | < 0.001 |  | 0.302 |
|  |  |  |  |  | **Elevation** |  | -606.0 |  | 0.013 |  |  |
|  |  |  | **Fungi** |  | **Intercept** |  | 299.3 |  | < 0.001 |  | 0.389 |
|  |  |  |  |  | **Elevation** |  | -48.2 |  | 0.004 |  |  |
|  | **Spain** |  | **Archaea** |  | **Intercept** |  | 200.1 |  | < 0.001 |  | 0.126 |
|  |  |  |  |  | **Elevation** |  | -7.2 |  | 0.089 |  |  |
|  |  |  | **Bacteria** |  | **Intercept** |  | 4699.2 |  | < 0.001 |  | 0.354 |
|  |  |  |  |  | **Elevation** |  | -476.9 |  | 0.007 |  |  |
|  |  |  | **Fungi** |  | **Intercept** |  | 306.4 |  | < 0.001 |  | 0.303 |
|  |  |  |  |  | **Elevation** |  | -35.2 |  | 0.013 |  |  |
|  | **China** |  | **Archaea** |  | **Intercept** |  | 222.4 |  | < 0.001 |  | 0.652 |
|  |  |  |  |  | **Elevation** |  | -25.4 |  | < 0.001 |  |  |
|  |  |  | **Bacteria** |  | **Intercept** |  | 5560.8 |  | < 0.001 |  | 0.806 |
|  |  |  |  |  | **Elevation** |  | -1155.4 |  | < 0.001 |  |  |
|  |  |  |  |  | **Elevation^2^** |  | 349.4 |  | 0.015 |  |  |
|  |  |  | **Fungi** |  | **Intercept** |  | 355.2 |  | < 0.001 |  | 0.824 |
|  |  |  |  |  | **Elevation** |  | -105.2 |  | < 0.001 |  |  |
|  |  |  |  |  | **Elevation^2^** |  | 31.5 |  | 0.011 |  |  |
| **Assemblage composition** |  |  |  |  |  |  | **Coef** |  | ***P*** |  | ***r*-cor** |
|  | **Norway** |  | **Archaea** |  | **Intercept** |  | 0.254 |  | 0.043 |  | 0.184 |
|  |  |  |  |  | **Elev. Dist.** |  | 0.011 |  |  |  |  |
|  |  |  | **Bacteria** |  | **Intercept** |  | 0.272 |  | 0.030 |  | 0.194 |
|  |  |  |  |  | **Elev. Dist.** |  | 0.014 |  |  |  |  |
|  |  |  | **Fungi** |  | **Intercept** |  | 0.297 |  | 0.015 |  | 0.239 |
|  |  |  |  |  | **Elev. Dist.** |  | 0.019 |  |  |  |  |
|  | **Spain** |  | **Archaea** |  | **Intercept** |  | 0.272 |  | 0.005 |  | 0.383 |
|  |  |  |  |  | **Elev. Dist.** |  | 0.021 |  |  |  |  |
|  |  |  | **Bacteria** |  | **Intercept** |  | 0.283 |  | 0.017 |  | 0.289 |
|  |  |  |  |  | **Elev. Dist.** |  | 0.020 |  |  |  |  |
|  |  |  | **Fungi** |  | **Intercept** |  | 0.322 |  | 0.033 |  | 0.241 |
|  |  |  |  |  | **Elev. Dist.** |  | 0.017 |  |  |  |  |
|  | **China** |  | **Archaea** |  | **Intercept** |  | 0.221 |  | 0.001 |  | 0.650 |
|  |  |  |  |  | **Elev. Dist.** |  | 0.063 |  |  |  |  |
|  |  |  | **Bacteria** |  | **Intercept** |  | 0.217 |  | 0.001 |  | 0.705 |
|  |  |  |  |  | **Elev. Dist.** |  | 0.071 |  |  |  |  |
|  |  |  | **Fungi** |  | **Intercept** |  | 0.234 |  | 0.001 |  | 0.692 |
|  |  |  |  |  | **Elev. Dist.** |  | 0.084 |  |  |  |  |

Table S3. Cross-mountain differences in microbial functional gene diversity for the overall gene pool and genes grouped into kingdoms and functional gene categories. Differences in mean alpha diversity (Shannon-Wiener index) and assemblage composition (Bray-Curtis dissimilarity) were tested by ANOVA and PERMANOVA analyses, respectively. Post hoc pairwise comparisons for alpha diversity and assemblage composition were based on Bonferroni-corrected *t*-tests and PERMANOVA analyses with Bonferroni-adjusted *P* values, respectively. The letters for post hoc analyses on alpha diversity indicate that the differences are significant (*P* < 0.05). NO, Norway; SP, Spain; CH, China.

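Genes of each category were more numerous per site in China than in either European mountain, a difference that did not pass with only the 10 highest Chinese sites or without the log, and composition was split by mountain to a similar degree in each. The effective number of carbon genes was 1383, 1376 and 1715 in Norway, Spain and China (F = 7.44, permutation test, p = 0.00163), that of nitrogen genes 881, 908 and 1130 (F = 9.04, p = 0.00048) and that of phosphorus genes 178, 179 and 221 (F = 7.61, p = 0.00148). Sulphur genes numbered 447, 472 and 604 (F = 8.12, p = 0.00102) and stress genes 2325, 2288 and 2893 (F = 8.64, p = 0.00067). Without the log F was 1.85 for carbon (p = 0.169), 1.12 for nitrogen (p = 0.337), 0.475 for phosphorus (p = 0.6246), 1.47 for sulphur (p = 0.243) and 1.502 for stress genes (p = 0.235), and with only the 10 highest Chinese sites between 0.0823 for carbon (p = 0.922) and 0.6251 for nitrogen (p = 0.538). For composition, R2 between the 3 mountains was 0.384 for carbon, 0.395 for nitrogen, 0.376 for phosphorus, 0.363 for sulphur and 0.394 for stress genes. The spread of sites around their group's centre differed between Norway and China for archaeal (p = 0.0357), phosphorus (p = 0.0267) and sulphur genes (p = 0.0388), so part of R2 in those pools can reflect spread.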

| **Alpha diversity** |  |  | **F statistic Df (2, 49)** |  | ***P*** |  | **Mean values NO; SP; CH** |  | **Post hoc NO; SP; CH** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **All genes** |  | 7.754 |  | 0.001 |  | 5233.6; 5231.7; 6525.3 |  | a; a; b |
|  | **Archaea** |  | 5.650 |  | 0.006 |  | 193.9; 200.1; 222.4 |  | a; a; b |
|  | **Bacteria** |  | 8.011 |  | < 0.001 |  | 4717.0; 4699.2; 5890.8 |  | a; a; b |
|  | **Fungi** |  | 5.747 |  | 0.006 |  | 299.3; 306.4; 385.0 |  | a; a; b |
|  | **Carbon** |  | 6.975 |  | 0.002 |  | 1387.0; 1378.3; 1706.0 |  | a; a; b |
|  | **Nitrogen** |  | 8.415 |  | < 0.001 |  | 885.1; 910.1; 1123.4 |  | a; a; b |
|  | **Phosphorus** |  | 7.026 |  | 0.002 |  | 178.7; 178.8; 219.8 |  | a; a; b |
|  | **Sulphur** |  | 7.488 |  | 0.001 |  | 448.6; 472.8; 600.3 |  | a; a; b |
|  | **Stress** |  | 8.054 |  | < 0.001 |  | 2334.1; 2291.7; 2875.8 |  | a; a; b |
| **Aseemblage composition** |  |  | **Global *R*^2^** |  | ***P*** |  | **Pairwise *R*^2^ NO&SP; NO&CH; SP&CH** |  | **Pairwise *P*  NO&SP; NO&CH; SP&CH** |
|  | **All genes** |  | 0.387 |  | 0.001 |  | 0.096; 0.382; 0.400 |  | 0.003; 0.003; 0.003 |
|  | **Archaea** |  | 0.436 |  | 0.001 |  | 0.136; 0.431; 0.436 |  | 0.003; 0.003; 0.003 |
|  | **Bacteria** |  | 0.390 |  | 0.001 |  | 0.095; 0.385; 0.404 |  | 0.012; 0.003; 0.003 |
|  | **Fungi** |  | 0.309 |  | 0.001 |  | 0.078; 0.302; 0.319 |  | 0.021; 0.003; 0.003 |
|  | **Carbon** |  | 0.383 |  | 0.001 |  | 0.092; 0.376; 0.399 |  | 0.003; 0.003; 0.003 |
|  | **Nitrogen** |  | 0.394 |  | 0.001 |  | 0.105; 0.391; 0.407 |  | 0.006; 0.003; 0.003 |
|  | **Phosphorus** |  | 0.375 |  | 0.001 |  | 0.090; 0.363; 0.390 |  | 0.006; 0.003; 0.003 |
|  | **Sulphur** |  | 0.360 |  | 0.001 |  | 0.092; 0.360; 0.360 |  | 0.012; 0.003; 0.003 |
|  | **Stress** |  | 0.393 |  | 0.001 |  | 0.095; 0.386; 0.407 |  | 0.006; 0.003; 0.003 |

Table S4. Response of alpha diversity (Shannon-Wiener index) and assemblage composition to climatic and local non-climatic predictors from linear models (LMs) across the whole study extent and individual mountains. Assemblage composition was approached from the first axis of principal coordinate analysis (Bray-Curtis dissimilarity). Model coefficients, *P* values and adjusted *R*^2^ are shown. Coef, model coefficients; TWQ, mean temperature of the warmest quarter; TAP, annual precipitation; Chl-a, chlorophyll-*a*; Cveloc, current velocity; PCQ, precipitation of the coldest quarter; TN, total nitrogen; IST, isothermality; TSE, temperature seasonality; TAR, temperature annual range.

| **Alpha diversity** |  |  |  |  | **Coef** |  | ***P*** |  | **Adjusted *R*^2^** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Eurasia** |  | **Depth** |  | -0.274 |  | 0.006 |  | 0.645 |
|  |  |  | **TAP** |  | -0.180 |  | 0.066 |  |  |
|  |  |  | **TWQ** |  | 0.914 |  | < 0.001 |  |  |
|  | **Norway** |  | **Chl-a** |  | 0.494 |  | 0.016 |  | 0.603 |
|  |  |  | **Cveloc** |  | 0.395 |  | 0.076 |  |  |
|  |  |  | **TWQ** |  | 1.120 |  | < 0.001 |  |  |
|  | **Spain** |  | **Depth** |  | -0.516 |  | 0.017 |  | 0.483 |
|  |  |  | **TWQ** |  | 0.720 |  | 0.002 |  |  |
|  | **China** |  | **Cveloc** |  | -0.343 |  | 0.004 |  | 0.828 |
|  |  |  | **TWQ** |  | 0.930 |  | < 0.001 |  |  |
| **Assemblage composition** |  |  |  |  | **Coef** |  | ***P*** |  | **Adjusted *R*^2^** |
|  | **Eurasia** |  | **Depth** |  | -0.143 |  | 0.005 |  | 0.918 |
|  |  |  | **PCQ** |  | -0.858 |  | < 0.001 |  |  |
|  |  |  | **Shading** |  | 0.081 |  | 0.066 |  |  |
|  |  |  | **TAP** |  | 0.377 |  | < 0.001 |  |  |
|  |  |  | **TWQ** |  | 0.240 |  | < 0.001 |  |  |
|  | **Norway** |  | **Chl-a** |  | 0.423 |  | 0.038 |  | 0.569 |
|  |  |  | **TWQ** |  | 0.887 |  | < 0.001 |  |  |
|  | **Spain** |  | **Depth** |  | -0.400 |  | 0.060 |  | 0.453 |
|  |  |  | **TWQ** |  | 0.742 |  | 0.002 |  |  |
|  | **China** |  | **IST** |  | 0.315 |  | 0.039 |  | 0.839 |
|  |  |  | **TAR** |  | 0.839 |  | < 0.001 |  |  |
|  |  |  | **TN** |  | -0.247 |  | 0.028 |  |  |
|  |  |  | **TSE** |  | -0.519 |  | 0.003 |  |  |

**Table S5.** Results of the models examining the effect of temperature of warmest quarter (TWQ), precipitation of the coldest quarter (PCQ), conductivity (cond), latitude (lat) and their interactions (TWQ × lat, PCQ × lat, cond × lat) on alpha diversity and assemblage composition. Alpha diversity was calculated as the Shannon-Wiener index and assemblage composition was approached from the first axis of principal coordinate analysis (Bray-Curtis dissimilarity). Global model significance (*P*), adjusted *R*^2^ (Adj. *R*^2^), Akaike weight (weight), predictor effect sizes and their significance are shown for each model (significant terms are denoted by **P* < 0.05, ***P* < 0.01, *P**** < 0.001).

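Of the predictors in these models only latitude is in the sources used here, so its relation with the overall gene pool was fitted alone. Sites lay between 26.63 and 69.38 degrees north in 3 separate clusters, which is why slopes are given and no pooled correlation. The effective number of genes changed by -511 ± 166 per SD of latitude (SE, n = 52 sites; permutation test, p = 0.00336), and the first PCoA axis by -0.119 ± 0.0165 (p = 1e-05). The SE and p treat the sites as independent, although latitude hardly varies within a mountain. They therefore do not measure the spread over the 3 mountains, which are the units of this relation. Within mountains the slopes went different ways: for the effective number of genes 312 in Norway (p = 0.276), -467 in Spain (p = 0.0207) and 1125 in China (p = 7e-05), and for the axis 0.0131 (p = 0.443), -0.0381 (p = 0.0227) and 0.0177 (p = 0.00082). Higher sites lie farther north in Spain and farther south in China, so within these mountains latitude runs with the order of elevation and the 2 cannot be separated. The relation over all sites is one between mountains, which also differ in elevation and in the year or season of sampling.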

| **Alpha diversity** |  | **TWQ** |  | **cond** |  | **lat** |  | **TWQ × lat** |  | **cond × lat** |  | ***P*** |  | **Adj. *R*^2^** |  | **weight** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | 0.925*** |  |  |  | 0.281 |  | -0.085 |  |  |  | < 0.001 |  | 0.578 |  | 0.721 |
|  |  | 0.739*** |  |  |  |  |  |  |  |  |  | < 0.001 |  | 0.537 |  | 0.251 |
|  |  |  |  | 0.710*** |  |  |  |  |  |  |  | < 0.001 |  | 0.495 |  | 0.025 |
|  |  |  |  | 0.552 |  | −0.094 |  |  |  | −0.151 |  | < 0.001 |  | 0.476 |  | 0.003 |
|  |  |  |  |  |  | −0.386** |  |  |  |  |  | 0.005 |  | 0.132 |  | 0.000 |
| **Assemblage composition** |  | **PCQ** |  | **cond** |  | **lat** |  | **PCQ × lat** |  | **cond × lat** |  | ***P*** |  | **Adj. *R*^2^** |  | **weight** |
|  |  | −1.029*** |  |  |  | −0.647*** |  | −0.703 |  |  |  | < 0.001 |  | 0.896 |  | 1.000 |
|  |  | −0.845*** |  |  |  |  |  |  |  |  |  | < 0.001 |  | 0.709 |  | 0.000 |
|  |  |  |  | −0.414 |  | −0.951*** |  |  |  | −0.743* |  | < 0.001 |  | 0.609 |  | 0.000 |
|  |  |  |  |  |  | −0.708*** |  |  |  |  |  | < 0.001 |  | 0.491 |  | 0.000 |
|  |  |  |  | 0.623*** |  |  |  |  |  |  |  | < 0.001 |  | 0.376 |  | 0.000 |

**Table S6.** Data summary regarding elevation, the two climatic predictors used to assess the changes in diversity and composition under future climate scenarios (average from period 1960-1990) as well as the 11 local non-climatic variables measured *in situ* or in the lab across the study sites. We show the mean, standard deviation and range for each predictor within each mountain. Across-mountain differences in mean values were tested by ANOVA analyses. The letters following the mean values indicate significant (*P* < 0.05) differences assessed by Bonferroni-corrected pairwise *t*-test post hoc analyses. n, number of sampling sites; SD, standard deviation; Chl-a, chlorophyll-*a*; Cveloc, current velocity; Cond, conductivity; TP, total phosphorus; TN, total nitrogen. NA denotes that total nitrogen data were not available because the concentration level did not reach the minimum detection threshold required for the method employed. ****P* < 0.001; ***P* < 0.01; **P* < 0.05; n.s., non-significant.

| **ANOVA** | ***P*** | *** | *** | *** | *** | ** | *** | *** | n.s. | *** | *** | *** | n.s. | ** | ** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | **F** | 104.5 | 31.4 | 471.0 | 11.0 | 6.4 | 9.4 | 20.7 | 0.1 | 31.5 | 51.3 | 12.9 | 1.7 | 7.7 | 6.4 |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| **China (n = 18)** | **range** | 1828-4045 | 9.2-20.9 | 25.0-46.0 | 1.52-40.36 | 1.0-50.0 | 8.0-50.0 | 2.25-5.10 | 0-93 | 0.1-1.0 | 6.3-8.9 | 140.0-1870.0 | 0.08-2.48 | 8.32-33.43 | 0.0-13.3 |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | **SD** | 641 | 3.5 | 5.5 | 11.14 | 12.7 | 10.8 | 0.92 | 30 | 0.2 | 0.8 | 557.8 | 0.59 | 6.89 | 4.2 |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | **mean** | 2712 c | 16.0 c | 32.2 c | 11.83 b | 11.5 b | 27.3 b | 3.61 b | 22 a | 0.7 c | 7.5 b | 621.1 b | 0.47 a | 18.67 b | 5.9 a |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| **Spain (n = 17)** | **range** | 850-2500 | 8.3-16.0 | 214.0-346.0 | 2.50-15.76 | 0.6-10.0 | 7.5-56.7 | 1.68-4.23 | 0-80 | 0.0-0.4 | 6.8-8.2 | 15.5-856.0 | 0.20-0.49 | 9.86-19.25 | 6.3-13.0 |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | **SD** | 472 | 2.3 | 39.7 | 4.11 | 3.0 | 14.0 | 0.56 | 24 | 0.1 | 0.4 | 209.0 | 0.06 | 2.76 | 2.2 |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | **mean** | 1671 b | 12.3 b | 271.8 b | 7.78 b | 4.8 a | 26.6 b | 3.28 b | 20 a | 0.2 a | 7.5 b | 189.5 a | 0.26 a | 13.70 a | 9.6 b |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| **Norway (n = 17)** | **range** | 18-771 | 7.2-10.8 | 145.0-157.0 | 0.07-2.17 | 0.9-8.0 | 8.5-21.4 | 1.65-2.63 | 0-66 | 0.2-0.8 | 5.2-6.2 | 15.3-85.7 | 0.10-0.46 | NA | 1.7-9.8 |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | **SD** | 247 | 1.3 | 4.3 | 0.627 | 2.2 | 3.5 | 0.293 | 21 | 0.2 | 0.3 | 29.0 | 0.114 | NA | 2.7 |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | **mean** | 343 a | 9.1 a | 149.9 a | 0.86 a | 2.4 a | 13.6 a | 2.24 a | 18 a | 0.5 b | 5.7 a | 44.3 a | 0.29 a | NA | 7.0 a |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  | **Elevation (m)** | **TWQ (ºC)** | **PCQ (mm)** | **Chl-a (µg cm^-2^)** | **Width (m)** | **Depth (cm)** | **Ssize (cm)** | **Shading (%)** | **Cveloc (m s^-1^)** | **pH** | **Cond (µS cm^-1^)** | **TP (ppm)** | **TN (ppm)** | **Water T (ºC)** |

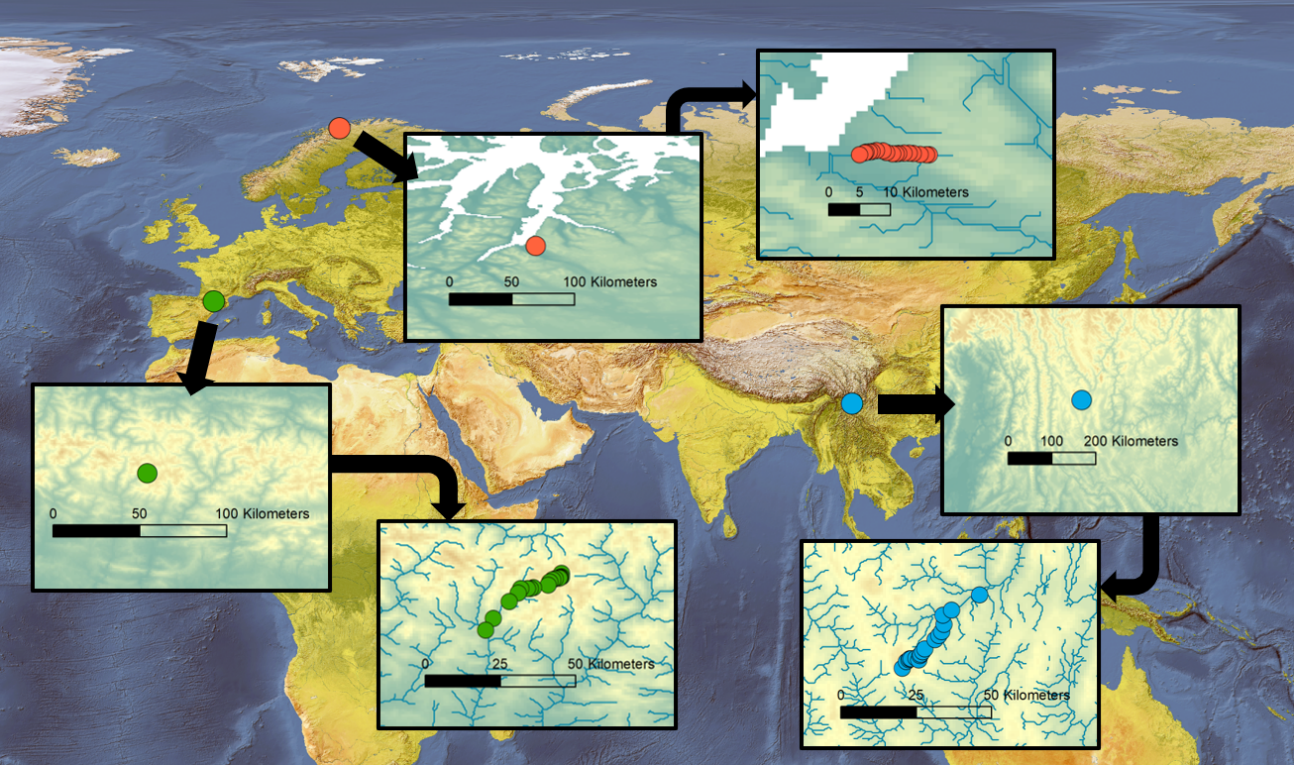

Figure S1. Study area showing the 52 sampled stream sites, the three studied mountainsides and their location across different climatic regions of Eurasia. For the subarctic region, we sampled the Bálggesvárri mountain in Norway (red). For the Mediterranean region, samples were collected in the Pyrenees mountains in Spain (green). For the subtropical region, we selected the Laojun Mountain National Park in China (blue). The sampling sites were evenly spaced according to elevation and ranged from 18 to 771 m.a.s.l. in Bálggesvárri (n = 17), from 850 to 2,500 m.a.s.l. in Pyrenees (n = 17), and from 1,828 to 4,045 m.a.s.l. in Laojun (n = 18). Sources: 1:10m resolution layer from Natural Earth project (<https://www.naturalearthdata.com/downloads/10m-raster-data/10m-natural-earth-1/>), GTOPO30 layer at 30 arc-sencond resolution (<https://www.usgs.gov/centers/eros/science>) and GloRic version 1.0 layer at 15 arc-second resolution (<https://www.hydrosheds.org/page/gloric>).

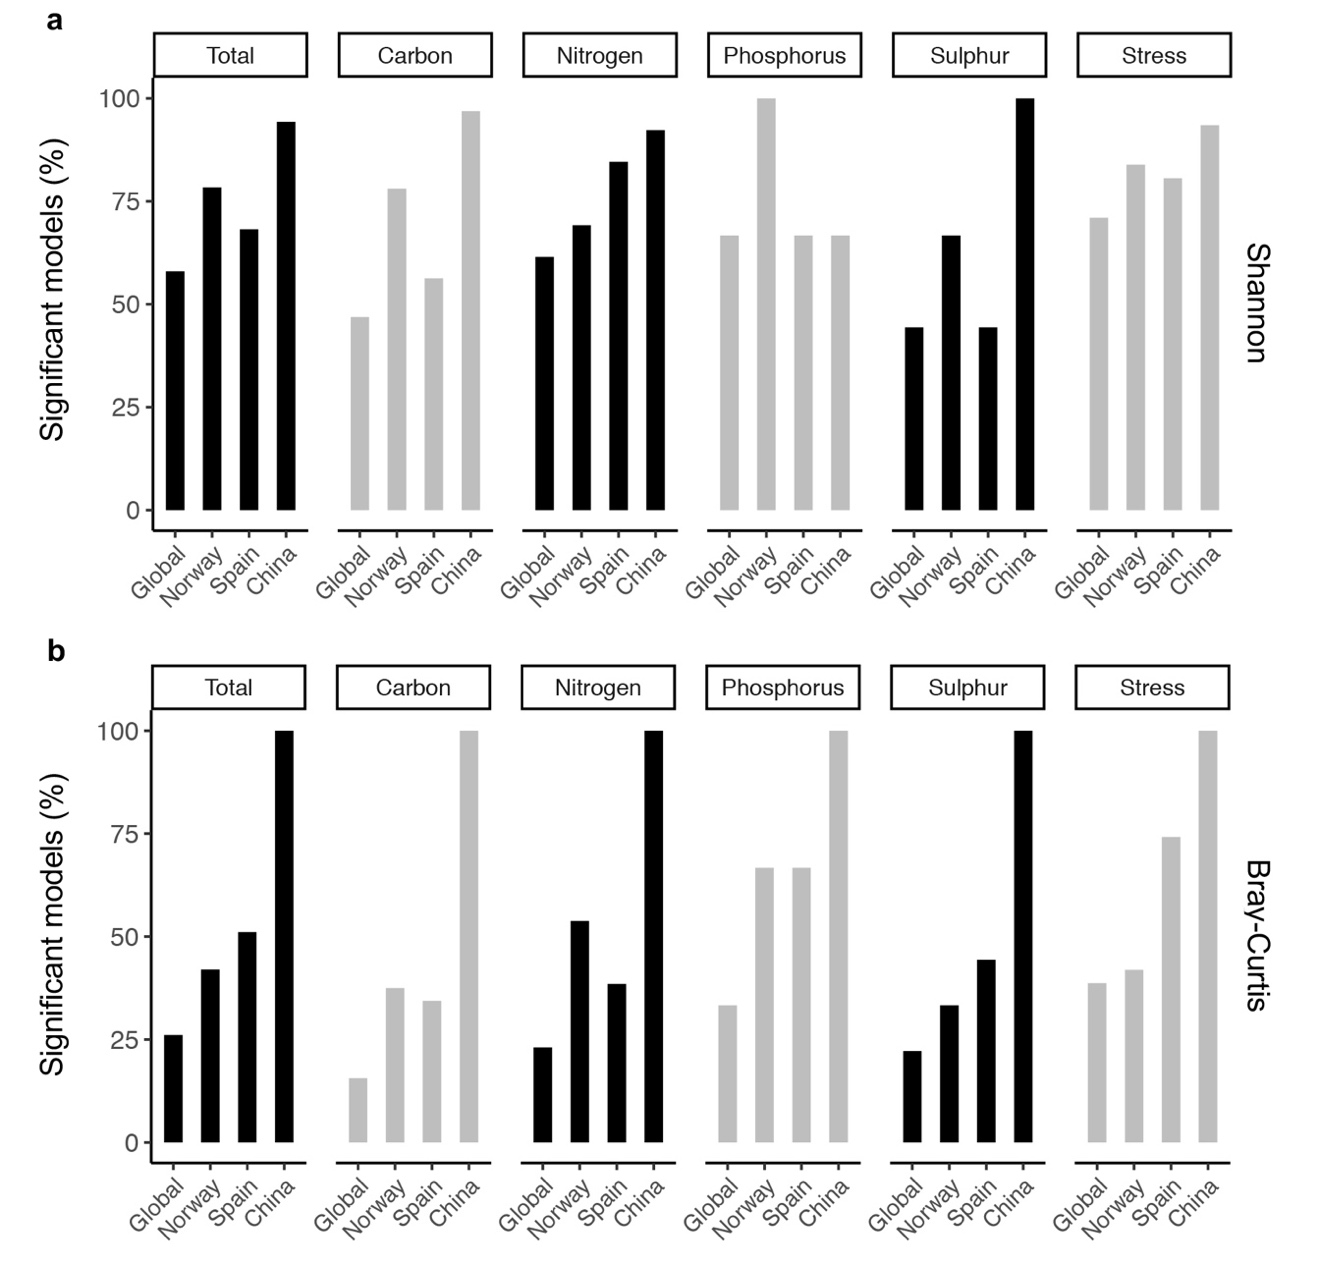

Figure S2. Proportion of functional gene families showing significant (*P* < 0.05) elevational patterns for alpha diversity (a) and compositional turnover (b), calculated over the overall gene pool and functional genes grouped into functional categories. The relationships between alpha diversity (Shannon-Wiener index) and elevation were examined by linear models (LMs), and the model significances (*P* < 0.05) were determined with F-statistics. The relationships between compositional turnover (Bray-Curtis dissimilarity) and elevational distance were calculated by LMs, and the model significances (*P* < 0.05) were obtained by Mantel tests. Only families within the first, second and third quartiles of functional gene richness were considered.

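Before adjustment most carbon, nitrogen and stress families declined on every mountain, and most sulphur families in Norway and China. In Norway alpha diversity declined in 84.4% of carbon, 76.9% of nitrogen, 77.8% of sulphur and 90.3% of stress families, in Spain in 59.4%, 84.6%, 44.4% and 83.9%, and in China in 96.9%, 100%, 100% and 96.8%. After adjustment over the 88 families the numbers were 27 of 32 carbon, 9 of 13 nitrogen, 5 of 9 sulphur and 26 of 31 stress families in Norway, 15, 9, 4 and 24 in Spain and 31, 13, 9 and 30 in China. Of the 3 phosphorus families, 3, 2 and 2 were lower in Norway, Spain and China (as many when adjusted over the list alone). Polyphosphatase ppx had slopes of -10.9% of the mean per SD (p = 0.0210), -12.7% (p = 0.00166) and -16.0% (p = 1e-05), while phytase, which frees phosphate from phytate, passed in Norway (-12.2%, p = 0.0131) and not in Spain (-3.39%, p = 0.287) or China (-7.19%, p = 0.0699, but 0.0480 with removal only of genes detected at 1 of all sites). Of 8 sulphur families on the list of sulphur oxidation and sulphate or sulphite reduction, 7, 4 and 8 were lower, also when adjusted over the list alone, with the sulphur oxidation gene sox at -23.0%, -19.6% and -21.9% and dsrA at -13.9%, -7.19% (p = 0.0723) and -21.2%. Turnover passed in Norway for 20 carbon, 10 nitrogen, 2 phosphorus, 5 sulphur and 22 stress families, in Spain for 13, 7, 2, 4 and 23, and in China for every family of each category (32, 13, 3, 9 and 31). After adjustment turnover passed for 14, 10, 2, 4 and 16 families in Norway, 9, 3, 2, 2 and 19 in Spain and all in China.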

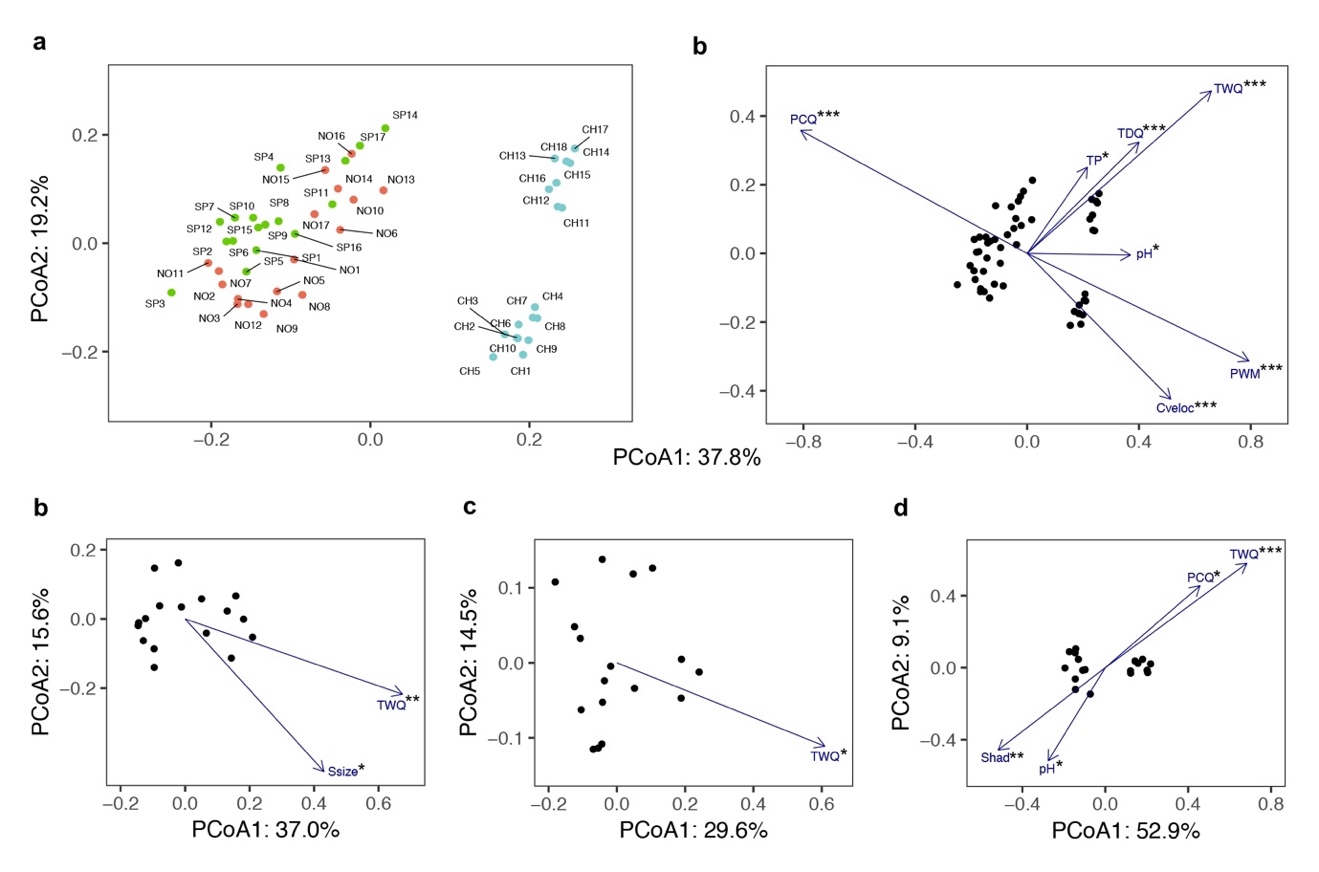

Figure S3. Principal coordinate analyses (PCoA; Bray Curtis dissimilarity) and environmental fitting on the overall functional gene pool for the whole study extent (a, b), and the mountains in Norway (c), Spain (d) and China (e). For the environmental fitting, all pre-selected variables for each dataset were included (see methods and Figure S13). Only significant predictors are shown (**P* < 0.05; ***P* < 0.01; ****P* < 0.001). Site numbers in (a) are ordered according to elevation from high to low altitudes. NO, Norway; SP, Spain; CH, China; PCQ, precipitation of the coldest quarter; TDQ, mean temperature of the driest quarter; TWQ, mean temperature of the warmest quarter; PWM, precipitation of the wettest month; TP, total phosphorus; Cveloc, current velocity; Shad, shading.

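The first axis of the overall pool held 37.8% of the variation and the second 18.8%. The 18 Chinese sites lay between 0.162 and 0.250 on the first axis and the 34 sites of Norway and Spain no higher than 0.0165, with means of 0.214 for China, -0.103 for Norway and -0.123 for Spain. Ordinated by mountain, the first axis held 37.0% of the variation in Norway, 29.7% in Spain and 50.6% in China, and the second 15.7%, 14.4% and 9.40%. The Chinese sites stood in 2 clusters along their own first axis, those of the 10 highest and the 8 lowest sites.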

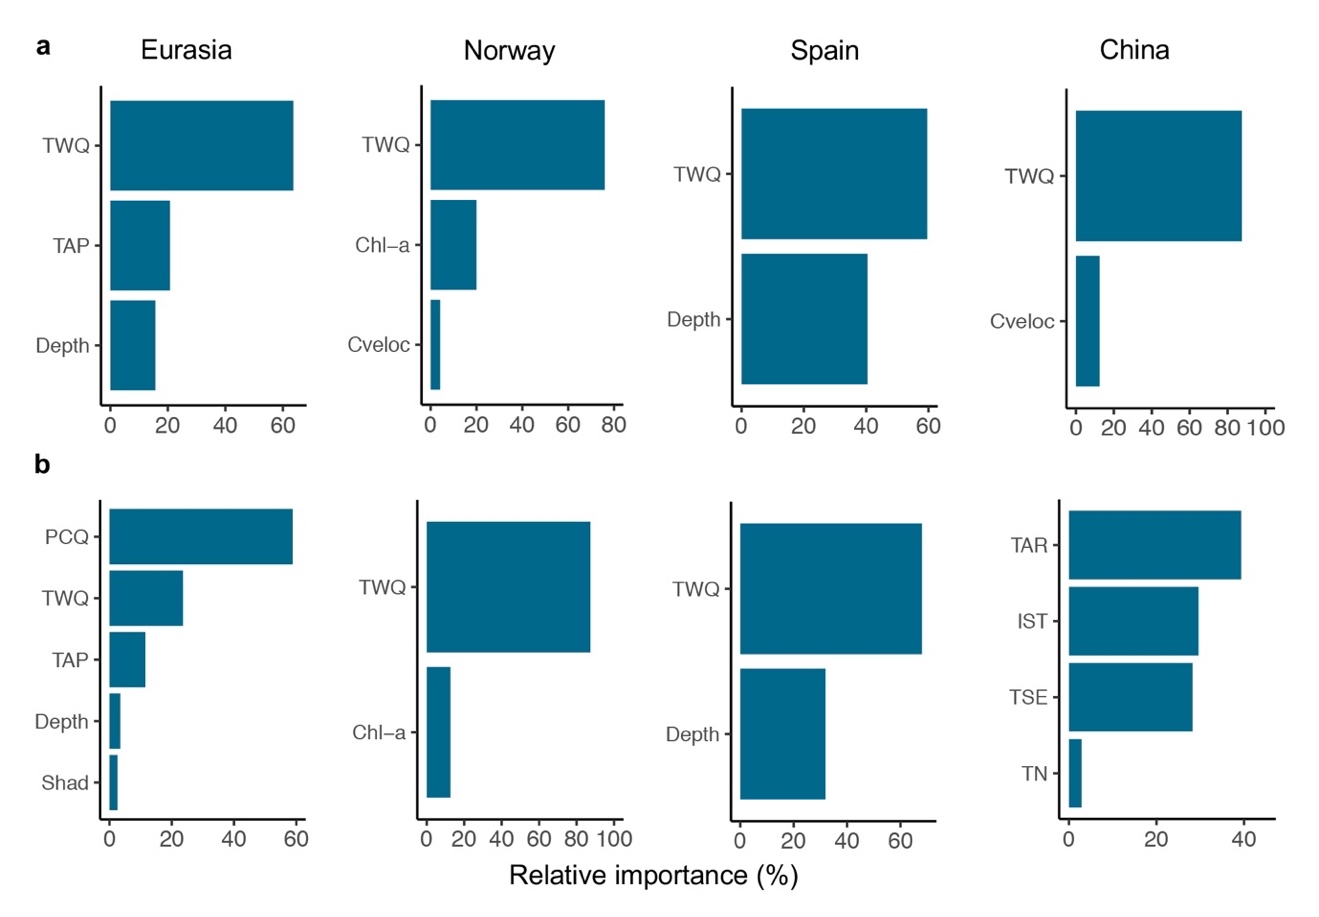

Figure S4. Relative importance of predictors in explaining overall alpha diversity (a) and assemblage composition (b) on the whole study extent and individual mountains, assessed by random forest analyses. Alpha diversity was calculated as the Shannon-Wiener index and assemblage composition was approached from the first axis of principal coordinate analysis (Bray-Curtis dissimilarity). TWQ, mean temperature of the warmest quarter; TAP, total annual precipitation; PCQ, precipitation of the coldest quarter; TAR, temperature annual range; TSE, temperature seasonality; IST, isothermality; Chl-a, chlorophyll-*a*; Cveloc, current velocity; Shad, shading; TN, total nitrogen.

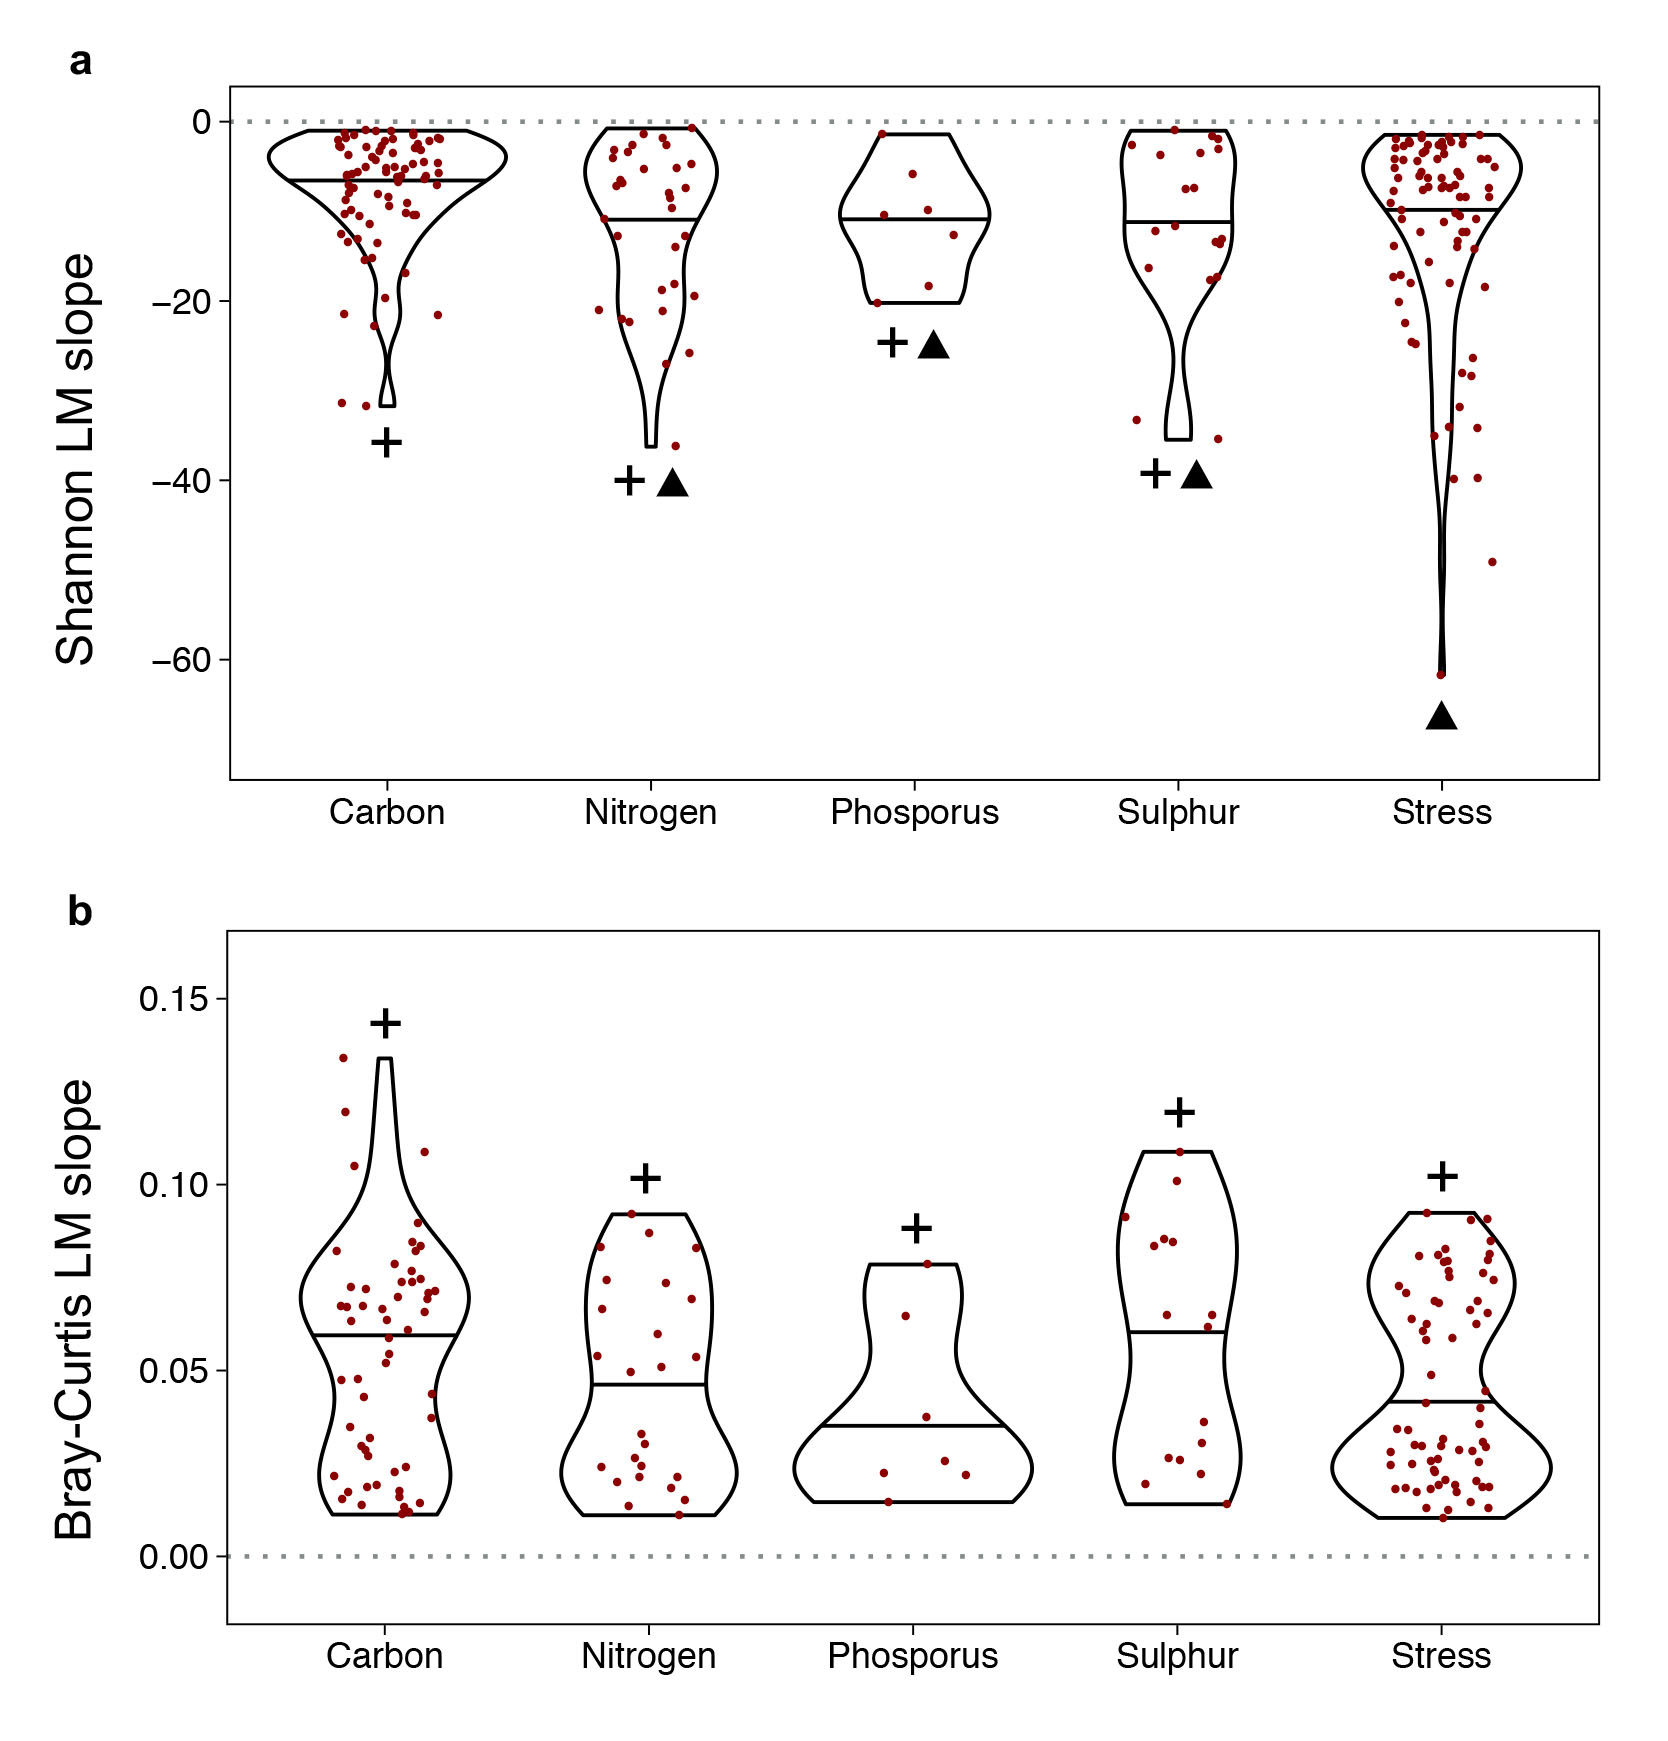

Figure S5. Slopes of linear models on the alpha diversity-elevation (a) and compositional turnover-elevational distance (b) relationships for gene families. Slope values were grouped according to functional categories without considering the mountain. The relationships between alpha diversity (Shannon-Wiener index) and elevation were examined by linear models (LMs), and the model significances were determined with F-statistics (*P* < 0.05). The relationships between compositional turnover (Bray-Curtis dissimilarity) and elevational distance were calculated by LMs, and the model significances (*P* < 0.05) were obtained by a Mantel test. Pairwise comparisons for alpha diversity and compositional turnover were based on Bonferroni-corrected *t*-tests and PERMANOVA analyses with Bonferroni-adjusted *P* values, respectively. The symbols + and ▲ indicate that the differences are significant (*P* < 0.05). The violin boxplots depict the median and the first and the third quartiles of significant (*P* < 0.05) models slopes based on functional gene families. Only families within the first, second and third quartiles of functional gene richness were considered.

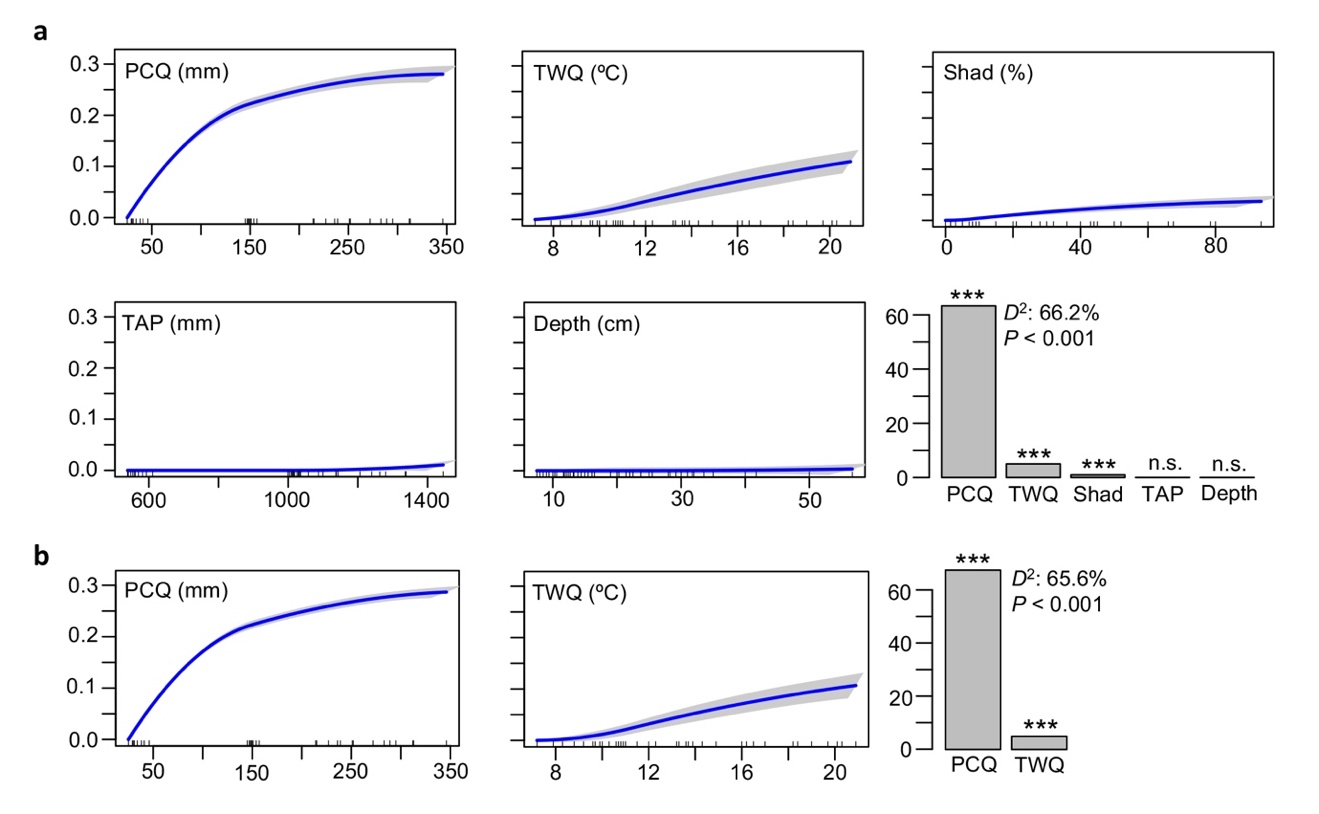

Figure S6. I-splines of predictors (blue) with their confidence intervals from bootstrapping (grey) and importance of individual predictors, calculated by generalized dissimilarity models on the overall functional gene pool across the three mountains for the candidate model (a) and for the model employed in the projections (b). Explained deviance (*D*^2^) and *P* values of models are shown. Significance of individual predictors are indicated by *P** < 0.05; *P*** < 0.01; *P**** < 0.001. PCQ, precipitation of the coldest quarter; TWQ, mean temperature of the warmest quarter; TAP, total annual precipitation; Shad, shading.

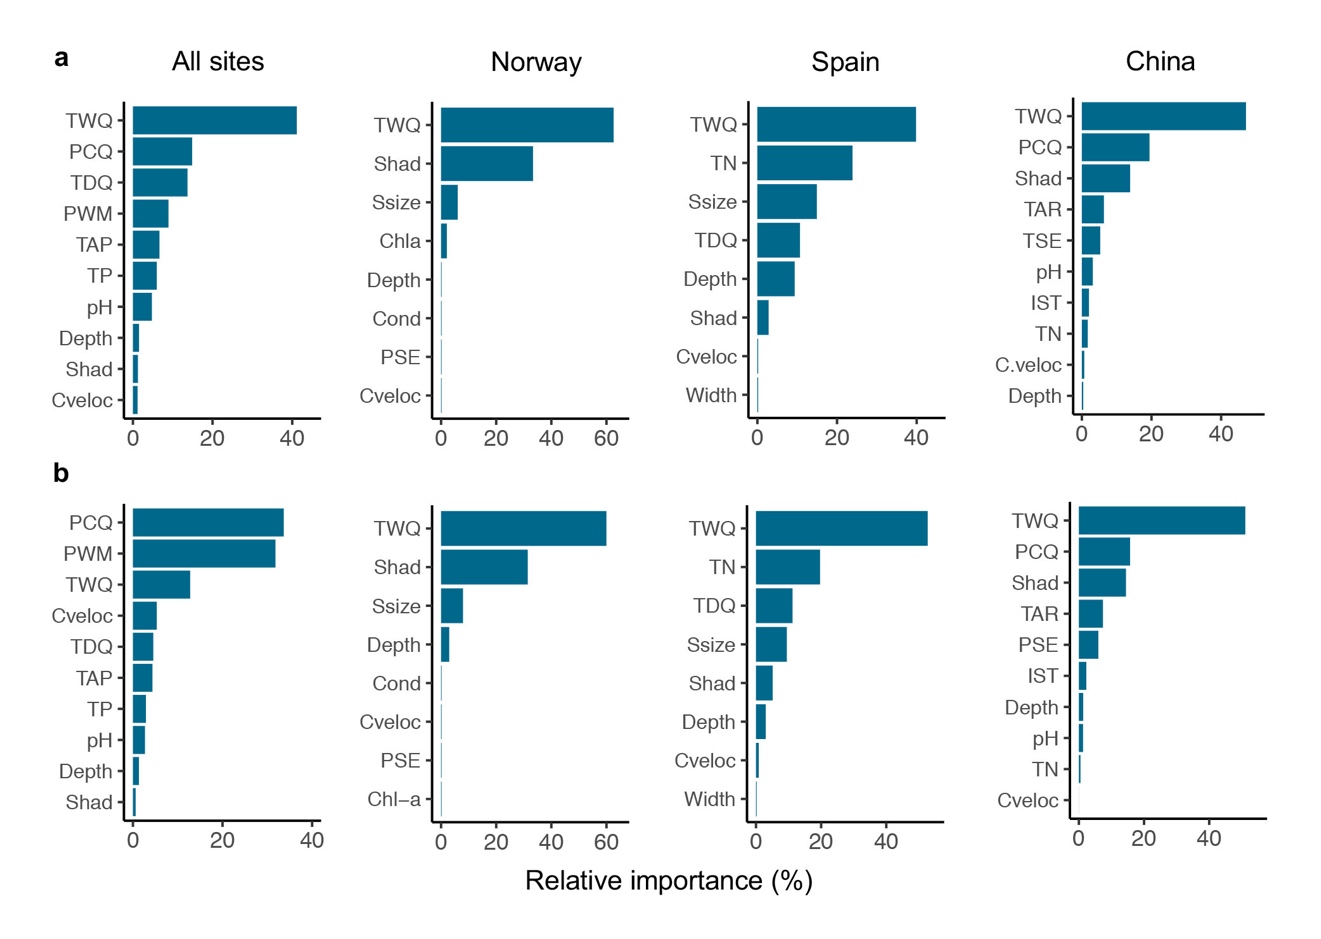

Figure S7. Relative importance of predictors considered for the full models in explaining overall alpha diversity (a) and assemblage composition (b) on the whole study extent and individual mountains, calculated by random forest analyses. Alpha diversity was calculated as the Shannon-Wiener index and assemblage composition was approached from the first axis of principal coordinate analysis (Bray-Curtis dissimilarity). TWQ, mean temperature of the warmest quarter; PCQ, precipitation of the coldest quarter; TDQ, mean temperature of the driest quarter; PWM, precipitation of the wettest month; TAP, total annual precipitation; PSE, precipitation seasonality; TAR, temperature annual range; TSE, temperature seasonality; IST, isothermality; TP, total phosphorus; Shad, shading; Cveloc, current velocity; Ssize, stone size; Cond, conductivity; Chl-a, chlorophyll-*a*; TN, total nitrogen.

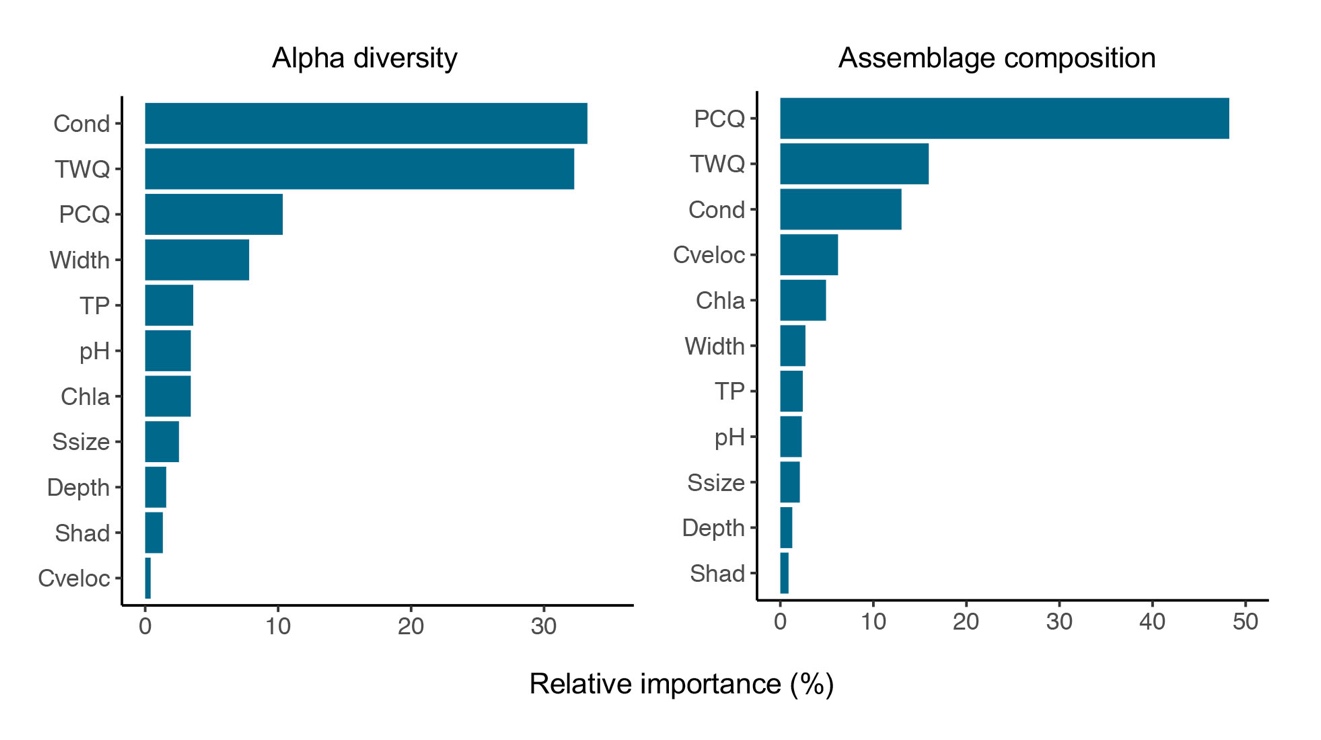

Figure S8. Relative importance of predictors in explaining overall alpha diversity and assemblage composition for the whole study extent, assessed by random forest analyses. We considered the best bioclimatic predictors of alpha diversity (temperature of the warmest quarter) and assemblage composition (precipitation of the coldest quarter) as well as all local non-climatic predictors irrespective of their correlation with the rest of predictors. Alpha diversity was calculated as the Shannon-Wiener index and assemblage composition was approached from the first axis of principal coordinate analysis (Bray-Curtis dissimilarity). TWQ, mean temperature of the warmest quarter; PCQ, precipitation of the coldest quarter; Cond, conductivity; TP, total phosphorus; Chl-a, chlorophyll-*a*; Ssize, stone size; Shad, shading; Cveloc, current velocity.

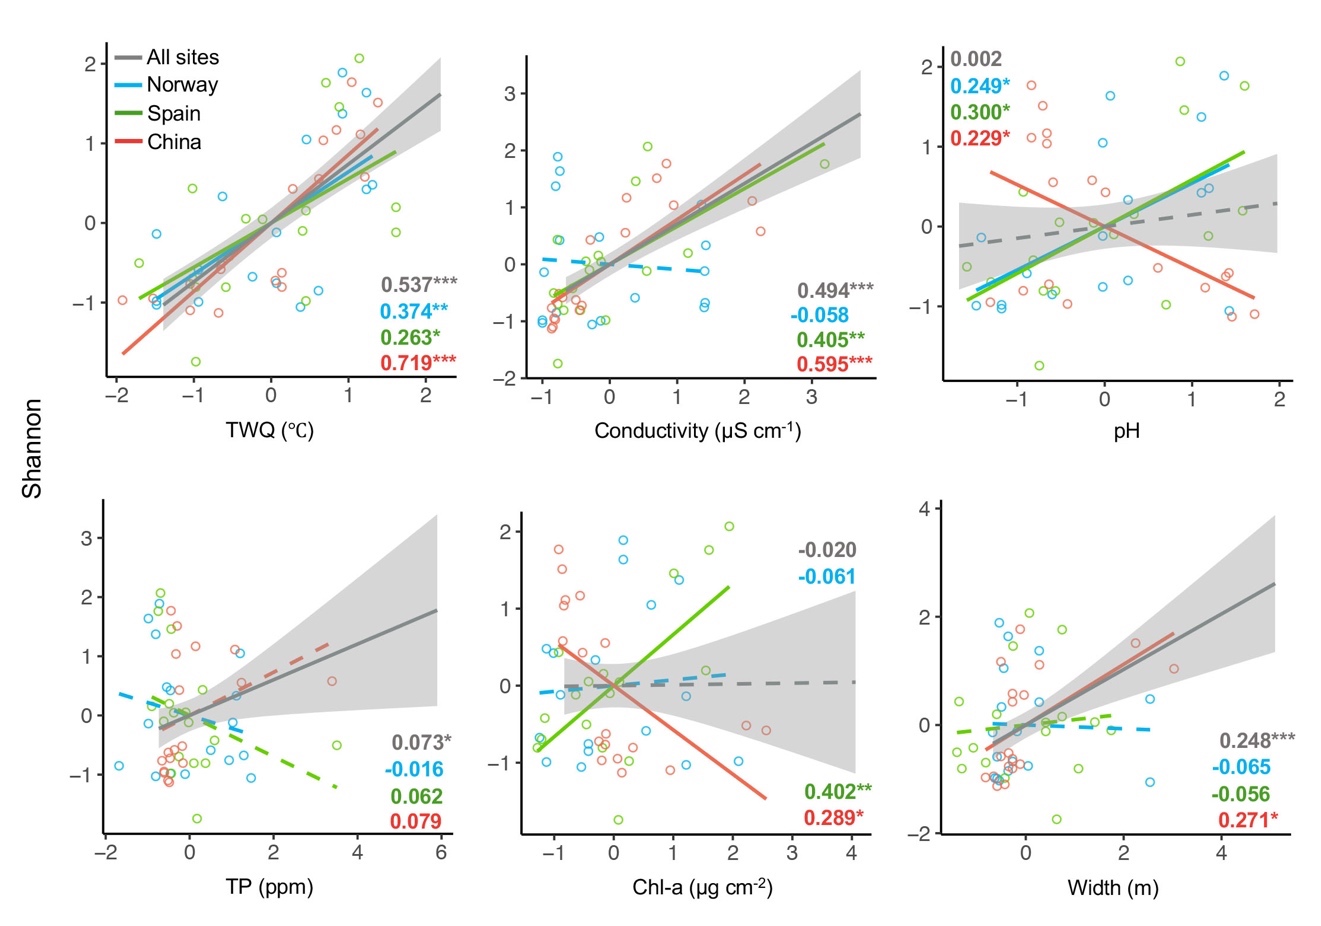

**Figure S9.** Alpha diversity response to main climatic and local non-climatic predictors, calculated by linear models on z-transformed values for the whole study extent and sites from each mountain. Alpha diversity was calculated as the Shannon-Wiener index. Inset values correspond to the adjusted *R*^2^, with colours denoting their respective data sets. The significance level is indicated by **P* < 0.05, ***P* < 0.01, ****P* < 0.001 and non-significant trends are denoted by dashed lines. The 95% confidence interval is also shown (shaded area) for those models based on the whole study extent. TWQ, temperature of the warmest quarter; TP, total phosphorus; Chl-a, chorophyll-*a*.

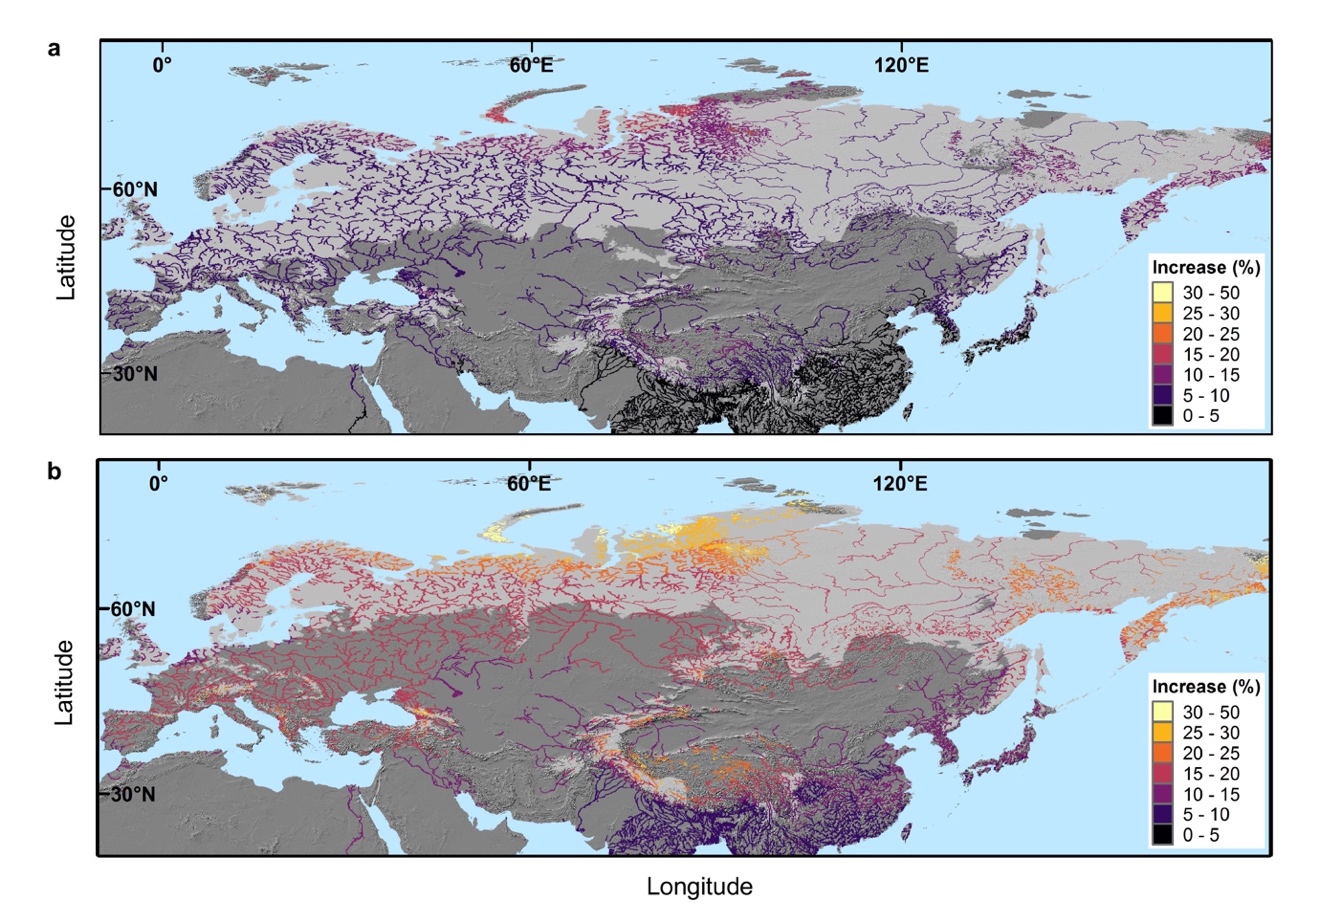

Figure S10. The projected changes in alpha diversity (Shannon-Wiener index) across the Eurasian river network, calculated from linear models with mean temperature of the warmest quarter (TWQ) and precipitation of the coldest quarter (PCQ) as predictors, under the representative concentration pathways RCP 2.6 (a) and RCP 8.5 (b). Light and dark grey areas depict the climatic envelope covered by and extrapolated from the *in* *situ* data, respectively.

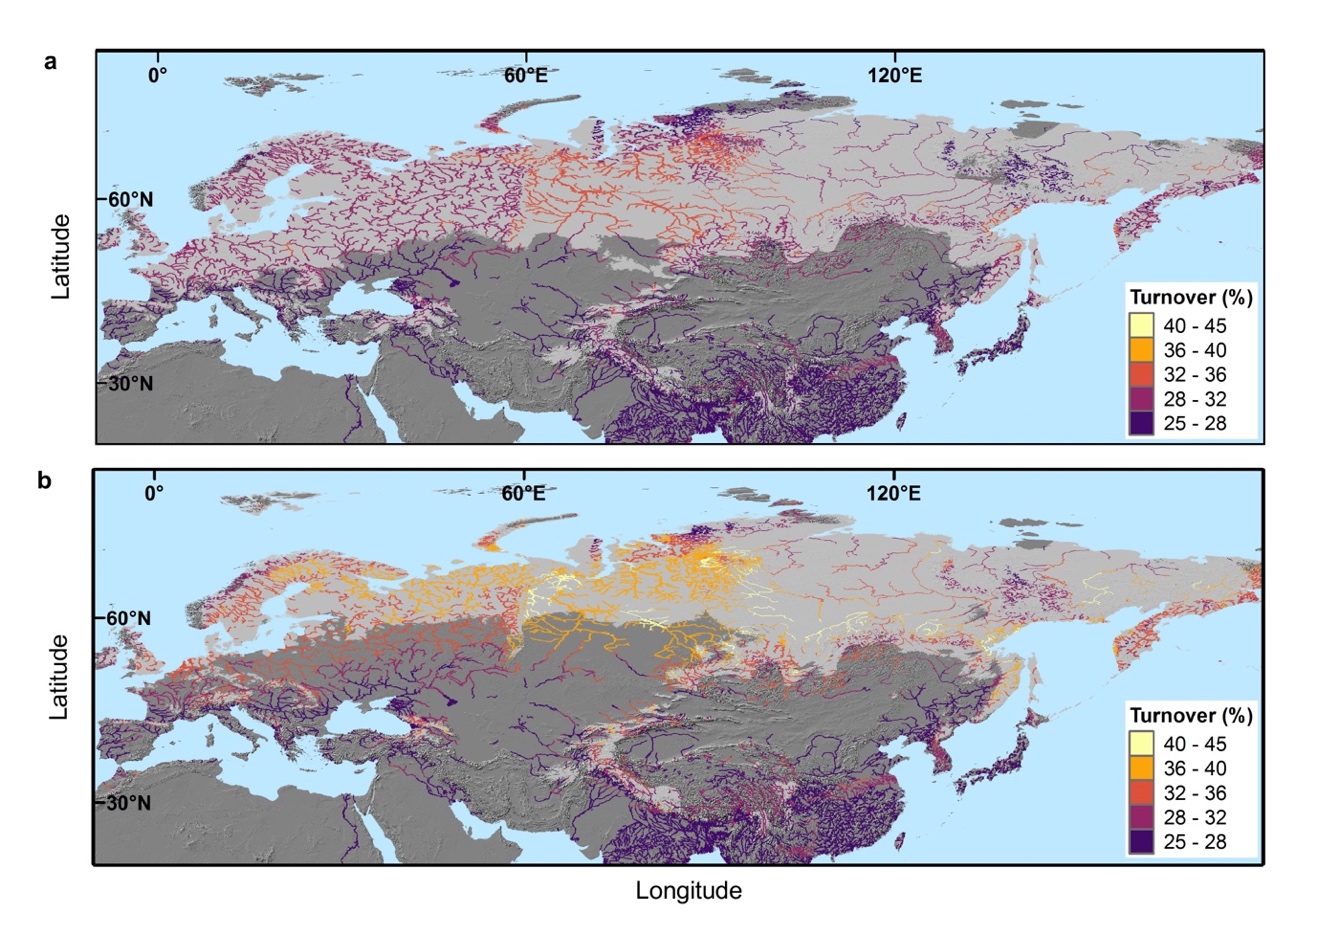

Figure S11. The projected turnover rates (Bray-Curtis dissimilarity) across the Eurasian river network, calculated from generalized dissimilarity models with mean temperature of the warmest quarter (TWQ) and precipitation of the coldest quarter (PCQ) as predictors, under the representative concentration pathways RCP 2.6 (a) and RCP 8.5 (b). Light and dark grey areas depict the climatic envelope covered by and extrapolated from the *in* *situ* data, respectively.

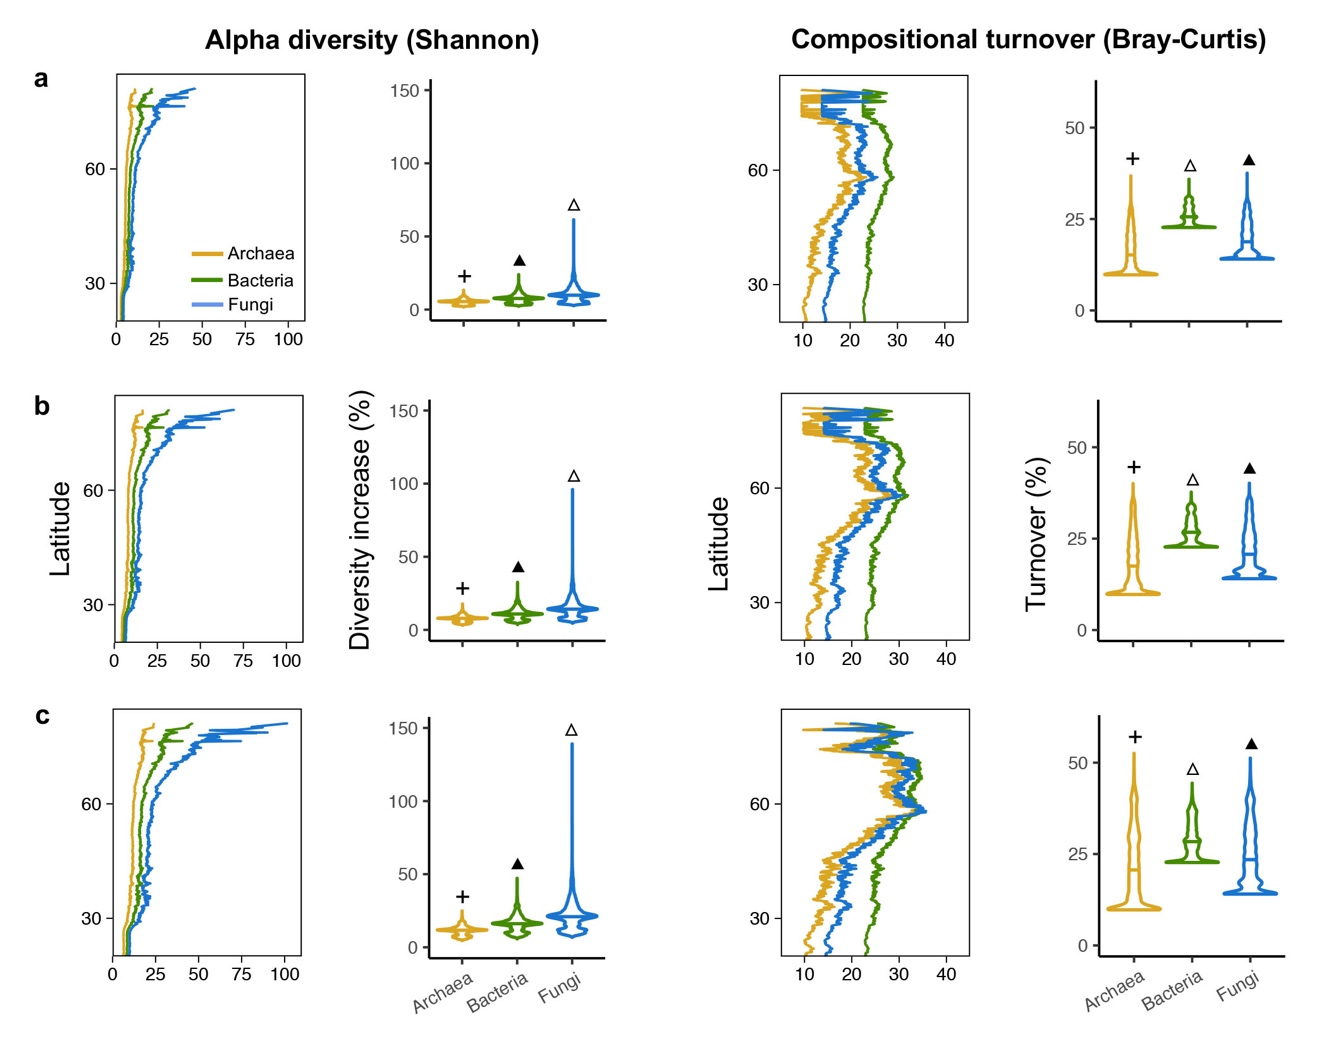

Figure S12. Projected changes across the Eurasian river network in functional gene alpha diversity and assemblage composition under the emission scenarios RCP 2.6 (a), RCP 4.5 (b) and RCP 8.5 (c) for archaea, bacteria and fungi. The relative increase in alpha diversity (Shannon-Wiener index; left panels, line plots) averaged by latitude for the three emission scenarios were calculated by linear models using temperature of the warmest quarter (TWQ) and precipitation of the coldest quarter (PCQ) as predictors (archaea, *R*^2^ = 0.478, *P* < 0.001; bacteria, *R*^2^ = 0.544, *P* < 0.001; fungi, *R*^2^ = 0.531, *P* < 0.001). The turnover rates (Bray-Curtis dissimilarity; right panels, line plots) averaged by latitude for the three emission scenarios were calculated using generalized dissimilarity models using TWQ and PCQ as predictors (archaea, *D*^2^ = 75.1%, *P* < 0.001; bacteria, *D*^2^ = 65.6%, *P* < 0.001; fungi, *D*^2^ = 50.1%, *P* < 0.001). The violin boxplots show the median and the first and the third quartiles for the relative increase in alpha diversity (left panels) and the turnover rate (right panels). Pairwise differences across kingdoms regarding the relative change in alpha diversity and turnover rates were examined by a Bonferroni-corrected pairwise *t*-test (*P* < 0.05) post hoc analyses and are indicated with the symbols +, ▲ and △.

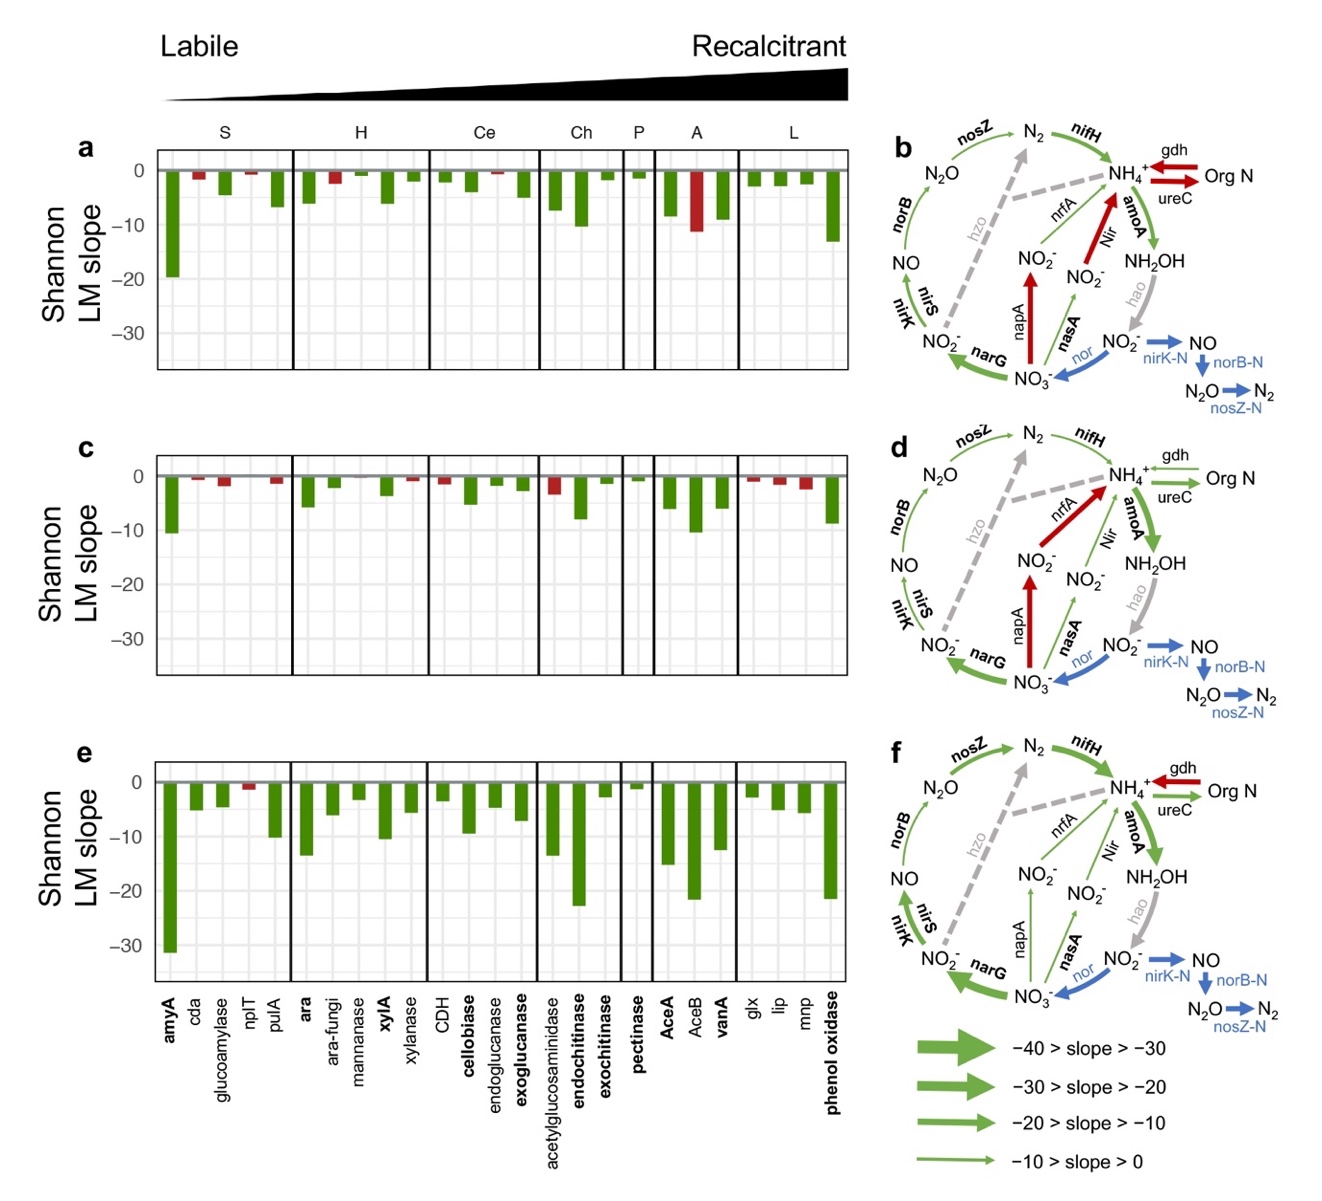

Figure S13. The alpha diversity (Shannon-Wiener index) response to elevation, calulated from linear model slopes, for gene families associated with the cycling of carbon (left panels) and nitrogen (right panels) in Norway (a, b), Spain (c, d) and China (e, f). The significant (*P* < 0.05) and non-significant (*P* > 0.05) relationships are shown in green and red, respectively. Gene families in bold (along the x-axis for carbon and aside the arrow for nitrogen) indicate patterns which are consistently significant across the three mountains. For nitrogen, arrow thickness is proportional to the slope values, functional gene families in grey denote those excluded from the analyses as they belong to the lowest functional gene richness quartile and gene families in blue denotes they were not detected or not applicable in the employed version of GeoChip. Carbon degradation subcategories: S, starch; H, hemicellulose; Ce, cellulose; Ch, chitin; P, pectin; A, aromatics; L, lignin.

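Before adjustment, families of cellulose and hemicellulose breakdown had fewer effective genes towards high sites in most cases on each mountain, and those of starch in Norway and China. In Spain no hemicellulose family passed when adjusted over the list alone. Of 4 cellulose families, 3 were lower in Norway, 4 in Spain and 4 in China (2, 4 and 4 when adjusted over the list alone): exoglucanase had slopes of -24.5%, -13.3% and -29.4% of the mean per SD, and endoglucanase -2.70% (p = 0.505), -7.21% (p = 0.0228) and -12.9% (p = 0.00026). Of 5 hemicellulose families, 4, 3 and 5 were lower (4, 0 and 5 when adjusted over the list alone), with xylA, the xylose isomerase, at -17.9%, -10.8% and -23.2% and the arabinofuranosidase ara at -11.1%, -9.91% and -17.5%. Of 5 starch families, 3, 1 and 4 were lower (3, 0 and 4 when adjusted over the list alone), and the alpha-amylase amyA passed on each mountain (-12.7%, -7.10% and -15.7%). Pectinase, the 1 pectin family, declined by -27.6% (p = 0.0171), -17.5% (p = 0.0235) and -12.4% (p = 0.0342), and adjustment over this list of 1 changes nothing. Its call in China is lost without the log (p = 0.0844), with no removal of genes detected at 1 site (p = 0.0578), with removal of genes at 1 of all sites (p = 0.0532), with dim signals removed (p = 0.107) and under distance along the stream (p = 0.0530), and that in Spain with dim signals removed (p = 0.0801). Of 5 carbon fixation families, 4, 4 and 5 were lower (as many when adjusted over the list alone), rubisco by -14.3%, -11.9% and -21.1%, while aclB of the reductive citrate cycle passed in China (-20.2%) and not in Norway (-0.994%, p = 0.785, of the other sign without the dimmest signals) or Spain (-3.85%, p = 0.474). Both methane families were lower in Norway and China, also when adjusted over the list alone, and neither in Spain, where mcrA of methane production had -10.5% (p = 0.0859) and pmoA of methane oxidation -3.07% (p = 0.563). For nitrogen, 1, 0 and 2 of 2 dissimilatory reduction families were lower (as many when adjusted over the list alone), with nrfA at -13.0%, -1.17% (p = 0.704) and -20.6%, and 1, 2 and 2 of 2 ammonification families (0, 2 and 2 when adjusted over the list alone), with the urease ureC at -9.97%, -11.9% and -12.6%, while the call for gdh, the glutamate dehydrogenase, in China is lost with no removal of genes detected at 1 site (p = 0.0722) and with removal of genes at 1 of all sites (p = 0.0538), and its slope changes sign without the log. The anammox list had no family above the richness quartile. Beside these lists, 75, 62 and 85 of all 88 families declined in Norway, Spain and China.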

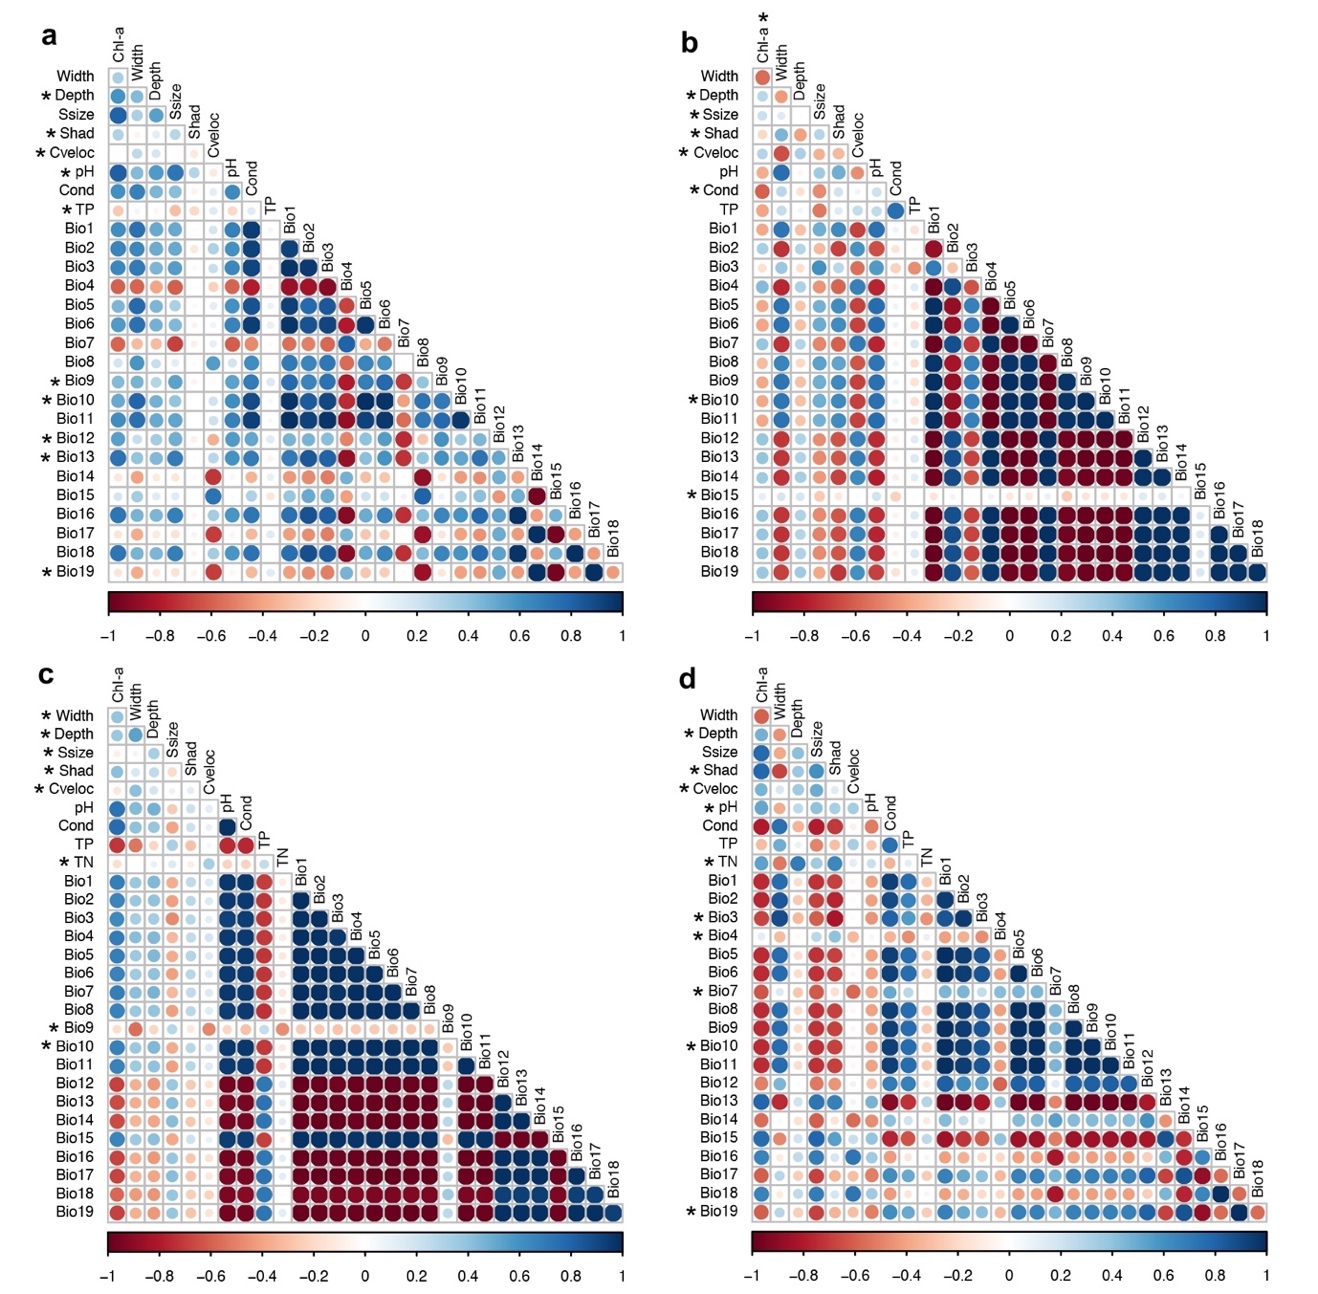

Figure S14. Spearman correlations on all climatic and local non-climatic predictors for the whole study extent (a) and the mountains in Norway (b), Spain (c) and China (d). Asterisks indicate the pre-selected climatic and non-climatic predictors included in the multi-model approach for each dataset (see Materials and methods for details). Colours depict the correlation values. Chl-a, chlorophyll-*a*; Ssize, stone size; Shad, shading; Cveloc, current velocity; Cond, conductivity; TP, total phosphorus; Bio1, anual mean temperature; Bio2, mean diurnal range; Bio3, isothermality; Bio4, temperature seasonality; Bio5, max temperature of warmest month; Bio6, min temperature of coldest month ; Bio7, temperature annual range; Bio8, mean temperature of wettest quarter; Bio9, mean temperature of driest quarter; Bio10, mean temperature of warmest quarter; Bio11, mean temperature of coldest quarter; Bio12, annual precipitation; Bio13, precipitation of wettest month; Bio14, precipitation of wettest month; Bio15, precipitation seasonality; Bio16, precipitation of wettest quarter; Bio17, precipitation of driest quarter; Bio18, precipitation of warmest quarter; Bio19, precipitation of coldest quarter.

How the deposited data were processed for this re-analysis (not part of the article)

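DNA from stream biofilms was measured at 52 sites, 17 in Norway, 17 in Spain and 18 in China, with 1 GeoChip 4.0 array per site. The mapping of sites to mountains came from the deposited labels and the study's text, and the order of sites along each mountain from Figure S3. No site was left without a mountain, and no pair of sites had the same signal at any probe.

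The deposited values are signal intensities on a linear scale. According to the paper's Methods, the authors labelled DNA with Cy3, hybridised it to the array, converted the images with Agilent Feature Extraction 11.5 and removed probes with a signal-to-noise ratio below 2.0, which are blank in the deposited intensity table. The Methods then name division by the total signal of a site, removal of genes detected at 1 site of a mountain and selection of categories. The table still holds 12106 probes detected at exactly 1 site, 2635 probes with no signal at any site and categories other than those analysed, so the last of these steps are not in it, and whether the division by the total is in it is not stated. Total signals of the sites differ by less than 2 times, so the division moves little. Genome builds do not apply to these probes, which are named by gene family and source organism in the deposited table.

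From there, signals were divided by the site's total over the 50744 probes and multiplied by the mean total, and genes detected at only 1 site of a mountain were removed from that mountain. Of 23792 probes of the 5 categories, 14998 were kept in at least 1 mountain. The natural log of the signal plus 1 was taken, alpha diversity was computed as the exponent of the Shannon-Wiener index and composition as Bray-Curtis dissimilarity. Families under the lowest quartile (0.25) of gene richness were left out, which kept 88 of 117. Elevation entered as the standardised rank of the sites, because the elevation of single sites is plotted in Fig. 1a but not listed as a value. Elevations read by eye from that figure were an alternative.

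An array counts no molecules, so the precision of a value is limited by the number of sites and by the detection limit. The number of genes kept per site was 4037 to 7325 (median 5077) in Norway, 3778 to 6962 (median 5151) in Spain and 5033 to 9199 (median 5821.5) in China. The lowest signal called detected at a site was 2558 to 4929 (median 3374) in Norway, 1676 to 3684 (median 3144) in Spain and 1783 to 5478 (median 2919.6) in China. A gene under this limit at a site is not detected there, which does not show that it is absent.

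Slopes of alpha diversity were tested by permuting the sites of a mountain 100000 times, differences between mountains by permuting the sites between mountains, dissimilarities by Mantel tests and PERMANOVA with 9999 permutations, and groups of up to 8 sites by enumerating all orders. All tests are two-sided, with Benjamini-Hochberg adjustment within each set of relations and Bonferroni adjustment for pairs of mountains. Single genes were tested with limma on log2 signals, against elevation rank over the genes detected at 50% or more of a mountain's sites and between mountains over the genes detected at that share in at least 1 mountain of the pair. A gene not detected at a site was set to the site's lowest detected signal. Where a gene was detected at no site of a group and at every site of the other, the fold is the mean of the bright group over that signal. The lower of the folds after division by the total and after centring is given. It is not a strict lower bound. Probes were removed by signal-to-noise ratio, so an undetected probe can lie above the lowest detected signal. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with vegan 2.7.1 and limma 3.58.1.

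The families and genes named in the text were chosen by a rule, and by lists, set before the data were examined, except nosZ, lip and mcrA as examples of the ratio with the 10 highest Chinese sites. The rule takes the families of Figure S13 and the processes the study names, in each mountain the 5 families with the most negative and the 5 with the least negative standardised slope, the 3 with the largest and the 3 with the smallest Mantel r, the 5 with the largest and the 5 with the smallest ratio between China and the European mountains, and in each limma test the 5 genes with the most positive and the 5 with the most negative coefficient past the threshold. Beside it, 29 lists naming 110 families were fixed: starch, hemicellulose, cellulose, chitin, pectin, aromatics, lignin, carbon fixation, methane, denitrification, nitrogen fixation, nitrification, assimilatory and dissimilatory nitrogen reduction, ammonification, anammox, phosphorus, sulphur, cold shock, heat shock, osmotic stress, oxidative stress, oxygen limitation, phosphate limitation, nitrogen limitation, glucose limitation, sigma factors, protein stress and stringent response. Genes of eukaryotes other than fungi, of viruses and of categories outside the 5 were taken as pools of their own.

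The steps were tested on simulated data with known slopes and differences. Genes and sites were drawn independently, so the simulated data hold no shift shared by the genes of a site. The rates for families and single genes therefore do not cover calls that such a shift gives. Simulated declines with a log-odds of 0.25 per SD were recovered in 90%, 60% and 90% of families in Norway, Spain and China and those of 0.5 in 100%, while 3.45%, 0% and 5.17% of unchanged families were called. For single genes, log2 changes of 0.5 per SD of elevation rank were recovered in 39%, 26% and 37% of cases and changes of 1 in 74%, 76% and 80%, and log2 differences of 1 between mountains in 66% (China and Norway), 60% (China and Spain) and 56% (Spain and Norway). PERMANOVA computed in Python and with vegan differed in R2 by at most 4.78e-07 over 36 values, and 3.5% of 200 shuffled groupings were called.

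Alternatives were tried for the log, the removal of genes detected once, the dimmest signals (the lowest 0.1 quantile, removed), the total used for scaling or no scaling, centring on genes detected at every site, the measure of elevation, the diversity index, the dissimilarity, the test, the families kept, the Chinese clusters and each site left out in turn. The models with climatic and local predictors, the random forests, the generalised dissimilarity models and the projections under future climate were not analysed here, because the predictor values of single sites are not in the sources used here.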

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

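The tests of the division by the total, of the replacement of genes between Chinese sites and genes at matched brightness, of genes detected at every site with their own total and with no division, and of the year of sampling were chosen only after the result they bear on was seen.

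Slopes of alpha diversity on elevation differed between mountains by the test of the difference itself. China minus Spain was -651 effective genes per SD for the overall pool (adjusted p = 0.0267), -18.9 for archaeal genes (adjusted p = 0.0124), -568 for bacterial genes (adjusted p = 0.0267) and -58.2 for fungal genes (adjusted p = 0.0124), and China minus Norway was -43.2 for fungal genes (adjusted p = 0.0489). Each slope was negative in the mountains compared. Among the 10 highest and among the 8 lowest Chinese sites, the groups small enough for Dixon's test, no single site lay apart from the others in any of 6 measures.

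Genes in categories of the array that the paper did not analyse also became fewer towards high sites, with slopes of -916 ± 285 effective genes per SD in Norway (SE, n = 17 sites; permutation test, p = 0.00689), -714 ± 222 in Spain (n = 17, p = 0.00568) and -1528 ± 212 in China (n = 18, p = 2e-05). Of 11 such categories, 10, 10 and 11 declined in Norway, Spain and China after adjustment. Organic remediation genes had slopes of -16.0%, -12.7% and -20.4% of the mean per SD, metal resistance genes -14.8%, -11.0% and -18.5% and antibiotic resistance genes -13.4%, -11.3% and -17.8%, whereas bacteriophage genes passed in China (-15.2%) and not in Norway (-5.33%, p = 0.114) or Spain (-5.34%, p = 0.123).

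The decline of gene diversity with elevation in China shows chiefly between the 10 highest and the 8 lowest sites, although the slopes of -155 (p = 0.105) and -247 (exact permutation test, p = 0.378) within these clusters do not exclude a decline there too. The division of signals by their total is argued against as the cause, as the number of genes detected, which the division does not change, had a slope of -1193 per SD (permutation test, p = 1e-05). Lower sensitivity of the arrays of the high sites could give such a decline and stays open: the lowest detected signal was 2817 to 5478 at the high and 1783 to 2614 at the low sites, and although the brightest genes of the low sites (the upper 0.25 quantile) were detected 14.0 percentage points less often at the high sites (SD 0.677 over 8 sites left out), where a loss of dim genes was set to allow 5 points, and those of the high sites only 1.45 points less often at the low sites (SD 0.695 over 10), the former reach down to 4.10 and the latter to 12.9 times the highest limit of the other sites, and the limit of 5 points does not hold at matched brightness, since genes of the high sites with signals of 4 to 8 times the highest detection limit of the low sites were likewise detected 8.73 points less often there (SD 3.16), against 17.6 points for genes as bright in the other direction. A replacement of genes with no net loss cannot be told apart either, as the difference between both directions was 3.30 points (SD 1.80) at 8 to 16 times the limit and -1.11 (SD 0.703) at 16 times and more. A difference between the biofilms of high and low sites stays open as a hypothesis, as do differences between the clusters in DNA yield or stream that no value here measures. Array sensitivity was not tested for the declines in Norway and Spain and stays open there too. Detected probes were brighter on average where fewer were detected in Norway (r = -0.937, n = 17 sites), Spain (r = -0.897, n = 17) and China (r = -0.932, n = 18; permutation test, p = 1e-05 for each).

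The increase of dissimilarity with elevational distance may come from sites that differ in the number of genes detected, or from genes that drop under the detection limit. In Norway and Spain the turnover component of Sorensen dissimilarity had no slope past the threshold (-0.00378 per SD, p = 0.47, and 0.00197, p = 0.668), as the first explanation predicts, although these p-values do not exclude turnover, while in China its slope of 0.0115 (p = 0.0061) argues against differences in number as the whole cause for the overall pool, but not for fungal genes (0.00195, p = 0.699). Genes detected at every site, which cannot drop out, had slopes of 0.00138 in Norway (1708 genes, p = 0.0228), 0.00248 in Spain (1411 genes, p = 0.0061) and 0.00452 in China (1766 genes, p = 0.0001), and after division by their own total, which removes any shift common to them, 0.00141 in Spain (p = 0.0076) and 0.00290 in China (p = 0.0001), against the detection limit as the whole cause there. In Norway the slope after that division was 0.000369 (p = 0.213), and the detection limit stays open, since these genes were brighter together where fewer probes were detected already in the deposited signals (r = -0.876, permutation test, p = 3e-05, also adjusted over 3 mountains; rho = -0.904, p = 1e-05; r = -0.877 without the 2 sites farthest from the median), so that they do not stand apart from the number detected; without any division their slope was 0.00175 (p = 0.0133), so the division made here is not its cause, and a scaling before deposit is not stated. Genes detected at every site were also brighter together where fewer probes were detected in Spain (r = -0.898; permutation test, p = 1e-05) and in China (r = -0.913, p = 1e-05). There the argument against the detection limit rests on the slope after division by their own total. A change of the assemblage with elevation stays open in each mountain, in Norway beside both explanations and in Spain, and for fungal genes in China, beside the difference in number.

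China was sampled in autumn 2009, Norway in summer 2012 and Spain in autumn 2012, so the year could set China apart. Season and mountain cannot be told apart between Norway and Spain. The 9 highest Chinese sites exceeded the mean of Norway and Spain by 226 effective genes and the 9 lowest by 2465, a ratio of 0.0918 (exact permutation test between the 9 and 9 sites, p = 0.000165), which a shift of the year common to the Chinese sites would give too beside their decline with elevation. For composition the smaller ratio was 0.937, with R2 of 0.426 and 0.454 against Norway and 0.453 and 0.430 against Spain for the 9 highest and 9 lowest sites, which is what a shift common to all Chinese sites gives. Year and mountain cannot be told apart for either measure, as each Chinese site has the same year, and a biological difference between the continents stays equally open.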

How the results depend on the processing

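The quadratic term with elevations read from Fig. 1a and turnover over only the genes detected at every site were tests chosen after the data were seen; the other alternatives were set before. No paired analysis was possible because each site is a place of its own along its mountain, and the site numbers that recur in Spain and China count places on different mountains. Composition between mountains kept its direction and its side of the threshold in all 210 values under alternatives and in all 1092 with a site left out, alpha diversity against elevation in 143 of 152 and 206 of 208, and turnover in 137 of 164 and 198 of 208, and the counts of declining families stayed within 1.5 times in all 27. Alpha diversity between mountains kept both in 182 of 219 values, its slopes in named families in 622 of 654 and quadratic terms in 6 of 9. Of turnover slopes in named families 5 lost the threshold and 13 changed sign, of single genes against elevation 24 lost it, and 15 counts of genes against elevation and 10 between mountains moved by over 1.5 times. Apart from single genes, given as numbers of calls, the values that lost or passed the threshold, moved or changed sign follow, those of sites left out as ranges with the sites that end a call; except where the alternative leaves out sites or genes, the cause was not tested. Signals near the detection limit set which genes count as detected, and detection limits of 1676 to 5478 differ between sites.

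Without the log, the turnover slopes in Norway were 0.0130 for archaea (p = 0.0761) and 0.0136 for fungi (p = 0.0538), and the alpha slope of archaea in Spain passed at -11.5 (p = 0.00167). F between mountains fell to 1.38 (p = 0.265) for all genes, 0.405 for archaea, 1.41 for bacteria, 1.89 for fungi, 1.85 for C, 1.12 for N, 0.475 for P, 1.47 for S and 1.502 for St, and the excess of China over Norway and Spain to 472 and 463 for all genes, 7.13 and 4.44 for archaea, 422 and 429.7 for bacteria and 46.2 and 33.2 for fungi. Turnover slopes changed sign for CDH in Norway (-0.00417) and for APS_AprB (0.00946), mannanase (0.0144) and phytase (0.0204) in Spain, and alpha slopes for ctsR (-0.538) and nplT (-0.441) in Spain and ctsR (1.42) and gdh (1.49) in China.

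With no removal of genes detected at 1 site, signs changed for turnover of CDH (-0.00159) and glnR (0.00107) in Norway and mannanase in Spain (0.00177), and for alpha of glnR in Norway (-4.23), ctsR (-3.32) and nplT (-1.003) in Spain. The excess of China over Spain was 18.9 for archaea (p = 0.0577), and Spain minus Norway turned to 52.1 for bacteria. With removal only of genes detected at 1 of all sites, signs changed for turnover of CDH in Norway (-0.000399), alpha of glnR in Norway (-1.12), ctsR (-0.610) and nplT (-0.105) in Spain, and Spain minus Norway for bacteria (3.31). With dim signals removed, they changed for alpha of aclB in Norway (0.348), ctsR (-2.77), glnR (6.77) and nplT (-0.701) in Spain and ctsR in China (1.05), and for turnover of glnR (0.0209) and sir (0.00270) in Norway.

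With elevations read from Fig. 1a, turnover of archaea in Norway was 0.00922 (p = 0.0511), families with turnover in Norway numbered 29, CDH in Norway was -0.000448, and limma called 0 genes higher and 0 lower in Norway (1183 before adjustment); the quadratic terms in China were 6.996 for archaea (p = 0.116), 347 for bacteria (p = 0.0257) and 31.1 for fungi (p = 0.0123). With the site number in the titles 38 families in Norway had turnover. With distance along the stream, turnover of fungi in Spain was 0.0110 (p = 0.131), 25 families in Spain had turnover, and alpha of glnR (0.222) and turnover of mannanase (0.00154) and phytase (0.00208) in Spain changed sign.

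Calls of named families were lost without the log for nifH in Spain (p = 0.0627) and pectinase in China (p = 0.0844), and in China with no removal of genes detected at 1 site for gdh (p = 0.0722), pectinase (p = 0.0578) and turnover of katA (0.0169, p = 0.121). With removal only of genes detected at 1 of all sites, gdh (p = 0.0538), pectinase (p = 0.0532) and turnover of katA (p = 0.0545) in China lost the call, while nplT (p = 0.0376) and phytase (p = 0.0480) there passed. With dim signals removed, nasA in Norway (p = 0.0565), exochitinase (p = 0.0507), nifH (p = 0.0764) and pectinase (p = 0.0801) in Spain and pectinase (p = 0.107) and turnover of katA (p = 0.0605) in China lost it. With distance along the stream, exochitinase (p = 0.0593) and nirK (p = 0.0525) in Spain and pectinase (p = 0.0530) and turnover of katA (0.00410, p = 0.748) and narH (p = 0.0946) in China did.

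Over the turnover component of Sorensen dissimilarity, slopes in Norway and Spain were -0.00378 (p = 0.47) and 0.00197 (p = 0.668) for all genes, -0.00324 and 0.00183 for bacteria and -0.0138 (p = 0.0263) and -0.00222 for fungi, with 8.19e-06 for archaea in Norway (p = 0.999) and 0.00195 for fungi in China (p = 0.699). Given the difference in the number of genes (partial Mantel test), they were 0.00403 (p = 0.330) and 0.00572 (p = 0.172) for all genes, 0.00425 and 0.005448 for bacteria and 0.000410 and 0.00687 for fungi, with 0.00545 for archaea in Norway and 0.0171 for fungi in China (p = 0.0715). Over only genes detected at every site, fungi in Norway had 0.00110 (p = 0.0558).

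Within the 10 highest Chinese sites, alpha slopes were -155 (p = 0.105) for all genes, -6.83 for archaea, -137 for bacteria and -10.6 for fungi, and turnover slopes -0.000291, -0.000793, -0.000242 and -0.001002. Within the 8 lowest, alpha slopes were -247 (exact p = 0.378), -2.19, -226 and -15.7, and turnover slopes 0.00589 for all genes (exact p = 0.220) and 0.00528 for bacteria. With only the 10 highest Chinese sites, F was 0.286 for all genes, 0.403 for archaea, 0.367 for bacteria, 0.0843 for fungi, 0.0823 for C, 0.6251 for N, 0.166 for P, 0.391 for S and 0.512 for St, and the excess over Norway and Spain 244 and 235 for all genes, 5.52 and -0.837 for archaea, 243 and 250.2 for bacteria and -0.897 and -8.16 for fungi.

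Over only genes detected at every site, limma called 432 genes higher and 19 lower with elevation in Norway, 635 higher in Spain, 980 and 139 in China, and 1.2e+02 and 319 between China and Norway, 129 and 268 between China and Spain and 1 and 0 between Spain and Norway (209 before adjustment); fewer genes were tested. Over genes detected at 2 or more sites it called 0 and 0 in Norway (1974 before adjustment) and 88 lower in Spain. With centred signals it called 2 and 20 in Norway, 269 lower in Spain, 1029 and 2014 in China, 4460 and 1324 between China and Norway and 453 and 1.1e+02 between Spain and Norway.

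With each site left out in turn, turnover in Norway ranged from 0.00861 (without N118, p = 0.0905) to 0.0201 for all genes, from 0.00711 (without N118, p = 0.164) to 0.0189 for archaea and from 0.00837 (without N118, p = 0.101) to 0.0198 for bacteria, and in Spain from 0.01001 (without PY05, p = 0.0961) to 0.0181 for fungi. The call in Norway was also lost without N104 for all genes (0.0103, p = 0.0505), archaea (0.00959, p = 0.0528) and bacteria (0.0101, p = 0.0558) and without N106 for archaea (0.00918, p = 0.0546), and that of fungi in Spain without PY01 (0.0106, p = 0.0767) and PY17 (0.0109, p = 0.0662). The alpha slope of archaea in Spain ranged from -8.97 (without PY06, p = 0.0382) to -5.10, and passed without PY15 (-8.55, p = 0.0445). Spain minus Norway, which passed in no case, ranged from -98.6 (without PY17) to 140.3 (without N115) for all genes, from -105 (without PY17) to 112.2 (without N115) for bacteria and from -0.204 (without PY17) to 15.4 (without N118) for fungi.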

Differences from the paper's values

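The elevations read from Fig. 1a for the quadratic term were chosen only after the values were seen. Slopes, Mantel r and latitude coefficients were taken to differ where they lay further from the paper's than their SE here (a jackknife SE for dissimilarities), quadratic terms, for which no SE was computed, at any distance, means where they lay beyond the SD and differed by over 1.5 times, and all other values where they differed by over 1.5 times. By that rule 2 of 149 values that the paper's text or supplement states for measures computed here differed. Within it, turnover slopes reached 1.499 times and Mantel r 1.40 times the paper's, and the number of genes was 14998 here against the paper's 15289, with 10005, 10489 and 12292 against 10257, 10555 and 12646 in Norway, Spain and China.

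By their intercepts, the slopes of dissimilarity on elevational distance in Table S2 are per unit of distance between standardised elevations, and on that scale the slopes in China are 0.0695 for archaea, 0.0724 for bacteria and 0.0844 for fungi here (0.0536, 0.0559 and 0.0652 per SD of distance), within the error of the paper's 0.063, 0.071 and 0.084.

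The paper's quadratic term for alpha diversity in China is 349.4 for bacteria, against 154 here, and 31.5 for fungi, against 14.0 here. No alternative was set before the data were examined for this term. With elevations read from Fig. 1a in place of ranks, chosen after seeing the values, the terms were 347 and 31.1 (p = 0.0257 and 0.0123), which drops neither of the paper's terms.

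For the share of families with turnover in Norway the paper shows about 42% in Figure S2b, read by eye, against 67.0% here. The alternatives set before the data were examined that bring it within 1.5 times are no log (46.6%), no removal of genes detected at 1 site (52.3%), removal of genes detected at 1 of all sites (58.0%), removal of dim signals (58.0%), elevation read from Fig. 1a (33.0%), site number in the titles (43.2%), distance along the stream (62.5%) and all families with at least 2 genes (56.9%).

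The paper states that trends were strongest in China for each kingdom, and here the slopes per SD of elevation rank were largest in China in each kingdom. The test of the difference from Norway did not pass for archaeal genes (-8.01, p = 0.251) or bacterial genes (-431, p = 0.0859). The R2 values in the legend of Fig. 1 are called adjusted, and are higher than those of Table S2. The unadjusted R2 of the linear models here was 0.407, 0.191 and 0.706 for archaea, 0.384, 0.422 and 0.758 for bacteria and 0.49, 0.371 and 0.785 for fungi in Norway, Spain and China. The paper's models for bacteria and fungi in China hold a quadratic term, so their R2 is of another model than the linear one here.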

Other observations

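The tests on phyla, on fungal against archaeal genes, on Actinobacteria against Firmicutes and the counts of genes found at all sites of one region were chosen only after the results were seen.

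Genes of Actinobacteria declined steeply with elevation on each mountain and genes of Firmicutes little. Of 14 phyla with at least 100 genes, tested on 3 mountains, 37 of 42 slopes were negative past the threshold, also after Benjamini-Hochberg adjustment, and none was positive. The effective number of genes changed by -18.2%, -14.4% and -18.4% of the mean per SD in Norway, Spain and China for Actinobacteria, by -14.4%, -12.5% and -20.2% for Proteobacteria, by -16.0%, -11.7% and -28.1% for Chloroflexi and by -8.85%, -5.88% and -13.5% for Cyanobacteria, the oxygenic phototrophs. The fungal phyla Ascomycota (-16.6%, -12.7% and -25.7%) and Basidiomycota (-17.7%, -11.6% and -23.3%) declined on each mountain. Firmicutes passed in China (-6.71%, p = 0.00033) and not in Norway (-3.31%, p = 0.198) or Spain (-2.92%, p = 0.0836), and the other slopes that did not pass were those of Bacteroidetes (-3.05%, p = 0.165), Planctomycetes (-8.83%, p = 0.0727) and Euryarchaeota (-2.60%, p = 0.246) in Spain. Genes of eukaryotes other than fungi had slopes of -13.8%, -10.9% and -24.2%, and viral genes -5.52% (p = 0.0553), -3.54% (p = 0.198) and -13.8%, passing in China.

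Single genes set the Chinese streams apart from the European ones. A probe for amoA, ammonia monooxygenase, with no source organism named, was detected at 18 of 18 Chinese sites and at none of the 17 Norwegian or 17 Spanish sites. Its mean signal in China was 12.5-fold and 12.9-fold the lowest detected signals of the Norwegian and Spanish sites. The phoB gene of Silicibacter lacuscaerulensis was detected at all 17 sites of each European mountain and at none of 18 in China. Its mean signals in Norway and Spain were 11.4-fold and 12.4-fold the lowest detected signals of the Chinese sites. These folds are not strict lower bounds, as probes were removed by signal-to-noise ratio and not by signal. An isocitrate lyase gene, AceA of Herminiimonas arsenicoxydans, was detected at 18 of 18 Chinese sites against 4 of 17 in Norway and 7 of 17 in Spain, with log2 differences of 3.98 (SE 0.46; limma, adjusted p = 4.97e-11) and 3.67 (adjusted p = 5.89e-10), and the arabinofuranosidase gene ara_fungi of Aspergillus oryzae at 18 of 18 against 5 of 17 on either, with 3.38 and 3.70. As in all log2 values here, undetected sites were set to their lowest detected signal, so the sizes depend on that setting. After centring they were 4.69 and 4.13 for AceA and 4.09 and 4.16 for ara_fungi. Between the European mountains, glnA of Roseobacter litoralis was detected at 13 of 17 Spanish and 0 of 17 Norwegian sites (adjusted p = 8.08e-07), and pstB of Mycobacterium marinum at 2 of 17 and 16 of 17 (log2 -2.05, and -1.80 after centring). Along elevation in China, mnp of Trametes versicolor, a wood-decaying fungus, was detected at the 5 highest and none of the 5 lowest sites (log2 1.78 per SD, adjusted p = 0.000375), and glx of Nectria haematococca at 1 of the 5 highest and all 5 lowest (-1.29, adjusted p = 0.000309). In Spain a cellobiase gene of Kineococcus radiotolerans was detected at none of the 5 highest and all 5 lowest sites (-1.37, adjusted p = 0.00504), and in Norway a sox gene of Allochromatium vinosum at 5 and 1 (1.37, adjusted p = 0.0498), a call lost, as are all 16 in Norway, under elevations read from Fig. 1a and over genes detected at 2 or more sites.

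By limma, 4535 of 7414 genes differed between China and Norway, 5092 of 7568 between China and Spain and 636 of 5300 between Spain and Norway at an adjusted p under 0.05. Against elevation 16 of 4660 genes passed in Norway (1346 before adjustment), 64 of 4634 in Spain and 3058 of 6406 in China. The direction of these calls depends on the scaling and on the genes tested. Between China and Norway 2544 genes were higher and 1991 lower in China after division by the total, and 4460 and 1324 after centring on genes detected at every site, as the median difference moved from 0.25 to 0.96 on the log2 scale. Between China and Spain the splits were 2929 and 2163, and 3979 and 1563, with medians of 0.29 and 0.75, and between Spain and Norway 278 and 358, and 453 and 1.1e+02, with medians of -0.17 and 0.08. Over only genes detected at every site, 1.2e+02 were higher and 319 lower in China than in Norway. Against Spain they were 129 and 268, and between Spain and Norway 1 and 0. Against elevation in China 1851 genes were higher and 1207 lower at high sites, and 1029 and 2014 after centring, in Spain 21 and 43, and 17 and 269, and in Norway 10 and 6, and 2 and 20. Over only genes detected at every site, 980 were higher and 139 lower in China, 635 and 35 in Spain and 432 and 19 in Norway. Chance is an unlikely source of each of these 6 counts but is not excluded, as each was set against only 100 orders or splits of the sites. The highest count in another order was 7 in Norway, 27 in Spain and 1204 in China. In another split it was 1777 for China and Norway, 2276 for China and Spain and 710 for Spain and Norway. The last was the 1 other split of 100 above the real count, so that 2 splits reach it.

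Of all probes of the array, 75 of the 2558 detected at each of the 34 European sites were detected at no Chinese site, and 62 of the 3921 detected at each of the 18 Chinese sites at no European site. No probe was detected at every site of Norway and at none of Spain, or the reverse. When each mountain was divided between neighbouring ranks, with at least 5 sites on either side, the number of genes detected at every site on one side and at none on the other was largest in China between the 10 highest and the 8 lowest sites, with 470 genes at the low sites and 43 at the high sites, and 131 at the next division. In Norway it was 34 and in Spain 10, each between the 12 highest and the 5 lowest sites, with 1 and 5 at the next.

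Of 5 hypotheses, with 15 tests adjusted together, 2 compare pools that were picked because their slopes differed, so their p-values restate that difference on the same sites and do not test it. The log ratio of fungal to archaeal effective gene number had a slope of -0.0719 per SD in Norway (permutation test, p = 0.0124, adjusted p = 0.0233), -0.0780 in Spain (p = 0.00306, adjusted p = 0.0153) and -0.125 in China (p = 0.00014, adjusted p = 0.00105). Likewise the log ratio of Actinobacteria to Firmicutes had slopes of -0.145 (p = 0.00551, adjusted p = 0.0161), -0.112 (p = 0.00998, adjusted p = 0.0214) and -0.116 (p = 2e-05, adjusted p = 0.0003). For the hypothesis that colder, higher sites hold more cold shock genes, the number detected of the 19 such genes kept was tested. It had slopes of -0.223 (p = 0.524), -0.433 (p = 0.125) and -1.08 (p = 0.0566) in Norway, Spain and China, none past the threshold. The means were 4.88, 4.29 and 8.22 genes per site. This test cannot decide the hypothesis, as the number of all genes detected fell with elevation too and no share was tested. The share of stress genes among the genes detected rose with elevation in China by 0.509 percentage points per SD (p = 0.00645, adjusted p = 0.0161), with slopes of 0.0244 (p = 0.792) in Norway and -0.129 (p = 0.246) in Spain that did not pass. The last hypothesis is that the number of phage genes detected, of 244 kept after filtering, follows that of bacterial genes in proportion. In Norway the log ratio had a slope of 0.0782 (p = 0.0058, adjusted p = 0.0161). This argues against the hypothesis there but does not exclude it, as array sensitivity stays open. The slopes of 0.0480 in Spain (p = 0.191) and 0.0265 in China (p = 0.0640) did not pass, and the difference between mountains was not tested.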
